# Pancreatic gene expression during recovery after pancreatitis reveals unique transcriptome profiles

**DOI:** 10.1038/s41598-018-19392-0

**Published:** 2018-01-23

**Authors:** Kristy Boggs, Ting Wang, Abrahim I. Orabi, Amitava Mukherjee, John F. Eisses, Tao Sun, Li Wen, Tanveer A. Javed, Farzad Esni, Wei Chen, Sohail Z. Husain

## Abstract

It is well known that pancreatic recovery after a single episode of injury such as an isolated bout of pancreatitis occurs rapidly. It is unclear, however, what changes are inflicted in such conditions to the molecular landscape of the pancreas. In the caerulein hyperstimulation model of pancreatitis, the murine pancreas has the ability to recover within one week based on histological appearance. In this study, we sought to characterize by RNA-sequencing (RNA-seq) the transcriptional profile of the recovering pancreas up to two weeks post-injury. We found that one week after injury there were 319 differentially expressed genes (DEGs) compared with baseline and that after two weeks there were 53 DEGs. Forty (12.5%) of the DEGs persisted from week one to week two, and another 13 DEGs newly emerged in the second week. Amongst the top up-regulated DEGs were several trypsinogen genes (trypsinogen 4, 5, 12, 15, and 16). To our knowledge, this is the first characterization of the transcriptome during pancreatic recovery by deep sequencing, and it reveals on a molecular basis that there is an ongoing recovery of the pancreas even after apparent histological resolution. The findings also raise the possibility of an emerging novel transcriptome upon pancreatic recovery.

## Introduction

Acute pancreatitis is a painful, life-threatening inflammatory disease that accounts for more than a quarter million hospital admissions each year in the United States and has a 20% recurrence rate^1,2^. Pancreatitis is associated with the premature activation of digestive enzymes within the pancreas and auto-digestion of the gland^3–5^. Common causes of pancreatitis include gallstones, excessive alcohol consumption, medications, and blunt trauma to the abdomen^6^. Currently, there are no targeted therapies for pancreatitis, and treatment regimens are either largely supportive or focused on reducing pancreatic inflammation. An alternative strategy to treat pancreatitis is to enhance innate recovery mechanisms of the organ. Thus, there is a need to broaden our understanding of the molecular mechanisms by which the pancreas recovers from injury.

Because obtaining clinical samples of pancreas tissue after recovery from a bout of pancreatitis is usually not feasible, much of our knowledge about pancreatic recovery after injury comes from studies using experimental animal models of pancreatic injury. Caerulein hyperstimulation is a well-characterized, non-lethal, highly reproducible rodent model of mild to moderately severe pancreatitis that mimics clinical pancreatitis^3–5,7–9^. Injury of the pancreas by caerulein hyperstimulation is marked by infiltration of inflammatory cells, edema, and destruction of more than 50% of the pancreatic parenchyma^7,8,10^. Despite the inflammatory injury and destruction of tissue, the pancreas can regenerate and recover^11,12^. Remarkably one week after injury, histologically the murine pancreas resembles that of a non-injured pancreas and is considered to have recovered^7,10,13–15^. However, it is unclear whether one week after injury, on a molecular level, the pancreas has recovered to the baseline (non-injured) state.

In this study, we examined the transcriptional changes that take place in the pancreas one and two weeks after experimental pancreatitis. To assess differentially expressed genes (DEGs), we sequenced the transcriptome of the pancreas one and two weeks after injury by RNA-seq and compared the data to the baseline pancreas. We found that by one week post-injury, compared to baseline, there were numerous DEGs, and many of these DEGs remained differentially expressed even at two weeks post-injury. There was also the emergence of unique DEGs two weeks after injury. The DEGs were associated with pancreatic secretion, digestion, the inflammatory response, cellular growth, differentiation, tissue remodeling, islet cell maintenance and function, and the translational machinery. Overall, the identification of DEGs in a histologically recovered pancreas suggests that the recovery of the pancreas takes longer than initially thought and surprisingly there is the emergence of new DEGs two weeks after injury.

## Results

### Caerulein hyperstimulation model

A mild to moderately severe form of acute pancreatitis was induced in mice by administering 8 hourly intraperitoneal injections of caerulein for 2 consecutive days, as shown in the schema in Fig. 1a. While many reports that examine acute pancreatitis injury with caerulein use a one-day induction^16,17^, there is a precedent in the literature to study and characterize pancreatic recovery using a two-day caerulein protocol^15,18,19^. The rationale is to induce a greater degree of pancreatic parenchymal ablation so that the parenchymal recovery process is also more marked. Figure 1b illustrates pancreatic injury by hematoxylin and eosin (H&E) staining at day 3 and recovery of the pancreas at days 7 and 14 post-injury. On a histological level, by day 7 post-injury, the pancreas appears to have recovered, and it resembles the baseline state.

**Figure 1:**
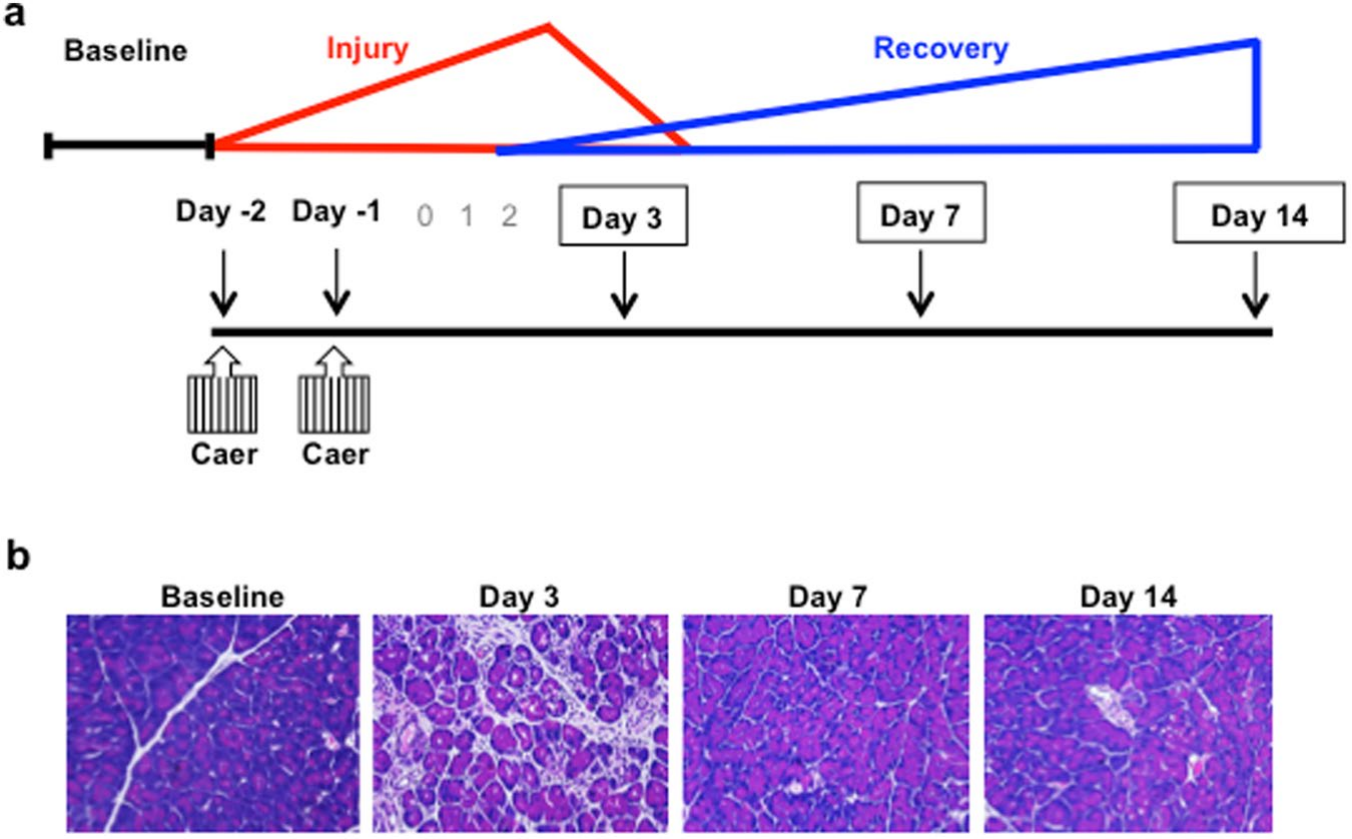
*In vivo* caerulein hyperstimulation mouse model of pancreatic injury. (**a**) Caerulein was given as 8 hourly injections for 2 days, and pancreas tissue was collected at baseline (non-injured state) and at days 3 (injury), 7 (post-injury), and 14 (post-injury). (**b**) Representative H&E staining of pancreatic sections.

### Identification of DEGs in the histologically recovered pancreas

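The deposited RNA-seq files held gene counts for 23 mice: 8 at baseline (4 female, 4 male), 8 at day 7 (4 female, 4 male) and 7 at day 14 (3 female, 4 male). Caerulein had been given at 50 µg/kg per injection, 8 injections a day for 2 days. According to the paper's methods, the libraries were made from ribosomal RNA-depleted total RNA from the head of the pancreas, sequenced as paired reads, aligned with STAR and counted per gene with featureCounts. The unit of the files was whole counts per gene symbol. Each mouse had between 7059890 and 9567446 counts in total (medians 7952510 at baseline, 8658870 at day 7 and 8962860 at day 14). Between 14641 and 16653 symbols had at least 1 count in a mouse. A set of 12195 genes had enough counts for testing by edgeR's filterByExpr. Counts were scaled with TMM factors (0.769 to 1.40) and tested with edgeR's quasi-likelihood F test, with all 23 mice and sex as a covariate in 1 fit, and the p-values were adjusted with the Benjamini-Hochberg method over the tested genes. DEGs were genes with an adjusted p-value of at most 0.05 and a fold change of at least 1.5 in either direction, the thresholds of Fig. 2. Normalized counts are counts divided by the TMM-scaled library size and multiplied by the mean of these sizes, and log2 CPM are edgeR's log2-scaled counts per library size with a prior count of 2. Positions are those of GENCODE on the GRCm38 assembly. Standard deviations are across mice. Standard errors were derived from the test, as the absolute log2 fold change divided by the square root of its F statistic. The 20 genes with the largest counts summed over all 23 mice were taken as 1 fixed set. Their share of all counts was 69.4% at baseline (SD 1.48, n = 8), 60.3% at day 7 (SD 2.43, n = 8) and 65.0% at day 14 (SD 0.869, n = 7). The exact two-sided permutation p was 1.55e-04 for baseline against day 7, 3.11e-04 for baseline against day 14 and 4.66e-04 for day 7 against day 14.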

To assess at the molecular level whether the pancreas is still recovering one week after injury, we sequenced the transcriptome of the pancreas tissue by RNA-seq at baseline and at days 7 and 14 post-injury. Because the current study was intended to examine intrinsic changes in the transcriptome within pancreatic cells we intentionally avoided sequencing the transcriptome from pancreas during early recovery (i.e. less than one week post-injury) because gene expression during these early stages is confounded by infiltrating immune cells. However, at the time points we have chosen to study (i.e. one and two weeks post-injury), the immune cell infiltration has largely resolved. 

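Transcripts of immune cells were measured in the same tissues. All 10 macrophage genes tested were higher at day 7 than at baseline, with a median log2 fold change of 0.87 (range 0.57 to 1.05), and 8 of them were DEGs. At day 14 the median was 0.21, 8 were higher and 2 lower, and 0 were DEGs (smallest adjusted p = 0.386 in edgeR). The direction at day 7 was the same with the other scalings tried. Among the complement receptor and macrophage genes, *C1qb* on chromosome 4:136880129-136886187 had normalized counts of 59.5 (SD 32.6, n = 8) at baseline, 114 (SD 37.6, n = 8) at day 7 and 65.6 (SD 15.6, n = 7) at day 14. Against baseline, *C1qb* had a log2 fold change of 0.91 (standard error 0.28, adjusted p = 0.0268, 5 of 8 mice above every baseline mouse) at day 7 and 0.11 (adjusted p = 0.941) at day 14. *Ms4a7* on chromosome 19:11321039-11336146 had a log2 fold change of 1.86 (standard error 0.31, adjusted p = 1.34e-04, 8 of 8 mice above every baseline mouse) at day 7 and 0.95 (adjusted p = 0.168) at day 14. Of 10 lymphocyte genes, 4 had enough counts to be tested and 0 were DEGs at either day (smallest adjusted p = 0.495 at day 7 and 0.965 at day 14, in edgeR). All 4 were higher at day 7, with a median log2 fold change of 1.07 (range 0.75 to 1.21), and at day 14 the median was 0.17, with 3 higher and 1 lower. Mean log2 CPM over the lymphocyte genes differed widely between mice of 1 time point, from -2.02 to 2.67 at baseline and from -1.91 to 3.47 at day 7. The neutrophil genes *S100a8* and *S100a9* were filtered out before testing for too few counts, and a difference in them was not detectable at this depth.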

RNA-seq was performed on pancreas tissue rather than on cell-sorted populations. The decision not to use cell-sorted populations was to avoid eliciting DNA damage and stress responses during cell isolation. The concern was that the process of sorting could alter the transcriptome of the histologically recovered pancreas. For the sake of uniformity, only the head of the pancreas was used for RNA-seq.

Principal component analysis (PCA) was performed on all genes present in the RNA-seq dataset to illustrate the variance of gene expression within and between sample groups (Fig. 2a). 

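A principal component analysis of log2 CPM over the 12195 tested genes placed 35.6% of the variance on PC1 and 11.4% on PC2. With the 500 genes of largest variance after DESeq2's variance stabilizing transformation, the shares were 41.4% and 21.1%. Pairs of mice from the same time point had correlations of log2 CPM of 0.940 to 0.983 at baseline, 0.920 to 0.985 at day 7 and 0.949 to 0.986 at day 14. The libraries of the time points also differed in measures of Supplementary Table S7: the mapping rate was 79.1% at baseline, 83.9% at day 7 and 82.9% at day 14 (exact two-sided permutation p = 4.66e-04 and 0.00202 against baseline). The duplicate rate was 41.6%, 36.5% and 37.2% (exact two-sided permutation p = 1.55e-04 and 3.11e-04 against baseline). The share of tags in 5'UTRs was 4.35% and 4.01% at baseline and day 7 and 2.46% at day 14 (exact two-sided permutation p = 1.55e-04 for baseline against day 14). Each of these measures varied with the time point, so that a batch of libraries and the time point cannot be told apart.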

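The Euclidean distance of each mouse from the mean of the 8 baseline mice, over the log2 CPM of the 12195 tested genes, was 55.1 at day 7 (SD 13.2, n = 8, range 43.5 to 79.6) and 44.0 at day 14 (SD 8.09, n = 7, range 38.6 to 60.5). The baseline mice, measured from their own mean, were at 40.1 (SD 8.17, n = 8, range 31.2 to 57.8). That mean includes the mouse measured, which lowers its distance. The baseline distances are thus not on the same footing as those of day 7 and day 14, and whether day 14 lay outside baseline was not tested with them. The day 7 mean exceeded the day 14 mean by 11.1 (exact two-sided permutation p = 0.0741 over 6435 splits of the 15 post-injury mice). Total count scaling moved this difference most, to 26.6 (exact two-sided permutation p = 0.00606). In the plane of PC1 and PC2 it was 18.4 (exact two-sided permutation p = 0.0325).

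**Figure D1:**
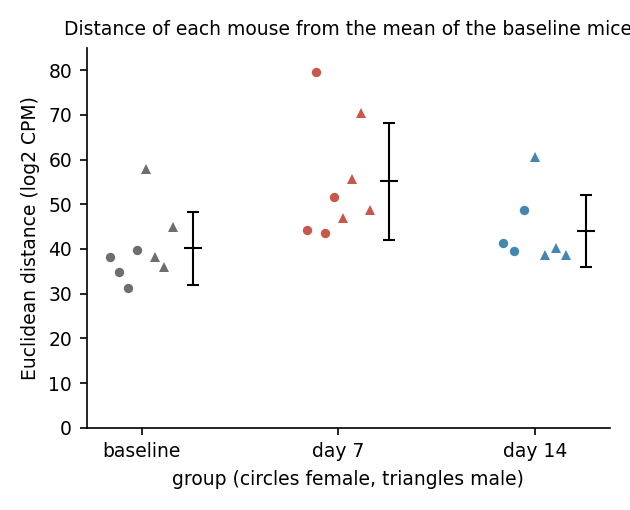
Euclidean distance of each mouse from the mean of the baseline mice over the log2 CPM of all tested genes (y axis) at baseline, day 7 and day 14 (x axis). For a baseline mouse that mean includes the mouse itself, which lowers its distance. Points are mice and bars are the mean and SD.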

The analysis indicated that the samples at day 14 are more like the samples at baseline compared to the samples at day 7. 

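With these thresholds, 647 genes were DEGs between baseline and day 7, between baseline and day 14, or both. Between baseline and day 7 there were 626 DEGs, and between baseline and day 14 there were 96. At an adjusted p-value of at most 0.05 without the fold change threshold the numbers were 2264 and 192. At an unadjusted p-value under 0.05 they were 3925 and 1618 of 12195 genes. The alternative that lowered the numbers most was the mapping rate of each library as a second covariate, with 105 DEGs at day 7 and 5 at day 14. Total count scaling raised them most, to 3727 and 449. When each mouse was left out in turn, the day 7 number ranged from 509 to 815 and the day 14 number from 65 to 104.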

The data revealed a total of 332 statistically significant DEGs (fold change ≥ 1.5 and an adjusted *p*-value ≤ 0.05) between the baseline and the post-injury tissue. A heat map depicting the relative expression of each DEG in the baseline, day 7, and day 14 tissues is shown in Fig. 2b. The expression profile of the DEGs in the day 7 tissues was strikingly different from that of the baseline pancreas. 

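Of the 626 DEGs between baseline and day 7, 466 were higher and 160 lower at day 7, so that 74.4% rose, and 574 were protein-coding. The largest rise was that of *Gm2663* (log2 fold change 9.61). Families of genes moved in different directions. Of 16 acinar enzyme genes, 15 were lower at day 7 (median log2 fold change -0.69, range -1.15 to 0.072) and 10 were DEGs. All 9 fibroblast genes were higher (median 0.78, range 0.045 to 1.41) and 6 were DEGs. Under total count scaling 14 of the 16 acinar enzyme genes were still lower, and all 9 fibroblast genes higher. Of 6 endothelial genes, 5 were lower (median -0.33), but 4 of the 6 were higher under total count scaling.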

Although the expression profile of the DEGs in the day 14 tissues was closer to that in the baseline pancreas compared to day 7, intriguingly the transcriptome in the day 14 pancreas still had not returned to the baseline state. 

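Of the 626 DEGs at day 7, 602 had a smaller absolute log2 fold change at day 14, and 606 kept their sign. Their median absolute log2 fold change was 0.82 at day 7 and 0.43 at day 14, and the median share of the day 7 log2 fold change left at day 14 was 52.4%. These DEGs were chosen for their day 7 values, from which a part of the fall follows. Both days were compared with the same baseline mice, from which a part of the kept sign and of the share left at day 14 follows. Tested directly, 46 genes were DEGs between day 7 and day 14, 25 of them higher and 21 lower at day 14; 157 had an adjusted p-value of at most 0.05 and 1721 an unadjusted p-value under 0.05.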

The distribution of the DEGs is represented in the Venn diagram (Fig. 2c). Of the 332 DEGs identified, 279 were detected between baseline and day 7 tissues. 

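Of the 647 DEGs, 551 were DEGs between baseline and day 7 and not between baseline and day 14. The direct comparison of day 7 with day 14 gave 46 DEGs.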

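In the deposited counts, 75 genes were DEGs at both days in the same direction, 65 of them higher and 10 lower than at baseline, and 21 were DEGs at day 14 only. Of the 75, 55 were closer to baseline at day 14 than at day 7, 20 were farther, and 5 were DEGs between day 7 and day 14. Of the 21, 20 had the same sign at day 7, 11 had an adjusted p-value of at most 0.05 at day 7, 1 was a DEG between day 7 and day 14, and 11 had an unadjusted p-value under 0.05 between those days. Because both days were compared with the same baseline mice, a part of the agreement in direction between the days is built in. The snoRNAs made up 14 of the 75 and 11 of the 21.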

Forty DEGs were detected in both day 7 and day 14 tissues, and 13 DEGs newly emerged in the day 14 tissue. The volcano plots show the log_2_ (fold change) versus the −log_10_ (adjusted *p*-value) for all of genes detected in the RNA-seq analysis (i.e. for both DEGs and non-DEGs; Fig. 2d,e). The statistically significant DEGs between baseline and day 7 tissues or between baseline and day 14 tissues are depicted as red circles, and the non-DEGs are depicted as black circles. 

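Over the 12195 tested genes, the median log2 fold change was 0.022 at day 7 and 0.0062 at day 14. At day 14, 85 of the 96 DEGs (88.5%) were higher than at baseline, 11 were lower, and 62 were protein-coding. The log2 fold changes of the DEGs reached from -1.53 to 9.61 at day 7 and from -1.36 to 6.30 at day 14.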

The analysis indicates that even though the pancreas looks as if it has histologically recovered one week post-injury, on a molecular level there are still indicators of ongoing recovery as far out as two weeks after injury.

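In random splits of the baseline and day 7 mice into groups of the same sizes, 2 of 100 splits, the real one included, gave at least the 626 DEGs of day 7 (the largest of the other splits gave 946 and their median was 0). For day 14, only the real split of 100 gave at least 96 DEGs (the largest of the other splits gave 1). The day 7 comparison had 21 snoRNAs among its DEGs and the day 14 comparison 25. The paper takes the DEGs of the 2 days as indicators that recovery is ongoing on a molecular level.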

**Figure 2:**
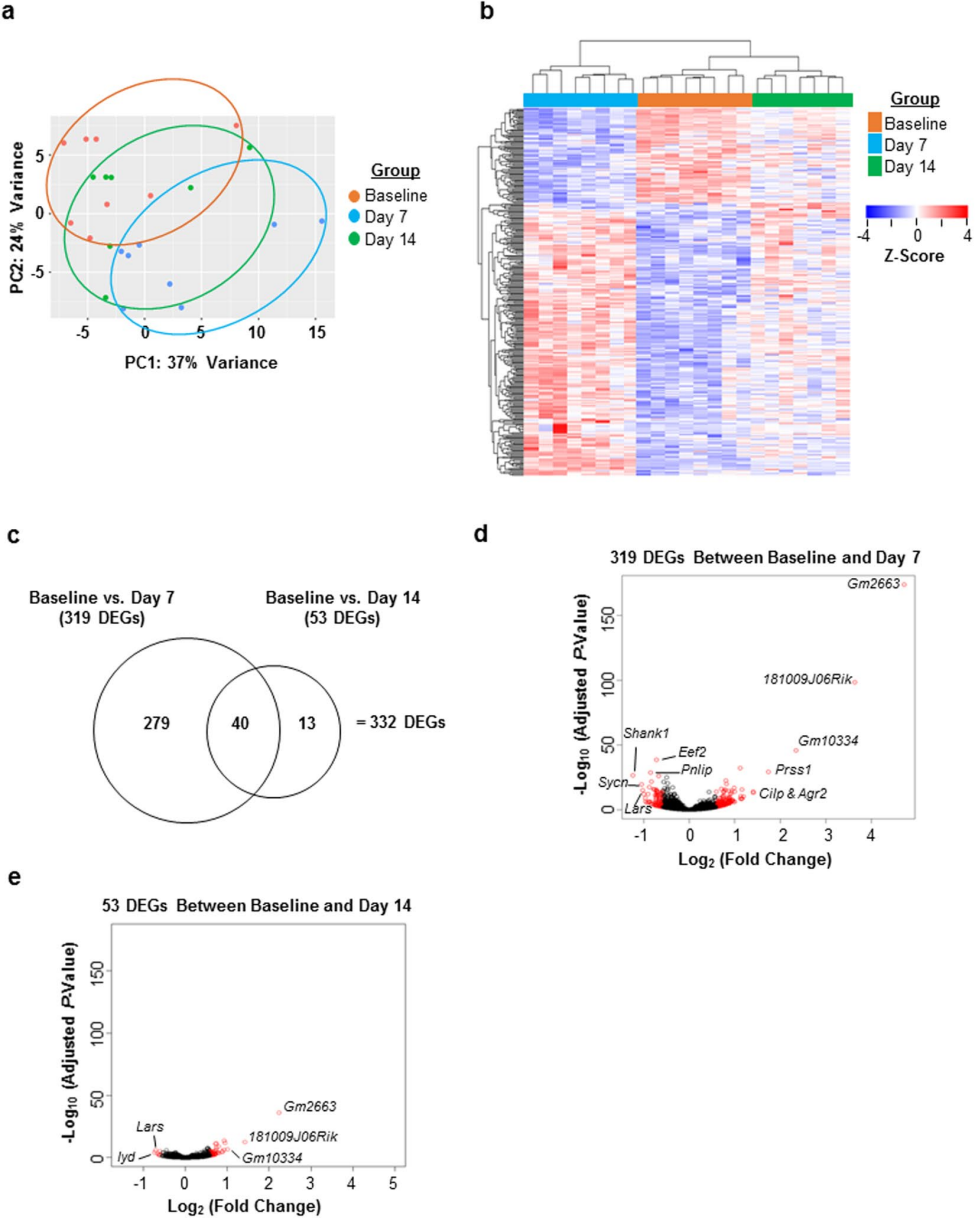
RNA-seq analysis from pancreas tissue demonstrates substantial differences in gene expression between baseline and day 7 and between baseline and day 14 post-injury. (**a**) Principal component analysis (PCA) demonstrates the variance of all genes expressed within each sample group and between each sample group. (**b**) The heat map illustrates the expression level of the DEGs between groups. Each column is a sample, and each row is a gene. The value is the z-score of normalized gene expression counts. For any given gene, the red color represents gene expression that is greater than the overall mean, and the blue color represents gene expression that is less than the overall mean. Hierarchical clustering of genes and samples are represented by the dendrograms on the left and across the top of the heat map. (**c**) Venn diagram depicting the distribution of the DEGs. (**d,e**) Volcano plots show the log_2_ (fold change) and −log_10_ (adjusted *p*-value) of all the genes in the RNA-seq dataset. The statistically significant DEGs between baseline and post-injury are represented in red. The statistical criteria for a gene to be considered differentially expressed was a fold-change ≥ 1.5 and an adjusted *p*-value ≤ 0.05.

### Validation of the RNA-seq data

To validate the data from RNA-seq, RT-qPCR was performed on DEGs with moderate and high fold change in gene expression as well as differentially repressed gene expression (Fig. 3). 

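The 3 genes of Fig. 3 gave these values in the deposited counts. *Agr2* on chromosome 12:35992907-36004087 had normalized counts of 11.3 (SD 2.90, n = 8) at baseline, 65.8 (SD 35.3, n = 8) at day 7 and 30.5 (SD 11.2, n = 7) at day 14. Against baseline, *Agr2* had a log2 fold change of 2.50 (standard error 0.30, adjusted p = 3.82e-06, 8 of 8 mice above every baseline mouse) at day 7 and a log2 fold change of 1.42 (standard error 0.32, adjusted p = 0.0203, 6 of 7 mice above every baseline mouse) at day 14. *Gm2663* on chromosome 6:40995830-40999479 had normalized counts of 1.94 (SD 2.25, n = 8) at baseline, 1727 (SD 538, n = 8) at day 7 and 169 (SD 46.5, n = 7) at day 14. Against baseline, *Gm2663* had a log2 fold change of 9.61 (standard error 0.38, adjusted p = 2.09e-12, 8 of 8 mice above every baseline mouse) at day 7 and a log2 fold change of 6.30 (standard error 0.46, adjusted p = 1.66e-07, 7 of 7 mice above every baseline mouse) at day 14; 23.4% of the 75-base windows of its transcript occur in no other gene. *Sycn* on chromosome 7:28540885-28542209 had normalized counts of 61968 (SD 10113, n = 8) at baseline, 27738 (SD 5100.3, n = 8) at day 7 and 51285 (SD 8665, n = 7) at day 14. Against baseline, *Sycn* had a log2 fold change of -1.15 (standard error 0.12, adjusted p = 1.77e-07, 8 of 8 mice below every baseline mouse) at day 7 and -0.28 (adjusted p = 0.301) at day 14.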

The patterns of relative gene expression determined by RT-qPCR closely mimicked the data from the RNA-seq analysis. Several small nucleolar RNAs (snoRNAs), which are functional non-coding RNAs that play a role in ribosomal biogenesis and thus the protein translational machinery^20^, were detected. 

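The files held 112 snoRNA symbols, 63 of which had enough counts to be tested. At each day 61 of the 63 had a positive log2 fold change against baseline, with a median of 0.50 at day 7 and 0.58 at day 14. Under the other scalings tried, at least 61 of the 63 were positive as well. Between day 7 and day 14, 35 were positive and the median was 0.037. All snoRNAs together took 0.0996% of the counts at baseline (SD 0.00924, n = 8), 0.188% at day 7 (SD 0.025, n = 8) and 0.153% at day 14 (SD 0.0172, n = 7), with an exact two-sided permutation p of 1.55e-04 for each day against baseline. Of 44 other short RNAs and microRNA host transcripts tested, 30 were higher and 14 lower at day 7, with a median log2 fold change of 0.21, and 31 were higher and 13 lower at day 14, with a median of 0.21. Among the 44, *Rmrp*, *Rpph1*, *Terc*, *Rnu11* and *Rnu12* were all higher at both days, with medians of 0.82 and 0.54.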

At day 7 there were only 8 snoRNAs out of 319 DEGs, whereas at day 14 there were 12 snoRNAs out of 53 DEGs (Fig. 2c, Supplementary Tables S1 and S2). However, we were unable to validate their differential expression by RT-qPCR (Supplementary Figure S1).

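At day 7, 21 of the 626 DEGs (3.35%) were snoRNAs, and at day 14, 25 of the 96 (26.0%). All of them rose. The number with an adjusted p-value of at most 0.05 was 41 at day 7 and 31 at day 14, and with an unadjusted p-value under 0.05 it was 48 and 52. Between day 7 and day 14, 0 snoRNAs were DEGs, 4 had an adjusted p-value of at most 0.05, and 13 an unadjusted p-value under 0.05. The host genes of the snoRNA DEGs had a median log2 fold change of -0.053 at day 7 and 0.0023 at day 14. The largest were those of *Dancr*, the host of *Snora26*, with 0.98 and 0.83.

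**Figure D2:**
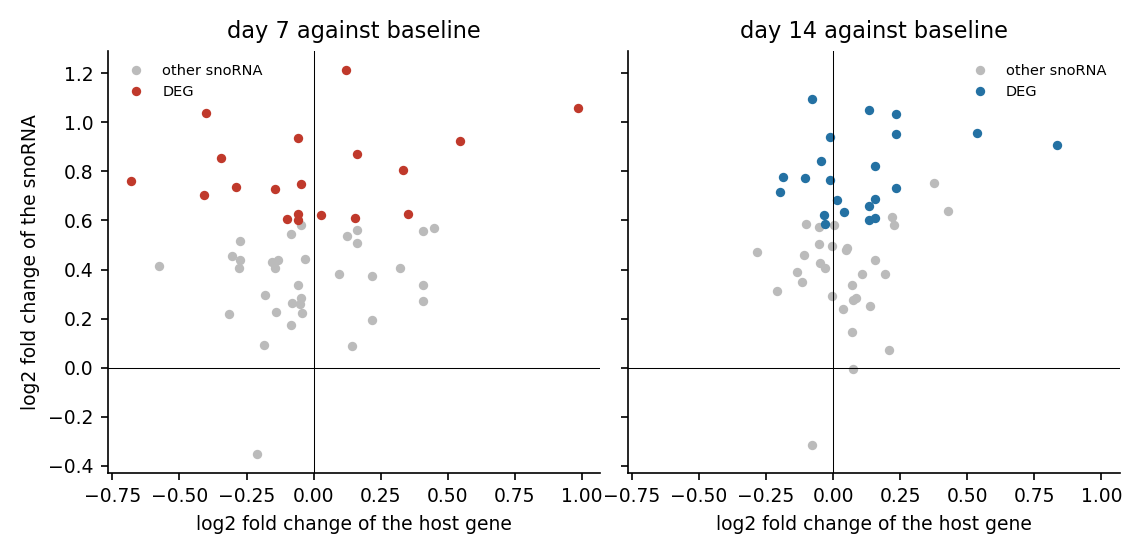
Log2 fold change of each tested snoRNA (y axis) against that of its host gene (x axis) at day 7 and at day 14, each against baseline. Points are snoRNAs, coloured where the snoRNA was a DEG and grey elsewhere.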

**Figure 3:**
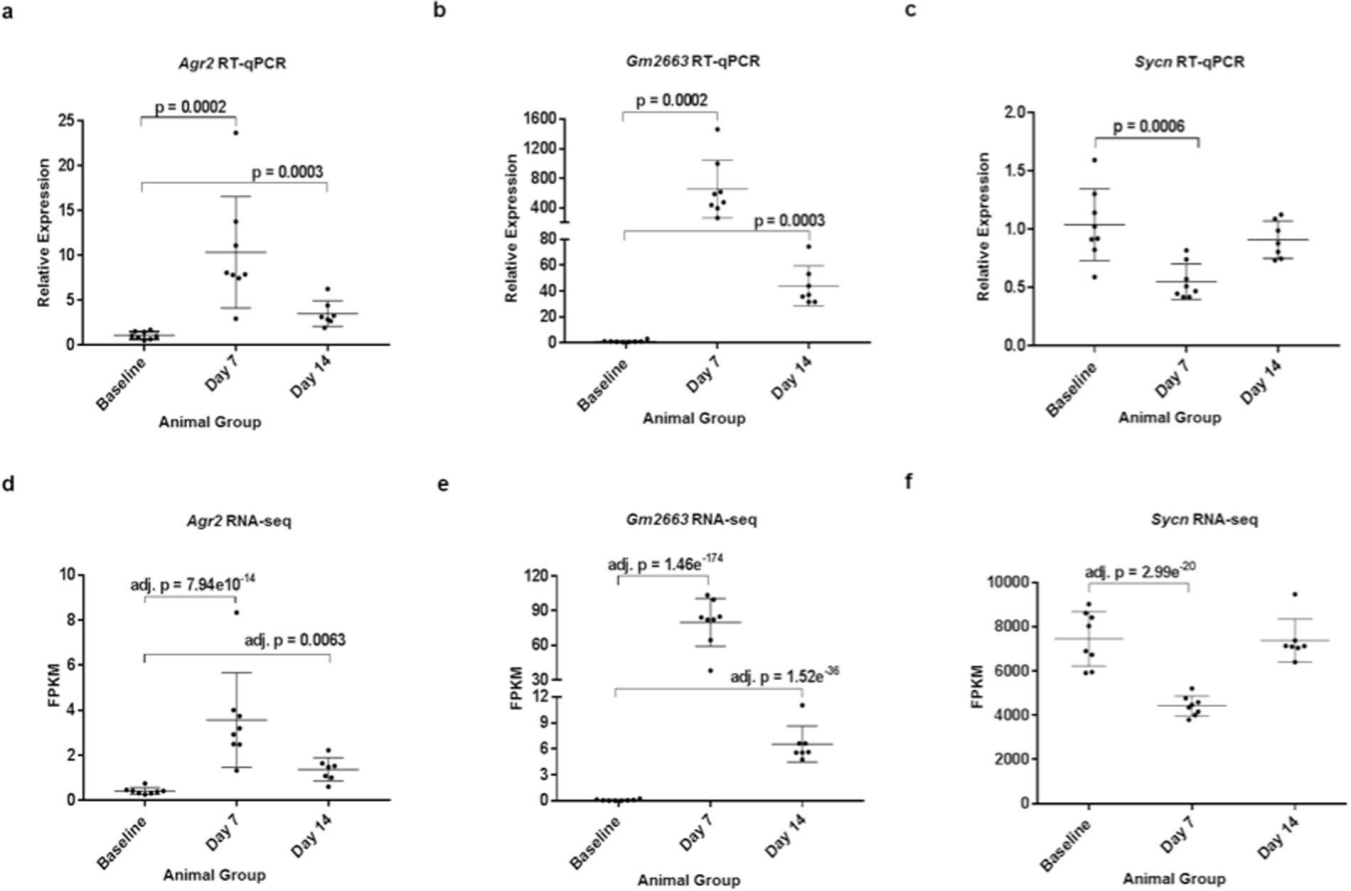
Experimental validation of DEGs from RNA-seq analysis by RT-qPCR. (**a,d**) Relative expression of *Agr2* by RT-qPCR and as FPKM values by RNA-seq. (**b,e**) Expression of *Gm2663* by RT-qPCR and RNA-seq. (**c**,**f**) Expression of *Sycn* by RT-qPCR and RNA-seq. Error bars represent ± s.d. Overall, the trend of gene expression by RT-qPCR mirrors that of the RNA-seq analysis.

### Pathway enrichment analysis

KEGG pathway enrichment analysis identified molecular pathways associated with the DEGs (Fig. 4). 

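The genes that Supplementary Table S3 lists for each KEGG pathway were looked up in the deposited counts; the enrichment itself was not recomputed, because the membership of the KEGG pathways was not among the files used here. The 11 pathways of day 7 list 104 entries for 56 different genes. Of these, 55 were tested, 44 were higher and 11 lower at day 7, and 53 were DEGs. The 7 pathways of day 14 list 16 entries for 11 different genes, and all 11 were DEGs at day 14.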

Of the 319 DEGs detected between baseline and day 7 tissues, 104 of the genes mapped to 11 pathways. 

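The listed genes that were not DEGs at day 7 were *Hbb-bs* and *Hbb-b1* (log2 fold change 1.50 for each, adjusted p = 0.0522), which had identical counts in all 23 mice, and *Neurod1*, which had too few counts to be tested.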

Of the 53 DEGs between baseline and day 14 tissues, 16 of the genes mapped to 7 molecular pathways. 

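Direction differed between the day 7 pathways. Of the 17 genes listed for protein digestion and absorption, 11 were higher and 6 lower (log2 fold change -0.94 to 6.48). Of the 10 for pancreatic secretion, 3 were higher and 7 lower. All 10 for the complement and coagulation cascades were higher, as were all 6 for ECM-receptor interaction. Of the 17 for PI3K-Akt signaling, 13 were higher and 4 lower, and of the 11 for Ras signaling, 8 were higher and 3 lower.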

The molecular pathways associated with the enriched pathways were related to protein digestion, the inflammatory response, cell growth and differentiation, tissue remodeling, and endocrine growth. A list of the DEGs associated with each enriched molecular pathway is provided in Supplementary Table S3.

**Figure 4:**
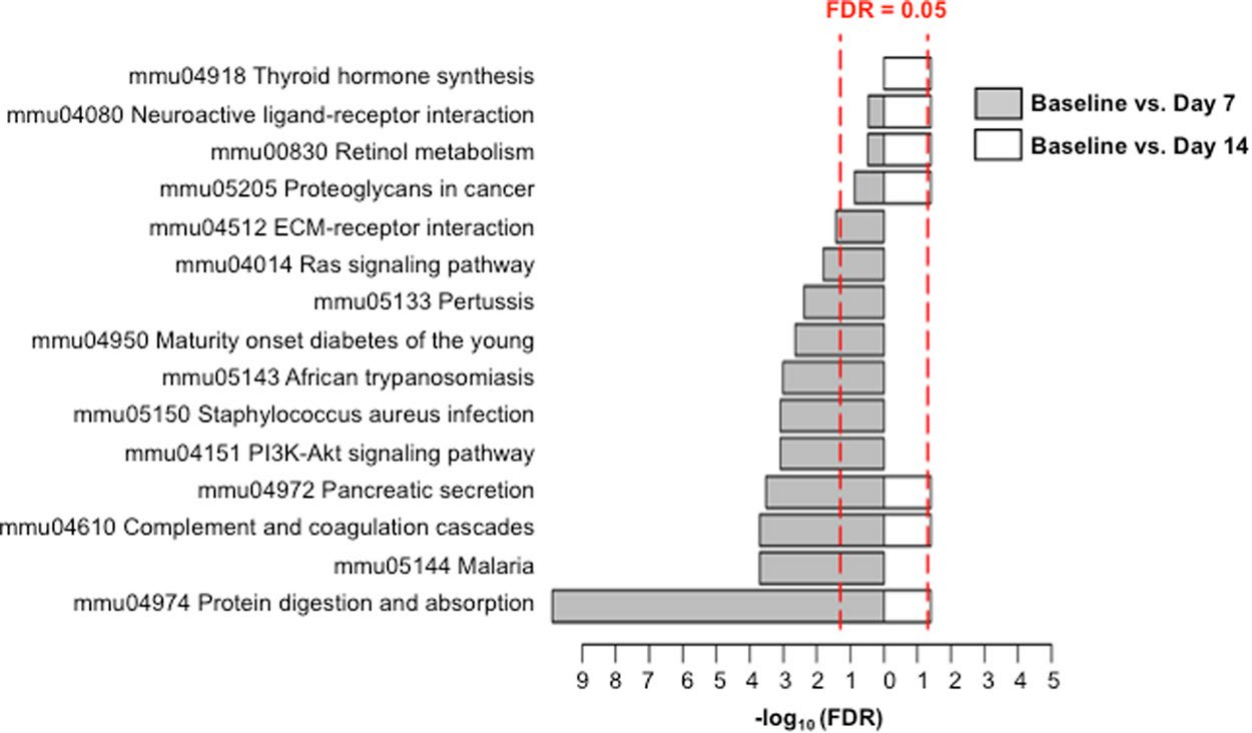
KEGG pathway enrichment analysis identifies biological pathways associated with the DEGs detected between baseline and post-injury tissue. The red dashed line represents the FDR threshold for significantly enriched pathways. On the logarithmic x-axis, an enriched pathway with an FDR ≤ 0.05 must extend to 1.3 or beyond.

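Of the 17 genes listed for protein digestion and absorption at day 7, the 6 lower ones were enzymes: *Prss2* -0.94, trypsinogen 7 -0.74, *Cela3b* -0.74, *Cpa1* -0.87, *Ctrb1* -0.70 and *Ctrl* -0.74 (log2 fold changes; largest adjusted p = 4.23e-06 in edgeR). The 11 higher ones were 8 genes for collagens or elastin and trypsinogen 5 6.48, *Gm10334* 3.32 and *Slc16a10* 0.91.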

Overall, the protein digestion and absorption pathway was the most enriched pathway between baseline and day 7 tissues, and it remained significantly enriched at day 14 post-injury (Fig. 4). 

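At day 14 the genes listed for this pathway were trypsinogen 5 and *Gm10334*, with log2 fold changes of 3.34 (standard error 0.41, adjusted p = 1.15e-04) and 1.53 (standard error 0.27, adjusted p = 0.00456). All 7 day 14 mice were above every baseline mouse for each. Of the 75-base windows of the transcripts, 25.2% for trypsinogen 5 and 48.6% for *Gm10334* occur in no other gene.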

Many of the DEGs associated with this pathway are trypsinogens, which are zymogen precursors of the digestive enzyme trypsin. Trypsinogens are synthesized and secreted by acinar cells of the exocrine pancreas^21^. These same trypsinogens were also associated with enrichment of the pancreatic secretion pathway at both days 7 and 14 post-injury. 

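For pancreatic secretion the trypsinogens listed were trypsinogen 5, *Gm10334*, trypsinogen 7 and *Prss2*; the first pair rose and the second pair fell at day 7. *Car2* on chromosome 3:14886273-14900770 had a log2 fold change of 1.84 (standard error 0.54, adjusted p = 0.0187, 2 of 8 mice above every baseline mouse) at day 7. *Pnlip* on chromosome 19:58652498-58681788 had a log2 fold change of -0.88 (standard error 0.082, adjusted p = 4.51e-08, 8 of 8 mice below every baseline mouse). With the mapping rate as a covariate the log2 fold change of *Car2* changed sign, to -0.067.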

Another pathway enriched at days 7 and 14 post-injury was the complement system, which is a mediator of the inflammatory response^22,23^.

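The 10 complement and coagulation genes had log2 fold changes of 0.73 to 1.06 at day 7: *C1qa* 1.05, *C1qb* 0.91, *C1qc* 1.05, *C1ra* 0.84, *C1s1* 0.73, *C3ar1* 1.06, *F3* 1.04, *Plau* 0.80, *Pros1* 0.83 and *Serping1* 0.76 (largest adjusted p = 0.0268 in edgeR). At day 14, *F3* had a log2 fold change of 1.13 (standard error 0.22, adjusted p = 0.00517, 6 of 7 mice above every baseline mouse) and *Plau* on chromosome 14:20836660-20843385 had a log2 fold change of 0.72 (standard error 0.12, adjusted p = 0.00104, 5 of 7 mice above every baseline mouse).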

Ras signaling, the PI3K-Akt signaling pathway, and the extracellular matrix (ECM) receptor interaction pathway were enriched at day 7 post-injury. These pathways are important modulators of cell growth, differentiation and tissue remodeling during pancreatic regeneration^24–28^. 

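For the ECM-receptor interaction pathway the listed genes had day 7 log2 fold changes of *Cd44* 1.01, *Col1a2* 0.85, *Col6a1* 0.84, *Col6a3* 0.83, *Lama2* 0.75 and *Spp1* 0.72 (largest adjusted p = 0.0222 in edgeR). For PI3K-Akt and Ras signaling the lowest in each was *Gng7* -1.34 and the highest were *G6pc2* 1.45 (PI3K-Akt) and *Hgf* 1.36 (Ras). *Flt1* on chromosome 5:147561604-147726011 had a log2 fold change of -0.70 (standard error 0.097, adjusted p = 1.15e-05, 7 of 8 mice below every baseline mouse).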

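Day 7 log2 fold changes were -0.067 (adjusted p = 0.655) for *Hras* and 0.22 (adjusted p = 0.0667) for *Nras*, from edgeR. At day 14 they were 0.060 (adjusted p = 0.871) and 0.18 (adjusted p = 0.350). With total count scaling *Hras* at day 7 changed sign, to 0.38.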

Although the Ras signaling pathway was enriched at day 7, the Ras gene itself was not found to be differentially expressed.

Several additional molecular pathways were enriched at day 14 post-injury. They included pathways for thyroid hormone synthesis, retinol metabolism, proteoglycans in cancer, and neuroactive ligand receptor interaction. 

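Thyroid hormone synthesis was listed with *Alb* at a log2 fold change of 5.35 (standard error 1.29, adjusted p = 0.0417), with 2 of 7 mice above every baseline mouse, and *Iyd* on chromosome 10:3540240-3554877 at a log2 fold change of -0.95 (standard error 0.19, adjusted p = 0.00614, 7 of 7 mice below every baseline mouse). For retinol metabolism *Ugt2b34* had 0.85 (adjusted p = 0.00104) and *Dhrs9* on chromosome 2:69380445-69404533 0.95 (adjusted p = 0.0373). For neuroactive ligand-receptor interaction *P2ry1* on chromosome 3:61002795-61008982 had a log2 fold change of 1.02 (standard error 0.22, adjusted p = 0.00969, 5 of 7 mice above every baseline mouse), beside the 2 trypsinogens of the protein digestion pathway.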

While thyroid receptors (TR) are expressed in the pancreas and thyroid hormone (TH) plays a role in pancreatic cell fate and organ structure, the exact function of TR/TH in the pancreas is not well understood^29^. It has been reported that the products of thyroid metabolism, as well as retinol (Vitamin A) regulate pancreatic islet cell development, maintenance, and function^29,30^. Also, retinol and its metabolites induce quiescence in pancreatic stellate cells^31^. The DEGs found within the proteoglycans in cancer pathway are associated with pancreatic tissue repair and remodeling and the conversion of plasminogen to plasmin^32–34^.

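The genes listed for proteoglycans in cancer at day 14 were *Mmp2*, *Lum* and *Plau*, with log2 fold changes of 0.78 (adjusted p = 0.00165), 0.90 (adjusted p = 0.00364) and 0.72 (adjusted p = 0.00104) from edgeR; 6, 5 and 5 of 7 mice were above every baseline mouse. At day 7 they were 1.16, 1.41 and 0.80, and their differences between day 7 and day 14 had adjusted p-values of 0.134, 0.0872 and 0.805.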

In addition to KEGG pathway analysis, Ingenuity Pathway Analysis (IPA) was also performed to investigate the molecular functions associated with the DEGs. A list of the over-represented pathways and the DEGs associated with each pathway from the IPA are provided in Supplementary Table S4.

### The top up-regulated protein-coding DEGs

Based on the fold change, the top up-regulated protein-coding DEGs between baseline and day 7 tissues and between baseline and day 14 tissues are listed in Table 1. 

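All 10 genes that Table 1 lists for day 7 were DEGs at day 7 and rose, with log2 fold changes of 1.10 to 2.99 (largest adjusted p = 3.51e-04 in edgeR): *Prss1* 2.21, *Kcnj15* 2.99, *Gm5771* 2.48, *Prss3* 1.77, *Ms4a7* 1.86, *Zim1* 1.89, *Col5a2* 1.10, *Ifi204* 1.31, *Pi15* 1.26 and *Hpgd* 1.27. *Kcnj15* on chromosome 16:95257558-95300260 had normalized counts of 2.00 (SD 1.77, n = 8) at baseline, 17.5 (SD 9.24, n = 8) at day 7 and 7.47 (SD 2.00, n = 7) at day 14 and was also a DEG at day 14, with a log2 fold change of 1.79 (standard error 0.47, adjusted p = 0.0494, 7 of 7 mice above every baseline mouse). *Zim1* on chromosome 7:6671269-6696450 had normalized counts of 7.33 (SD 4.09, n = 8) at baseline, 28.2 (SD 11.8, n = 8) at day 7 and 17.6 (SD 7.67, n = 7) at day 14. The 4 genes listed for day 14 were DEGs at day 14 (log2 fold change 0.87 to 5.35); of them *Pigr* on chromosome 1:130826684-130852249 was a DEG at day 7 as well. Its log2 fold changes were 0.69 (adjusted p = 0.00450) at day 7 and 0.87 (adjusted p = 0.00540) at day 14.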

Among the top up-regulated DEGs at day 7 were the trypsinogens: *Prss1*, *Gm5771*, and *Prss3* (also known as trypsinogen 16, 12, and 15, respectively; Table 1). 

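*Prss1* on chromosome 6:41458932-41463786 had normalized counts of 148 (SD 33.7, n = 8) at baseline, 702 (SD 219.9, n = 8) at day 7 and 235 (SD 115, n = 7) at day 14. Against baseline, *Prss1* had a log2 fold change of 2.21 (standard error 0.21, adjusted p = 5.11e-07, 8 of 8 mice above every baseline mouse) at day 7 and 0.60 (adjusted p = 0.212) at day 14. *Gm5771* on chromosome 6:41392356-41397230 had normalized counts of 619 (SD 441, n = 8) at baseline, 3556 (SD 1311, n = 8) at day 7 and 1048 (SD 834, n = 7) at day 14. Against baseline, *Gm5771* had a log2 fold change of 2.48 (standard error 0.41, adjusted p = 3.51e-04, 8 of 8 mice above every baseline mouse) at day 7. *Prss3* on chromosome 6:41373814-41377678 had normalized counts of 2001 (SD 1088, n = 8) at baseline, 6752 (SD 1791, n = 8) at day 7 and 2725 (SD 1005, n = 7) at day 14. Against baseline, *Prss3* had a log2 fold change of 1.77 (standard error 0.27, adjusted p = 1.87e-04, 7 of 8 mice above every baseline mouse). Between day 7 and day 14 the 3 genes had log2 fold changes of -1.61 (adjusted p = 1.96e-04), -1.78 (adjusted p = 0.0324) and -1.30 (adjusted p = 0.0237). Of the 75-base windows of their transcripts, 62.9%, 59.5% and 46.1% occur in no other gene.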

Along with trypsinogen up-regulation in the day 7 tissues, *Pi15*, a serine protease inhibitor, was also up-regulated. 

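*Pi15* on chromosome 1:17601901-17630939 had normalized counts of 24.8 (SD 7.71, n = 8) at baseline, 60.0 (SD 16.6, n = 8) at day 7 and 39.3 (SD 6.30, n = 7) at day 14. Against baseline, *Pi15* had a log2 fold change of 1.26 (standard error 0.18, adjusted p = 1.62e-05, 7 of 8 mice above every baseline mouse) at day 7 and 0.66 (adjusted p = 0.0767) at day 14.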

In the day 14 tissues, Apelin, a factor reported to dampen the inflammatory response and fibrosis during pancreatitis^35^ was significantly up-regulated. In addition, albumin was also differentially expressed in the day 14 tissue. 

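*Apln*, on chromosome X:48025146-48034853 in the GRCm38 annotation, had normalized counts of 15.5 (SD 5.37, n = 8) at baseline, 19.2 (SD 7.98, n = 8) at day 7 and 33.4 (SD 8.67, n = 7) at day 14. Its log2 fold change was 0.33 (adjusted p = 0.372) at day 7, and at day 14 it had a log2 fold change of 1.11 (standard error 0.25, adjusted p = 0.0156, 6 of 7 mice above every baseline mouse). Between day 7 and day 14 it was 0.78 (adjusted p = 0.0843).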

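*Alb* on chromosome 5:90460897-90476602 had normalized counts of 10.5 (SD 5.11, n = 8) at baseline, 14.9 (SD 3.45, n = 8) at day 7 and 490.0 (SD 1179.7, n = 7) at day 14, and its day 14 values reached from 5.09 to 3159.9. The log2 fold change was 0.69 (adjusted p = 0.822) at day 7, and at day 14 *Alb* had a log2 fold change of 5.35 (standard error 1.29, adjusted p = 0.0417, 2 of 7 mice above every baseline mouse). It was a DEG at day 14 in 11 of the 23 fits that left out 1 mouse each. Across those fits the fold change of *Alb*, not in log2 units, ranged from 4.03 to 50.9. The 2 mice were mouse 19 (8.51 log2 CPM) and mouse 21 (4.63 log2 CPM). All 13 liver genes examined beside *Alb* had their highest day 14 value in mouse 19 as well, among them *Ahsg* at 5.82 and *Fga* at 5.29 log2 CPM.

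**Figure D3:**
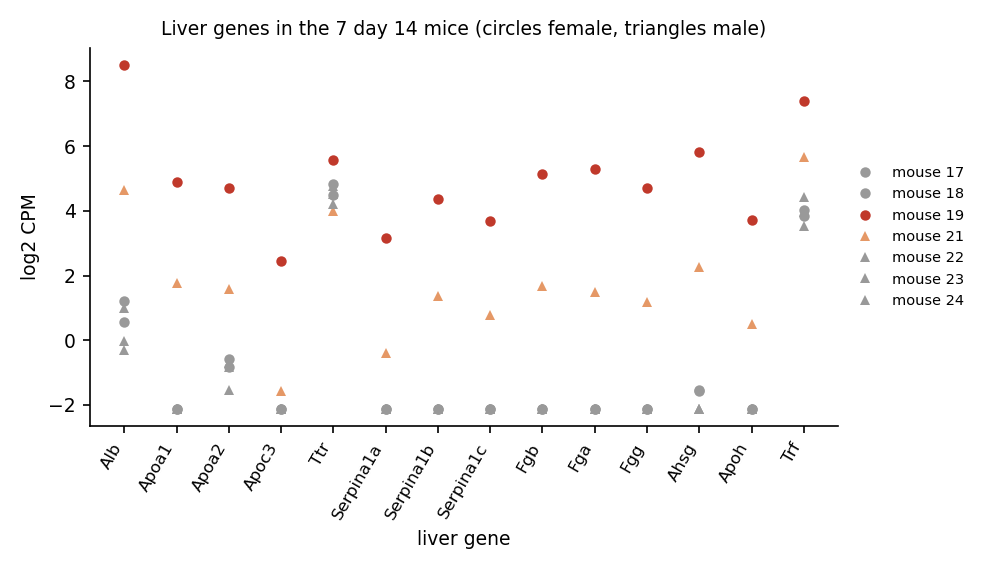
Log2 CPM (y axis) of albumin and 13 further liver genes (x axis) in the 7 day 14 mice. Points are mice, with mouse 19 in red, mouse 21 in orange and the other mice in grey.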

The liver and the pancreas arise from similar endoderm progenitors, and the adult pancreas can be coaxed to express hepatocyte markers under certain conditions^36^.

**Table 1:** List of the top up-regulated protein-coding DEGs between baseline and day 7 (out of 279 DEGs, Fig. 2c) and between baseline and day 14 (out of 13 DEGs, Fig. 2c).

	Gene Symbol	Gene Name	Chromosome	Fold Change	Adjusted *P*-Value
Day 7	*Prss1*	Protease, serine 1	Chr 6	3.33	6.67E-30
	*Kcnj15*	Potassium inwardly-rectifying channel, subfamily J, member 15	Chr 16	2.24	2.57E-09
	*Gm5771*	Predicted gene 5771	Chr 6	2.22	4.98E-09
	*Prss3*	Protease, serine 3	Chr 6	2.18	2.98E-09
	*Ms4a7*	Membrane-spanning 4-domains, subfamily A, member 7	Chr 19	2.00	6.40E-07
	*Zim1*	Zinc finger, imprinted 1	Chr 7	1.99	6.76E-07
	*Col5a2*	Collagen, type V, alpha 2	Chr 1	1.98	9.98E-18
	*Ifi204*	Interferon activated gene 204	Chr 1	1.94	4.81E-08
	*Pi15*	Peptidase inhibitor 15	Chr 1	1.93	2.49E-10
	*Hpgd*	Hydroxyprostaglandin dehydrogenase 15	Chr 8	1.92	2.15E-04
Day 14	*Apln*	Apelin	Chr 10	1.62	4.55E-03
	*Akr1c14*	Aldo-keto reductase family 1, member C14	Chr 13	1.57	5.50E-03
	*Pigr*	Polymeric immunoglobulin receptor	Chr 1	1.55	2.19E-03
	*Alb*	Albumin	Chr 5	1.53	4.82E-05

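All 10 genes of Table 2 were DEGs at both days and rose, with log2 fold changes of 1.07 to 9.61 at day 7 and 0.78 to 6.30 at day 14 (largest adjusted p = 1.74e-05 and 0.0213 in edgeR). *Cilp* on chromosome 9:65265180-65280605 had normalized counts of 28.0 (SD 7.41, n = 8) at baseline, 129.8 (SD 50.3, n = 8) at day 7 and 71.3 (SD 25.8, n = 7) at day 14. *Bmper* on chromosome 9:23223076-23485200 had normalized counts of 7.52 (SD 5.77, n = 8) at baseline, 29.0 (SD 6.80, n = 8) at day 7 and 22.6 (SD 7.19, n = 7) at day 14. Their log2 fold changes were 2.19 (adjusted p = 1.74e-05) and 1.93 (adjusted p = 9.72e-06) at day 7, and 1.35 (adjusted p = 0.0213) and 1.50 (adjusted p = 0.00278) at day 14.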

The top persistently up-regulated protein-coding DEGs at day 7 that remain up-regulated at day 14 are listed in Table 2. The top persistently up-regulated DEGs were again zymogens: *Gm2663*, *1810009J06Rik*, and *Gm10334* (also known as trypsinogen 4, 5, and mesotrypsin-like, respectively). 

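*Gm2663* had the largest rise at both days, and its log2 fold change between day 7 and day 14 was -3.31 (standard error 0.23, adjusted p = 5.87e-08). Trypsinogen 5 on chromosome 6:40964754-40968435 had normalized counts of 9.11 (SD 4.91, n = 8) at baseline, 813 (SD 297, n = 8) at day 7 and 89.8 (SD 22.2, n = 7) at day 14. Against baseline, trypsinogen 5 had a log2 fold change of 6.48 (standard error 0.33, adjusted p = 1.98e-10, 8 of 8 mice above every baseline mouse) at day 7 and a log2 fold change of 3.34 (standard error 0.41, adjusted p = 1.15e-04, 7 of 7 mice above every baseline mouse) at day 14. Between the days trypsinogen 5 had a log2 fold change of -3.13 (standard error 0.25, adjusted p = 4.37e-07). *Gm10334* on chromosome 6:41442216-41446145 had normalized counts of 42.1 (SD 14.6, n = 8) at baseline, 424 (SD 138, n = 8) at day 7 and 125 (SD 48.8, n = 7) at day 14. Against baseline, *Gm10334* had a log2 fold change of 3.32 (standard error 0.25, adjusted p = 4.51e-08, 8 of 8 mice above every baseline mouse) at day 7 and a log2 fold change of 1.53 (standard error 0.27, adjusted p = 0.00456, 7 of 7 mice above every baseline mouse) at day 14. *Gm2663* and trypsinogen 5 share 604 of their 75-base windows with each other, and these windows occur in no other gene.

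**Figure D4:**
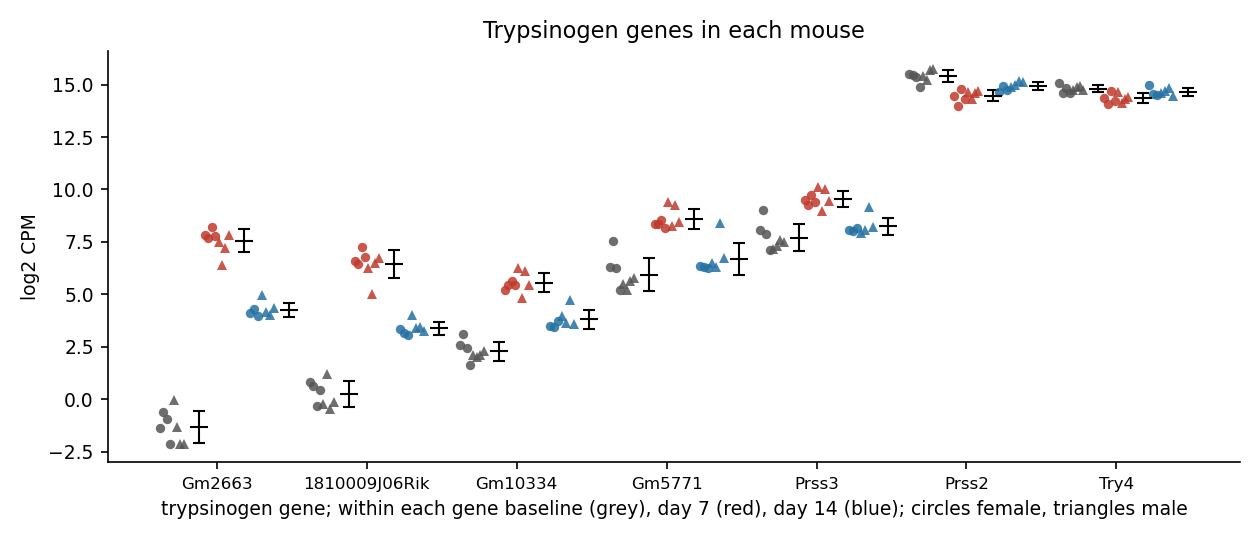
Log2 CPM (y axis) of 7 trypsinogen genes (x axis) at baseline (grey), day 7 (red) and day 14 (blue). Points are mice, circles female and triangles male, and bars are the mean and SD.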

Also among the top persistent DEGs were anterior gradient 2 (*Agr2*), lumican (*Lum*), and matrix metallopeptidase 2 (*Mmp2*). These genes have been shown to regulate pancreatic tissue regeneration, ECM organization, and tissue remodeling, respectively^32,33,37^. 

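*Lum* on chromosome 10:97565128-97572703 had normalized counts of 86.0 (SD 27.9, n = 8) at baseline, 224 (SD 46.7, n = 8) at day 7 and 159.7 (SD 58.1, n = 7) at day 14. Against baseline, *Lum* had a log2 fold change of 1.41 (standard error 0.16, adjusted p = 1.57e-06, 8 of 8 mice above every baseline mouse) at day 7 and a log2 fold change of 0.90 (standard error 0.16, adjusted p = 0.00364, 5 of 7 mice above every baseline mouse) at day 14. *Mmp2* on chromosome 8:92827291-92853420 had normalized counts of 76.4 (SD 21.1, n = 8) at baseline, 171 (SD 24.0, n = 8) at day 7 and 132 (SD 24.4, n = 7) at day 14. Against baseline, *Mmp2* had a log2 fold change of 1.16 (standard error 0.13, adjusted p = 6.91e-07, 8 of 8 mice above every baseline mouse) at day 7 and a log2 fold change of 0.78 (standard error 0.14, adjusted p = 0.00165, 6 of 7 mice above every baseline mouse) at day 14. Between day 7 and day 14 *Agr2* had a log2 fold change of -1.08 (standard error 0.27, adjusted p = 0.0418).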

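*Sfrp1* on chromosome 8:23411502-23449632 had normalized counts of 16.1 (SD 7.56, n = 8) at baseline, 49.1 (SD 10.0, n = 8) at day 7 and 39.7 (SD 9.28, n = 7) at day 14. Against baseline, *Sfrp1* had a log2 fold change of 1.61 (standard error 0.20, adjusted p = 2.67e-06, 8 of 8 mice above every baseline mouse) at day 7 and a log2 fold change of 1.29 (standard error 0.21, adjusted p = 6.96e-04, 6 of 7 mice above every baseline mouse) at day 14. Between the days it was -0.32 (adjusted p = 0.455). Of 12 Wnt genes tested, 11 were higher at day 7 (10 with DESeq2's size factors), and the other DEGs were *Sfrp2* on chromosome 3:83766321-83774316, at 1.11 (adjusted p = 0.0106), and *Wnt5a* on chromosome 14:28504750-28527448, at 0.69 (adjusted p = 0.00300).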

There was persistent up-regulation of secreted frizzled-related protein 1 (*Sfrp1*), a negative modulator of Wnt signaling^38,39^. Since Wnt signaling drives acinar cell regeneration^40–42^, it is possible that SFRP1 could, by blocking Wnt, work to either keep acinar de-differentiation in check or coax re-differentiation. Also, the upregulation of *Sfrp1* during pancreatic recovery could indirectly suggest a role for zonation of acinar cell differentiation within the pancreas.

**Table 2:** List of the top up-regulated protein-coding DEGs at day 7 that remain up-regulated at day 14 (out of 40 DEGs, Fig. 2c).

Gene Symbol	Gene Name	Chromosome	Day 7		Day 14	
			Fold Change	Adjusted *P*-Value	Fold Change	Adjusted *P*-Value
*Gm2663*	Predicted gene 2663	Chr 6	26.26	1.46E-174	4.71	1.52E-36
*1810009J06Rik*	RIKEN cDNA 1810009J06Rik	Chr 6	12.40	2.68E-99	2.68	2.86E-13
*Gm10334*	Predicted gene 10334	Chr 6	5.08	1.46E-46	2.00	3.56E-07
*Cilp*	Cartilage intermediate layer protein	Chr 9	2.65	9.64E-15	1.74	3.33E-04
*Agr2*	Anterior gradient 2	Chr 12	2.65	7.94E-14	1.62	6.30E-03
*Bmper*	BMP-binding endothelial regulator	Chr 9	2.28	5.84E-11	1.84	4.03E-05
*Lum*	Lumican	Chr 10	2.23	2.85E-16	1.65	2.20E-05
*Sfrp1*	Secreted frizzled-related protein 1	Chr 8	2.19	3.69E-11	1.83	1.18E-05
*Mmp2*	Matrix metallopeptidase 2	Chr 8	2.00	9.80E-15	1.58	2.20E-05
*Ugt2b34*	UDP glucuronosyltransferase 2 family, polypeptide B34	Chr 5	1.90	1.69E-13	1.66	4.46E-07

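The 10 genes of Table 2 had log2 fold changes between day 7 and day 14 of -3.31 to -0.22, all negative, and 4 of the 10 were DEGs in that comparison.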

As shown in Table 2, we acknowledge that the top persistently up-regulated protein-coding DEGs at both days 7 and 14 are nearing baseline levels by day 14. However, among all the 40 persistent DEGs, 5 maintained the same level of fold change or even manifested an increase (Table 3). 

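The 5 genes of Table 3 had log2 fold changes of *Ambp* 1.07, *Slc38a4* 1.05, *F3* 1.04, *Gc* 1.85 and *P2ry1* 0.93 at day 7, where all were DEGs, and *Ambp* 1.24, *Slc38a4* 1.08, *F3* 1.13, *Gc* 1.92 and *P2ry1* 1.02 at day 14, where 4 were DEGs. *Gc* on chromosome 5:89417522-89457898 had normalized counts of 30.5 (SD 14.2, n = 8) at baseline, 107 (SD 19.8, n = 8) at day 7 and 113 (SD 134, n = 7) at day 14 and an adjusted p-value of 0.0668 at day 14 in edgeR, with 6 of 7 mice above every baseline mouse. Between day 7 and day 14 the adjusted p-values of the 5 genes were 0.686 or higher. Without mouse 19, which had the highest counts of liver genes at day 14, *Gc* had 1.86 at day 7 and 0.99 at day 14, and *Ambp* 1.07 and 1.00. Over all DEGs at both days, 12 protein-coding genes were farther from baseline at day 14.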

A gene encoding the solute carrier family 38, member 4 (*Slc38a4*) was among these genes. 

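*Slc38a4* on chromosome 15:96994820-97055956 had normalized counts of 25.2 (SD 3.86, n = 8) at baseline, 52.4 (SD 9.68, n = 8) at day 7 and 53.6 (SD 24.3, n = 7) at day 14. Against baseline, *Slc38a4* had a log2 fold change of 1.05 (standard error 0.19, adjusted p = 3.29e-04, 8 of 8 mice above every baseline mouse) at day 7 and a log2 fold change of 1.08 (standard error 0.20, adjusted p = 0.00264, 5 of 7 mice above every baseline mouse) at day 14.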

Rooman *et al*. reported that members of the SLC family (amino acid transporters) may be involved in the injury and recovery phase of the pancreas^43^. Several SLC genes were shown to be expressed in mature acinar cells. The expression of amino acid transporters was proposed to be due to the high demand of digestive enzyme synthesis within mature acinar cells. The up-regulation of the amino acid transporter *Slc38a4* at day 7 and day 14 post-injury coincided with the up-regulation of several trypsinogen digestive enzymes.

**Table 3:** List of the up-regulated protein-coding DEGs between baseline and day 7 whose fold change remained the same or even increased at day 14 (out of 40 DEGs, Fig. 2c).

Gene Symbol	Gene Name	Chromosome	Day 7		Day 14	
			Fold Change	Adjusted *P*-Value	Fold Change	Adjusted *P*-Value
*Ambp*	Alpha 1 microglobulin/bikunin	Chr 4	1.74	3.35E-06	1.89	6.12E-07
*Slc38a4*	Solute carrier family 38, member 4	Chr 15	1.67	5.56E-05	1.69	2.80E-04
*F3*	Coagulation factor III	Chr 3	1.58	8.40E-04	1.64	1.68E-03
*Gc*	Group specific component	Chr 5	1.52	4.42E-03	1.54	1.40E-02
*P2ry1*	Purinergic receptor P2Y, G-protein coupled 1	Chr 3	1.52	2.78E-03	1.58	5.51E-03

### The top down-regulated protein-coding DEGs

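All 10 genes that Table 4 lists for day 7 were DEGs at day 7 and fell: *Shank1* -1.38, *Sycn* -1.15, *Hamp2* -1.17, *Cyp3a13* -1.23, *Fgf21* -1.24, *Reep6* -1.20, *Prss2* -0.94, *Pnlip* -0.88, *Smim24* -1.42 and *Cpa1* -0.87 (log2 fold changes, largest adjusted p = 0.00321 in edgeR). At day 14 *Shank1* on chromosome 7:44310253-44360572 had a log2 fold change of -0.59 (standard error 0.12, adjusted p = 0.00573, 4 of 7 mice below every baseline mouse), so that it was a DEG at both days. *Nxph2* on chromosome 2:23321246-23401973 and *Foxe3* on chromosome 4:114925147-114926013, listed for day 14, had -0.94 (adjusted p = 0.0223) and -0.95 (adjusted p = 0.0424) at day 14 and -0.64 (adjusted p = 0.0296) and -0.76 (adjusted p = 0.0208) at day 7.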

Based on the fold change, the top down-regulated protein-coding DEGs between baseline and day 7 tissues and between baseline and day 14 tissues are listed in Table 4. We found syncollin (*Sycn*) to be differentially down-regulated at day 7 post-injury. 

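*Sycn* fell in all 8 day 7 mice below every baseline mouse and rose again between day 7 and day 14, with a log2 fold change of 0.87 (standard error 0.12, adjusted p = 1.67e-04). Its largest and smallest normalized counts were 75842 and 44459 at baseline, and 34649.7 and 21119 at day 7.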

SYCN is expressed in acinar cells of the exocrine pancreas, where it is bound to the zymogen granule membrane^44^ and regulates exocytosis^45^. *Fgf21* was also differentially down-regulated at day 7 post-injury, and FGF21 has recently been implicated as a secretagogue for digestive enzyme secretion from pancreatic acinar cells^46,47^. 

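*Fgf21* on chromosome 7:45613886-45615490 had normalized counts of 203 (SD 63.2, n = 8) at baseline, 85.9 (SD 47.4, n = 8) at day 7 and 129 (SD 47.2, n = 7) at day 14. Against baseline, *Fgf21* had a log2 fold change of -1.24 (standard error 0.24, adjusted p = 0.00107, 7 of 8 mice below every baseline mouse) at day 7 and -0.68 (adjusted p = 0.181) at day 14.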

While we observed that several trypsinogens were differentially up-regulated at day 7 post-injury, *Prss2* (also known as trypsinogen 20) was differentially down-regulated at day 7 post-injury. 

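*Prss2*, on chromosome 6:41521787-41525079 in the GRCm38 annotation, had normalized counts of 384890.0 (SD 68410.1, n = 8) at baseline, 200579 (SD 32965, n = 8) at day 7 and 274294 (SD 34295, n = 7) at day 14. Against baseline, *Prss2* had a log2 fold change of -0.94 (standard error 0.10, adjusted p = 4.44e-07, 8 of 8 mice below every baseline mouse) at day 7 and -0.51 (adjusted p = 0.00966) at day 14, where its fold change was under 1.5. Of the 75-base windows of its transcript, 99.1% occur in no other gene.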

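The 5 genes of Supplementary Table S5 were DEGs at both days and fell: *Lars2* -1.16, *Nsg1* -1.20, *Iyd* -1.07, *Fxyd6* -0.80 and *Cux2* -0.77 at day 7 and *Lars2* -0.81, *Nsg1* -0.84, *Iyd* -0.95, *Fxyd6* -0.67 and *Cux2* -0.74 at day 14 (log2 fold changes). *Nsg1* on chromosome 5:38137192-38159907 had normalized counts of 55.0 (SD 13.9, n = 8) at baseline, 23.9 (SD 5.06, n = 8) at day 7 and 30.6 (SD 4.74, n = 7) at day 14.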

The top down-regulated protein-coding DEGs at day 7 that persist at day 14 post-injury are listed in Supplementary Table S5.

**Table 4:** List of the top down-regulated protein-coding DEGs between baseline and day 7 (out of 279 DEGs, Fig. 2c) and between baseline and day 14 (out of 13 DEGs, Fig. 2c).

	Gene Symbol	Gene Name	Chromosome	Fold Change	Adjusted *P*-Value
Day 7	*Shank1*	SH3/ankyrin domain gene 1	Chr 7	0.42	3.75E-27
	*Sycn*	Syncollin	Chr 7	0.49	2.99E-20
	*Hamp2*	Hepcidin antimicrobial peptide 2	Chr 7	0.50	8.79E-13
	*Cyp3a13*	Cytochrome P450, family 3, subfamily a, polypeptide 13	Chr 5	0.54	1.02E-06
	*Fgf21*	Fibroblast growth factor 21	Chr 7	0.54	1.22E-06
	*Reep6*	Receptor accessory protein 6	Chr 10	0.55	6.40E-07
	*Prss2*	Protease, serine 2	Chr 7	0.55	4.47E-18
	*Pnlip*	Pancreatic lipase	Chr 19	0.56	2.28E-29
	*Smim24*	Small integral membrane protein 24	Chr 10	0.56	3.40E-05
	*Cpa1*	Carboxypeptidase A1, pancreatic	Chr 6	0.56	2.41E-22
Day 14	*Nxph2*	Neurexophilin 2	Chr 2	0.64	6.75E-03
	*Foxe3*	Forkhead box E3	Chr 4	0.65	1.61E-02

### DEGs between male and female mice in a histologically recovered pancreas

The overall histological score for inflammatory infiltrate and necrosis did not indicate significant differences in the severity of injury or the subsequent recovery between female and male mice (Supplementary Figure 2). 

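For the comparison of the sexes, the deposited counts of the same 23 mice were fitted with 1 coefficient for each of the 6 groups of sex and time point (4 females and 4 males at baseline and at day 7, 3 females and 4 males at day 14), and males were compared with females within each time point by the same edgeR test and thresholds as between time points. A set of 12933 genes was tested, and positive log2 fold changes are higher in males. In a second fit males and females were compared over all time points with the time point as a covariate. Whether a sex difference changed after injury was tested as an interaction. The paper's methods describe the sex comparison with the time point as a covariate. Summed counts of 4 Y-linked genes were 0 in every female and 607 or more in every male. *Xist* had 4 counts or fewer in every male and 3861 or more in every female except mouse 4 at baseline, which had 2.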

To determine sex differences at the molecular level, the RNA-seq data were analyzed for DEGs between male and female mice at baseline and at days 7 and 14 post-injury. 

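Between males and females there were 9 DEGs at baseline, 8 at day 7 and 8 at day 14, which makes 25 entries for 15 different genes; 790, 829 and 785 genes had an unadjusted p-value under 0.05. Over all time points together there were 28 DEGs. Within single time points, DESeq2 without shrinkage raised the numbers most at baseline (25) and at day 7 (28). A fit of only the mice of the time point did so at day 14 (27). Requiring at least 10 counts in every mouse left 3 at baseline. Over all time points together, DESeq2 with a zero-centred normal prior on fold changes lowered the number most, to 5. Leaving out the fold change threshold raised it most, to 70. Fig. 5a lists 13 genes at baseline, 8 at day 7 and 20 at day 14, 29 of them different, and all had an unadjusted p-value under 0.05 here; 7, 7 and 6 were DEGs. In relabellings of the sexes, 1 of 35 splits at baseline (the real one) gave as many DEGs, 2 of 35 at day 7 and 1 of 35 at day 14. For the DEGs outside the X and Y chromosomes, these were 1 of 35 (4 DEGs), 4 of 35 (2 DEGs) and 1 of 35 (3 DEGs).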

A heat map illustrating the relative expression of 41 DEGs between the sexes and their identity is presented in Fig. 5a. Between male and female mice, several, although not all, of the DEGs can be explained by sex linkage. 

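Of the DEGs, 5 of 9 at baseline, 6 of 8 at day 7 and 5 of 8 at day 14 lie on the X or Y chromosome. *Xist* on chromosome X:103460366-103483254 had log2 fold changes of -10.61 (adjusted p = 0.00161) at baseline, -11.71 (adjusted p = 4.57e-04) at day 7 and -12.32 (adjusted p = 6.96e-04) at day 14 from edgeR. The 4 Y-linked DEGs *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* passed the thresholds at every time point. The 6 on the X or Y chromosome at day 7 include a gene not named here. Over the 3 time points 9 DEGs were autosomal. At baseline these were *Adcyap1r1* -1.07 (adjusted p = 0.0366), *Cdhr2* -1.79 (adjusted p = 8.57e-04), *Enpp1* -0.82 (adjusted p = 0.0158) and *Reg1* -2.10 (adjusted p = 8.57e-04). At day 7 they were *Penk* 1.25 (adjusted p = 0.00712) and *Shank1* -0.98 (adjusted p = 0.00937). The ones at day 14 were *Mgp* -1.50 (adjusted p = 0.00102), *Plxdc2* -0.75 (adjusted p = 0.0375) and *Slc1a2* -1.22 (adjusted p = 0.0375). The interaction with time reached an adjusted p-value of at most 0.05 for 1 gene at day 7, *Reg1* (log2 2.51, adjusted p = 0.0369; 705 genes at an unadjusted p-value under 0.05), and for 0 at day 14 (473 at an unadjusted p-value under 0.05). From the chromosomes of the listed genes, the paper states that sex linkage accounts for several of the DEGs but not for all.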

KEGG pathway analysis and IPA were performed on the 23 non-sex-linked DEGs detected between the sexes to determine possible molecular functions associated with these genes. There were too few genes to perform pathway analysis on each group individually therefore analysis was performed on all 23 non-sex-linked DEGs simultaneously to achieve statistical significance. The enriched pathways and DEGs associated with each pathway are shown in Fig. 5b and c. The circadian rhythm pathway was found to be consistently enriched in each analysis followed by threonine degradation and the adipogenesis pathway. 

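Clock genes of Fig. 5a had these male to female log2 fold changes at day 14: *Arntl* -1.26, *Cry1* -1.62, *Per3* 1.61, *Nr1d1* 3.33, *Nr1d2* 1.89, *Dbp* 2.51 and *Tef* 1.01. None of these 7 was a DEG (smallest adjusted p = 0.167 in edgeR), and each had an unadjusted p-value under 0.05. A clock index, the mean log2 CPM of genes that peak with *Dbp* minus that of genes that peak with *Arntl*, has 10 genes, of which the 7 above are listed in Fig. 5a for a difference between the sexes in these mice. It was -2.45 (SD 0.32, n = 3) in females and 0.41 (SD 0.47, n = 4) in males at day 14 (exact two-sided permutation p = 0.0286 over 35 splits, the smallest possible). With the 3 index genes that Fig. 5a does not list, the males were higher by 1.46 at day 14 (exact two-sided permutation p = 0.0571). At baseline the index was -1.03 (SD 0.95, n = 4) and -1.28 (SD 1.28, n = 4) (exact two-sided permutation p = 0.771), and at day 7 -1.32 (SD 1.19, n = 4) and 1.04 (SD 1.73, n = 4) (exact two-sided permutation p = 0.0571). Among the 4 day 7 males it ranged over 3.69 log2 units. The time of day at which tissues were collected is not stated per mouse in the files. From the 23 genes of Fig. 5a outside the sex chromosomes, the paper states that the circadian rhythm pathway is enriched between the sexes.

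**Figure D5:**
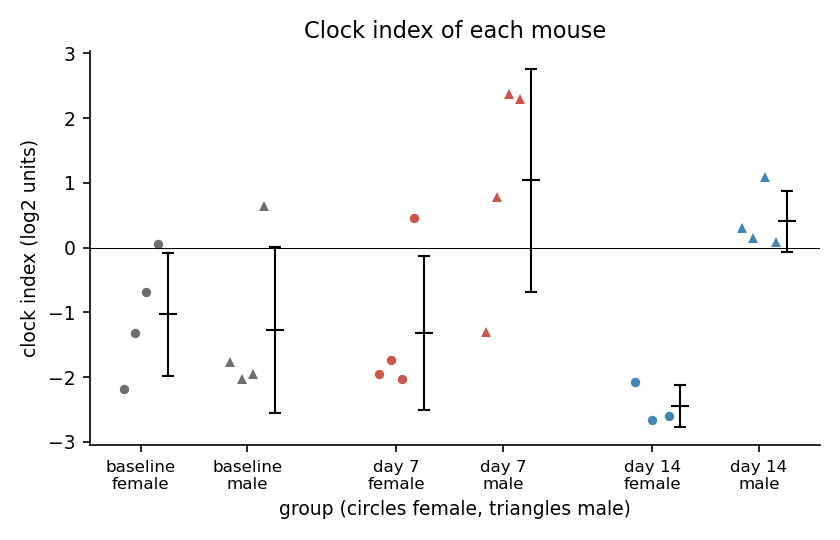
Clock index in log2 units (y axis) for female and male mice at baseline, day 7 and day 14 (x axis). Points are mice and bars are the mean and SD.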

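*Itih4* on chromosome 14:30886476-30902353 had 499 (SD 147) in females and 28.5 (SD 6.37) in males at baseline, 91.5 (SD 52.5) in females and 324 (SD 341) in males at day 7 and 260.0 (SD 82.8) in females and 83.3 (SD 12.7) in males at day 14 (normalized counts, 4 mice of each sex, 3 females at day 14). Its male to female log2 fold changes were -4.12 (adjusted p = 0.106), 1.83 (adjusted p = 0.632) and -1.64 (adjusted p = 0.805) from edgeR. Across the 12 males, *Itih4* rose and fell with *Reg2* once the time point means were removed (Pearson r = 0.983, permutation p = 3.00e-05; Spearman r = 0.846, permutation p = 8.50e-04; Pearson r = 0.960 without the 2 farthest mice; adjusted p = 3.60e-04 and 0.0102 with the Benjamini-Hochberg method over 12 relations examined). *Penk* on chromosome 4:4133531-4138819 had 22.7 (SD 2.68) in females and 45.1 (SD 7.93) in males at baseline, 30.7 (SD 10.1) in females and 72.0 (SD 14.2) in males at day 7 and 36.2 (SD 6.33) in females and 67.0 (SD 15.2) in males at day 14. Male to female log2 fold changes of *Penk* were 0.99 (adjusted p = 0.135), 1.25 (adjusted p = 0.00712) and 0.88 (adjusted p = 0.222).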

Differential expression of *Itih4* and *Penk* between male and female mice was assessed by RT-qPCR and was found to follow the trend reported in the RNA-seq analysis (Supplementary Figure S3).

**Figure 5:**
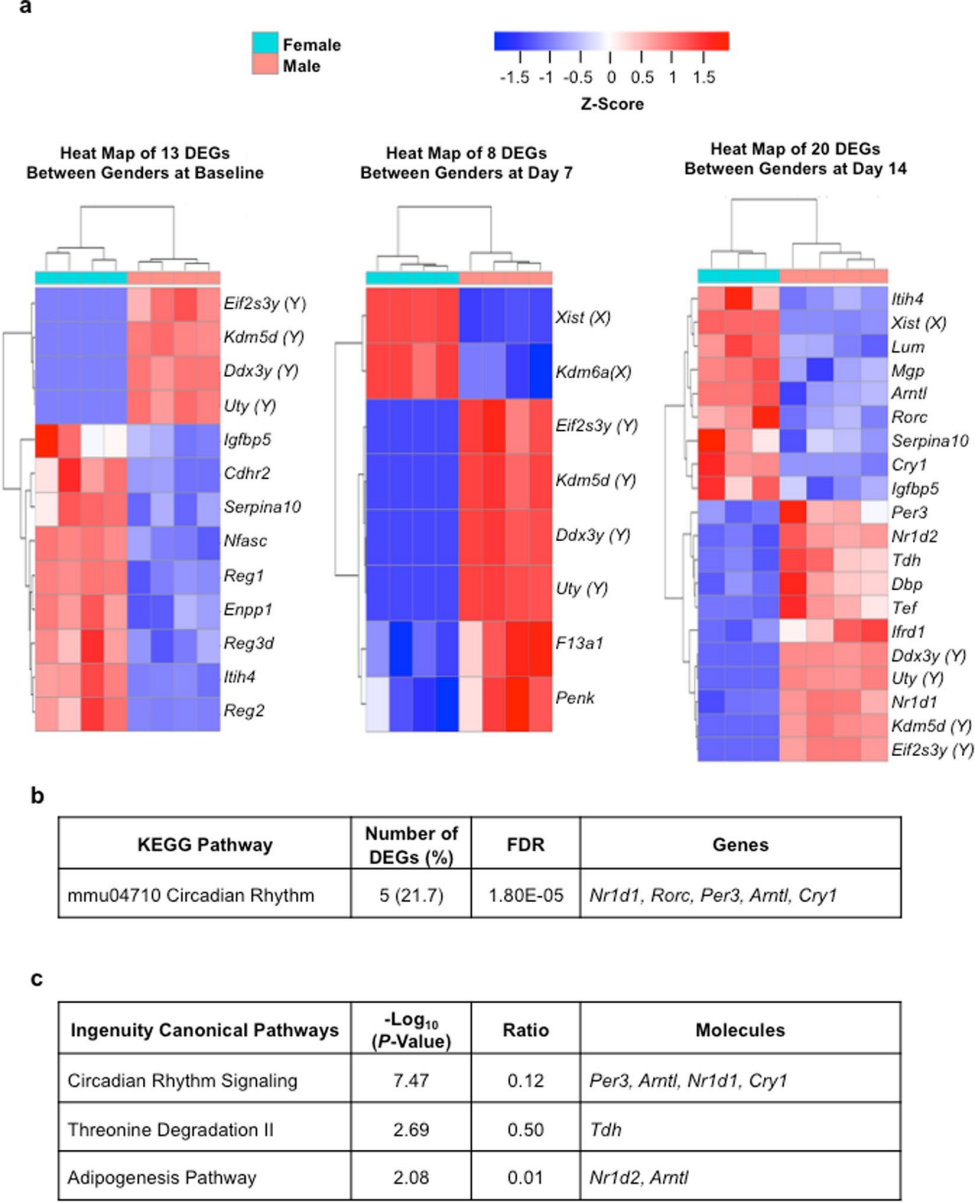
RNA-seq analysis detects DEGs between male and female pancreatic tissue at baseline, day 7, and day 14 post-injury. (**a**) Heat maps illustrate the expression level of the DEGs between male and female mice at baseline, day 7, and day 14 post-injury tissue. The heat map was generated based on the z-score of normalized gene counts from the RNA-seq analysis. Each column is a sample, and each row is a gene. For any given gene, the red color represents gene expression that is greater than the overall mean, and the blue color represents gene expression that is less than the overall mean. Hierarchical clustering of genes and samples are represented by the dendrograms on the left and across the top of the heat map. The statistical criterion for a gene to be considered differentially expressed was a fold-change ≥ 1.5 and an adjusted *p*-value ≤ 0.05. Sex-linked DEGs: Y = Y chromosome; X = X chromosome. (**b**) KEGG pathway analysis and (c) IPA on the non-sex-linked DEGs between male and female mice. The percentage of DEGs in the KEGG pathway analysis is based on the number of non-sex-linked DEGs identified in each pathway out of the total 23 non-sex-linked DEGs. The ratio in the IPA represents the number of non-sex-linked DEGs in each pathway over the total number of genes associated with that pathway.

## Discussion

The pancreas appears to have a remarkable ability to regenerate and recover after injury^11,12^. In rodents, recovery of the pancreas after mild to moderately severe experimental pancreatitis has been reported to occur within one week after injury^7,10,13–15^. Here, we show that although there is histological resolution of the pancreas one week after injury, there are still numerous DEGs at one or even two weeks after injury. At two weeks post-injury, there was a persistence of differential expression in 12.5% (40 out of 319) of the genes seen one week after injury. 

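In the deposited counts 75 of the 626 day 7 DEGs (12.0%) were also DEGs at day 14 in the same direction.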

Many of the DEGs are associated with replenishing the zymogen granule cargo, tissue remodeling, as well as cellular growth and differentiation suggesting that on a molecular level, the recovery process of the pancreas takes longer than previously appreciated.

It is possible that ultrastructural changes may be present or evolving that cannot be observed by light microscopy on the H&E stained pancreatic tissue. Given that many of the DEGs are associated with replenishing the zymogen granule cargo, tissue remodeling, and cellular growth and differentiation pathways, this might suggest the pancreas may still be recovering at one and even two weeks post injury at both the molecular and ultrastructural level. In addition, it has been reported that islet morphology remains intact^48^ during acute pancreatitis. We too found the morphology of the islets to be structurally intact during injury (Supplementary Figure S4). While light microscopy indicates the islet cells are intact, several of the DEGs in the RNA-seq analysis are associated with the regulation of pancreatic islet cell growth and function, a further indication that the histological resolution of the pancreas by light microscopy does not accurately reflect whether the pancreas has recovered at an ultrastructural or molecular level.

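All 9 islet genes examined were higher at day 7 and at day 14 than at baseline, with median log2 fold changes of 0.97 and 0.71; 6 were DEGs at day 7 and 0 at day 14 (smallest adjusted p = 0.0762 in edgeR). The direction was the same under every scaling tried. At day 7 the log2 fold changes were *Ins1* 1.04 (adjusted p = 0.0116), *Ins2* 0.97 (adjusted p = 0.0132), *Iapp* 1.11 (adjusted p = 0.00475), *G6pc2* 1.45 (adjusted p = 0.00271) and *Slc2a2* 0.83 (adjusted p = 0.00132). *Ins2* on chromosome 7:142678656-142743381 had normalized counts of 1184 (SD 447, n = 8) at baseline, 2318 (SD 746, n = 8) at day 7 and 1929 (SD 537, n = 7) at day 14.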

Among the DEGs identified, several were zymogens. The overriding bulk of zymogen genes were trypsinogens, which are the primary digestive proteases^21^. Of the 20 known mouse trypsinogen genes, 11 are thought to encode for functional proteins^49^. However, the level of expression in the mouse pancreas may be strain- and injury-specific^49–51^. While the functional trypsinogens were detected in the baseline pancreas, not all where differentially expressed in the recovering pancreas at the time points sequenced (one and two weeks post-injury). 

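Of 14 trypsinogen symbols looked up, 12 were in the files and all 12 were tested. At day 7, 8 were DEGs, 6 of them higher and 2 lower, and at day 14 the 3 DEGs were all higher. Over the 12 genes, 6 rose and 6 fell at day 7, and 8 rose and 4 fell under total count scaling. The 4 that were not DEGs at day 7 had log2 fold changes of *Try4* -0.45 (adjusted p = 0.00183), *Try5* -0.53 (adjusted p = 0.00992), *Try10* -0.26 (adjusted p = 0.0527) and *Gm5409* -0.48 (adjusted p = 0.136).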

In Tables 1 and 2 we report trypsinogen 4, 5, 12, 15, 16, and mesotrypsin-like among the top differentially up-regulated genes post-injury. It should be noted that trypsinogen 7 and 20 were found to be differentially down-regulated at day 7 but are not shown in Table 4 since they were not amongst the greatest differentially down-regulated DEGs. 

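Trypsinogen 7 on chromosome 6:41030268-41035509 had normalized counts of 383204 (SD 58357, n = 8) at baseline, 229591 (SD 31397, n = 8) at day 7 and 305594 (SD 16979, n = 7) at day 14. Against baseline, trypsinogen 7 had a log2 fold change of -0.74 (standard error 0.091, adjusted p = 2.56e-06, 8 of 8 mice below every baseline mouse) at day 7 and -0.33 (adjusted p = 0.0748) at day 14.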

Whether the differential expression of trypsinogens suggests that the pancreas is still working to replenish its zymogen pool two weeks after injury or whether there is a permanent alteration in trypsinogen expression is not clear. However, if the latter is true, an increase in trypsinogen gene expression in a recovered pancreas could affect severity of future bouts of pancreatitis. Future *in vivo* experiments need to be conducted to further elucidate the role of the differentially expressed trypsinogens during recovery.

We also report the down-regulation of *Sycn* and *Fgf21* one week after injury. The *Sync* product, syncollin, binds to the zymogen granule membrane^44^ and plays a role in regulating granule exocytosis^45^, while FGF21 stimulates enzyme secretion^46,47^. Thus, the process of pancreatic recovery and acinar reconstitution appears to be a highly coordinated event orchestrated by the up-regulation of the zymogen genes themselves and the down-regulation of genes associated with acinar cell exocytosis and secretion. The net effect may be an expedited restoration of the acinar cell zymogen pool.

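Of the snoRNAs among the DEGs of the deposited counts, 14 were DEGs at both days and 11 at day 14 only. All of these were higher than at baseline.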

Of the 332 DEGs, at day 7 there were 8 snoRNAs out of 319 DEGs, and at day 14 there were 12 snoRNAs out of 53 DEGs. These functional non-coding RNAs can be as long as a couple hundred nucleotides, and they are usually transcribed from the intron of a host gene^20,52–55^. After splicing, snoRNAs can escape degradation by forming protein complexes^54^. A primary function identified for snoRNAs is to guide ribosomal RNA modifications for ribosomal biogenesis^20,52,53,55^. The validation of snoRNAs is technically challenging due to limited primer options, secondary structures that may impede the reverse transcription in RT-qPCR, and subcellular localization of snoRNAs. While snoRNAs are primarily localized to the nucleolus, they can also be found in Cajal bodies within the nucleus, or, in response to stress, they can translocate to the cytoplasm^56^. The subcellular localization of snoRNAs may limit the detection of differential expression by RT-qPCR^56^. Despite the snoRNAs not being validated by RT-qPCR, the RNA-seq read coverage, while in itself is not a test of significance, does indicate a change in the snoRNAs gene expression post-injury (Supplementary Figures S5, S6, and S7).

Pancreatic regeneration, whether after injury, partial pancreatectomy, or pregnancy, recapitulates several developmental programs that are observed during embryogenesis of the pancreas. These include, but are not limited to, components of the Notch, Hedgehog, and Wnt signaling pathways as well as the developmental transcription factors PDX1, PTF1A, NGN3, SOX9, and MIST1^57^. Except for *Sfrp1*, a negative regulator of the Wnt signaling pathway, genes associated with the developing pancreas were not found to be differentially expressed at day 7 and day 14 post-injury. 

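The developmental factors had log2 fold changes of *Pdx1* -0.22 (adjusted p = 0.361), *Ptf1a* -0.18 (adjusted p = 0.374), *Sox9* -0.029 (adjusted p = 0.926) and *Bhlha15* -0.29 (adjusted p = 0.00940) at day 7 and *Pdx1* -0.38 (adjusted p = 0.304), *Ptf1a* -0.27 (adjusted p = 0.412), *Sox9* 0.022 (adjusted p = 0.984) and *Bhlha15* -0.31 (adjusted p = 0.0424) at day 14; *Bhlha15* encodes MIST1. None reached a fold change of 1.5. *Neurog3* had too few counts to be tested. All 4 fell at day 7, and all 4 rose under total count scaling. Of 10 Notch genes tested, *Notch3*, at -0.79 (adjusted p = 0.0141), and *Notch4*, at -0.64 (adjusted p = 0.00600), were DEGs at day 7 and 0 at day 14. Of 3 Hedgehog genes tested, 0 were DEGs, with a smallest adjusted p-value of 0.614 at day 7. Of 12 Wnt genes tested, 3 were DEGs at day 7 and 1, *Sfrp1*, at day 14.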

A possible explanation for the absence of these factors from the identified DEGs is that these programs are critical post-injury during the regenerative process at a time earlier than the days studied.

To our knowledge, this is the first report on the use of RNA-seq to profile the transcriptome of the recovering pancreas. Others have performed RNA-seq to examine baseline pancreatic tissue or cell types^58,59^. A recent paper by Kong *et al*. described microarray data after caerulein hyperstimulation in mice, and they also examine the pancreas two weeks after injury^60^. Contrary to microarray technology, RNA-seq has a broad dynamic range and greater fidelity for detection of DEGs. However, RNA-seq generates a vast amount of data, which requires extensive computational analysis.

Notably, at two weeks after injury we observed both the persistence and emergence of DEGs. Whether the 53 DEGs detected two weeks after injury are transient or permanent is of great future interest. In addition, pancreatic injury and the recovery process may turn on a novel transcriptomic profile in the pancreas and whether these alterations impose long- or short-term memory of the injurious event is an important question that needs further exploration. A few clinical reports suggest that subsequent bouts of acute pancreatitis are inherently less severe than the initial episode^61–63^. It remains to be determined whether a change in the transcriptional profile post-injury confers some level of protection to the pancreas against future injurious exposures.

In summary, we show that although there is histological resolution by light microscopy one week after injury in mice, there are still numerous DEGs one and even two weeks after injury. The finding of 319 DEGs one week and 53 DEGs two weeks after injury suggests that while light microscopy implies pancreatic recovery, the pancreas is still recovering on a molecular level. There may also be ultrastructural changes that could not be distinguished by light microscopy. 

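The 3 largest log2 fold changes of trypsinogens at day 7 were those of *Gm2663*, trypsinogen 5 and *Gm10334* (9.61, 6.48 and 3.32), and the 3 stayed DEGs at day 14 (6.30, 3.34 and 1.53). *Prss2*, which had the most normalized counts of the 12 at baseline, had -0.94 and -0.51.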

Several trypsinogen genes were the most highly up-regulated DEGs at one week post-injury and persistently up-regulated even at two weeks after injury, suggesting that the pancreas is still working to replenish its zymogen pool two weeks after injury and has yet to fully recover. Overall, we found that on a molecular level the actual recovery of the murine pancreas takes longer than initially thought and that light microscopy is not a definitive indicator of pancreatic recovery.

## Methods

### Animals

Caerulein (Sigma-Aldrich) hyperstimulation was induced in both male and female mice of the C57BL/6 strain from Charles River Laboratories, 6- to 8-weeks of age, weighing 20 to 25 g. Caerulein (50 µg/kg) was given by 8 hourly intra-peritoneal injections for two consecutive days. Day 0 was defined as 24 hours after the last injection. Pancreas tissue was collected from the head of the pancreas (less than a 5 mm portion of the pancreas immediately adjacent to the duodenum^64^) at baseline (non-injured state), day 3 (injury), and at days 7 and 14 post-injury. Upon resection, the tissue was immediately partitioned for RNA extraction and tissue fixation. All mice were maintained on a 12-hour light-dark cycle and had free access to standard laboratory chow and water. All methods and animal experiments were performed in accordance with guidelines approved by the University of Pittsburgh School of Medicine and an animal protocol approved by the University of Pittsburgh Institutional Animal Care and Use Committee. All experiments were performed in accordance with relevant guidelines and regulations.

### Pancreatic Histopathology and Image Analysis

Approximately a 3 mm × 3 mm section of tissue from the head of the pancreas was immediately fixed in 4% paraformaldehyde at room temperature for 24 hours. Paraffin-embedded pancreas sections were stained with H&E and graded for severity of injury in a blinded fashion. Ten systematically selected fields at 200× magnification were graded (from 0 to 3) for inflammatory infiltration and necrosis, as described^65,66^.

### RNA extraction

Total RNA was immediately extracted from 60 mg of tissue from the head of the pancreas using TRIzol (Ambion).  Sixty mg of pancreas tissue yielded 200–300 µg of total RNA. RNA was treated with DNase I (Zymo Research) at room temperature for 20 minutes. The concentration of DNase I-treated RNA was measured using a Qubit 3.0 Fluorometer (Thermo Fisher Scientific), and the integrity of the DNase I-treated RNA was analyzed on the Agilent TapeStation. All DNase I-treated RNA samples used for RNA library construction had RNA Integrity Numbers (RINs) above 6.4 (Supplementary Table S6).

### RNA library construction and next-generation sequencing

RNA libraries were prepared from pancreas samples derived from three groups of mice consisting of both male and female mice: (1) baseline (non-injured), n = 8; (2) day 7, n = 8; and (3) day 14, n = 7. One female mouse in the day 14 group was omitted from all RNA-seq analysis due to poor mapping rates (Supplementary Table S7). For this reason, the day 14 group had 7 mice (3 female and 4 male) while the day 7 and baseline group had 8 mice each (4 male and 4 female). To minimize the effect of any RNA degradation present in the samples, libraries for RNA-seq were generated from ribosomal RNA depleted total RNA rather than from mRNA isolated by poly-A selection. One microgram of each DNase I-treated RNA sample was used for library construction using the Illumina TruSeq Stranded Total RNA Library Prep Kit with Ribo-Zero Gold per the manufacturer’s protocol. Adaptor-ligated fragments were amplified by PCR for 9 cycles. The quality and size of the final library preparations were analyzed on an Agilent TapeStation. Sequencing was performed on the Illumina NextSeq. 500 NGS platform, generating approximately 40 million paired-end 75 bp reads for each sample.

### Preprocessing of the RNA-seq data and differential expression (DE) analysis

Quality control for raw fastq files were performed with FastQC^67^, the low quality reads and 3′ adapters were trimmed with Trim Galore! and Cutadapt^68,69^. Then the trimmed reads were aligned to reference mouse genome (mm10) with the RNA-seq aligner STAR^70^. Subsequently, gene expression for each sample was quantified by counting the number of read fragments that were uniquely mapped to genes using the featureCounts^71^. DEGs were analyzed based on the raw count table using DESeq. 2^72^. When comparing between different time points, gender was adjusted as a covariate; while comparing between genders, the recovery time was adjusted as a covariate. RNA-seq mapping statistics are provided in Supplementary Table S7.

The alignment results (bam files) were converted to bigWig format using the *bam2wig* tool of RSeQC^73^, for the visualization of read coverage in Integrated Genomics Viewer (IGV) genome browser^74^. The total read coverage of each sample was normalized to 10Mbp, so that the peaks of different samples in the IGV plots are comparable.

### Pathway enrichment analysis

The enrichment of DEGs in KEGG pathways and GO terms were analyzed using the Fisher’s exact test. Ingenuity Pathway Analysis (IPA) was also performed on the DEGs to identify enriched canonical pathways and gene networks^75^.

### Real-time quantitative PCR (RT-qPCR)

Real-time quantitative PCR (RT-qPCR) was performed on RNA extracted from pancreas tissue of mice at baseline (non-injured) and at days 7 and 14 post-injury. DNase I-treated RNA was converted to cDNA using the iScript Reverse Transcription Supermix for RT-qPCR (Bio-Rad) per the manufacturer’s instruction. qPCR was performed with SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) on a Bio-Rad CFX Connect Real-Time System at an annealing temperature of 55 °C. Intron spanning gene-specific primers were purchased from IDT utilizing the IDT PrimeTime Predesigned qPCR assays tool: *Gm2663* forward 5′-GACATGTGTAGCCTCCAACA-3′, *Gm2663* reverse 5′-CAGACACACTGAAAGACTATGAAGA-3′; *Agr2* forward 5′-GTCAGAAGGTTCATAAGCGTAGA-3′, *Agr2* reverse 5′-GACAAGCACCTTTCTCCTGAT-3′; *Snora16a* forward 5′-GTGGCCCTTATCGAAGCTG-3′, *Snora16a* reverse 5′-GAAACAGAACTGCGACCGT-3′; *Snora41* forward 5′-AGCTGTCTTTATGGTAGCAGT-3′, *Snora41* reverse 5′-GTGTTTCTAGGATGCTCTGGT-3′; *Snora52* forward 5′-GGTCCATCCTAATACCTGCTG-3′, *Snora52* reverse 5′-GTGTTTCTAGGATGCTCTGGT-3′; Rplp0 forward 5′-TTATAACCTGAAGTGCTCGAC-3′, *Rplp0* reverse 5′-CGCTTGTACCCATTGATGATG-3′. Primers were also purchased from Bio-Rad utilizing the PrimePCR tool: *Sycn* (Assay ID: qMmuCED0003504), *Itih4* (Assay ID: qMmuCID0023139), and *Penk* (Assay ID: qMmuCED0050607). PCR efficiency for all primers was 95% or greater, and specificity was confirmed by a single peak in melt curve analysis. The relative gene expression for each gene of interest was determined using the 2-ΔΔCt method. All values were normalized to *Rplp0*, a control gene that was confirmed to have consistent gene expression across sample groups (Supplementary Table S8).

### Data availability

The datasets generated during and analyzed during the current study are available in the GEO repository.

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE99774

### Accession number

GSE99774.

The following secure token has been created to allow review of record GSE99774 while it remains in private status: kzwjgoiarboddeb.

## Electronic supplementary material

Supplemental Materials

# Supplementary material for: Pancreatic gene expression during recovery after pancreatitis reveals unique transcriptome profiles
**Source:** Sci Rep. 2018 Jan 23;8:1406. doi: 10.1038/s41598-018-19392-0

## **Pancreatic gene expression during recovery after pancreatitis reveals unique transcriptome profiles**

**Kristy Boggs<sup>+1</sup>, Ting Wang<sup>+1,3</sup>, Abraham I. Orabi<sup>1</sup>, Amitava Mukherjee<sup>1</sup>, John F. Eisses<sup>1</sup>, Tao Sun<sup>3</sup>, Li Wen<sup>1</sup>, Tanveer A. Javed<sup>1</sup>, Farzad Esni<sup>2</sup>, Wei Chen<sup>1,3</sup>, Sohail Z. Husain<sup>\*1</sup>**

Departments of <sup>1</sup>Pediatrics and <sup>2</sup>Surgery, School of Medicine and

## SUPPLEMENTARY FIGURE LEGENDS

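The snoRNAs of this figure had RNA-seq log2 fold changes of 0.56, 1.04 and 0.61 at day 7 and 0.82, 1.10 and 0.84 at day 14, for *Snora16a*, *Snora41* and *Snora52* in that order.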

**Supplementary Figure S1.** Experimental validation of DEGs between male and female mice from RNA-seq analysis by RT-qPCR. (a, d) Relative expression of *Snora16* by RT-qPCR and as FPKM values by RNA-seq. (b, e) Relative expression of *Snora41* by RT-qPCR and FPKM values by RNA-seq. (c, f) Relative expression of *Snora52* by RT-qPCR and FPKM values by RNA-seq. Error bars represent  $\pm$  s.d.

**Supplementary Figure S2.** The overall histologic severity scoring of H&E-stained paraffin sections from the head of the pancreas for inflammation and necrosis between the sexes at baseline, day 7, and day 14 post-injury. Error bars represent  $\pm$  s.d.

**Supplementary Figure S3.** Experimental validation of DEGs between male and female mice from RNA-seq analysis by RT-qPCR. (a, c) Relative expression of *Penk* by RT-qPCR and as FPKM values by RNA-seq. (b, d) Relative expression of *Itih4* by RT-qPCR and FPKM values by RNA-seq. Overall, the trend of gene expression by RT-qPCR mirrors that of the RNA-seq analysis. Error bars represent  $\pm$  s.d.

**Supplementary Figure S4.** The islet of Langerhans in baseline and day 3 (injury) H&E-stained paraffin sections of the pancreas. The black arrows point to the islets.

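*Snora16a* on chromosome 4:132309465-132309600, within the host gene *Snhg12*, had normalized counts of 65.9 (SD 9.44, n = 8) at baseline, 96.7 (SD 14.1, n = 8) at day 7 and 116 (SD 24.2, n = 7) at day 14. Against baseline, *Snora16a* had a log2 fold change of 0.56 (standard error 0.12, adjusted p = 0.00223, 7 of 8 mice above every baseline mouse) at day 7 and a log2 fold change of 0.82 (standard error 0.13, adjusted p = 4.40e-04, 6 of 7 mice above every baseline mouse) at day 14.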

**Supplementary Figure S5.** Integrated Genomics Viewer plot showing RNA-seq read coverage for *Snora16a*. The genomic location is shown across the top. The middle section shows read coverage for the baseline (track 1-8, gray color), day 7 (track 9-16, red color), and day 14 (track 17-23, blue color). The gene structure is shown at the bottom.

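*Snora41* on chromosome 1:63179004-63179135, within the host gene *Eef1b2*, had normalized counts of 106 (SD 19.2, n = 8) at baseline, 217 (SD 32.0, n = 8) at day 7 and 226 (SD 43.6, n = 7) at day 14. Against baseline, *Snora41* had a log2 fold change of 1.04 (standard error 0.12, adjusted p = 2.21e-06, 8 of 8 mice above every baseline mouse) at day 7 and a log2 fold change of 1.10 (standard error 0.13, adjusted p = 2.20e-05, 7 of 7 mice above every baseline mouse) at day 14.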

**Supplementary Figure S6.** Integrated Genomics Viewer plot showing RNA-seq read coverage for *Snora41*. The genomic location is shown across the top. The middle section shows read coverage for the baseline (track 1-8, gray color), day 7 (track 9-16, red color), and day 14 (track 17-23, blue color). The gene structure is shown at the bottom.

**Supplementary Figure S7.** Integrated Genomics Viewer plot showing RNA-seq read coverage for *Snora52*. The genomic location is shown across the top. The middle section shows read coverage for the baseline (track 1-8, gray color), day 7 (track 9-16, red color), and day 14 (track 17-23, blue color). The gene structure is shown at the bottom.

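*Snora52* on chromosome 7:141448803-141448939, within the host gene *Rplp2*, had normalized counts of 24.2 (SD 6.32, n = 8) at baseline, 37.0 (SD 6.21, n = 8) at day 7 and 43.7 (SD 6.46, n = 7) at day 14. Against baseline, *Snora52* had a log2 fold change of 0.61 (standard error 0.15, adjusted p = 0.00588, 5 of 8 mice above every baseline mouse) at day 7 and a log2 fold change of 0.84 (standard error 0.16, adjusted p = 0.00304, 6 of 7 mice above every baseline mouse) at day 14.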

**Supplementary Table S1**

|        | Gene Symbol     | Gene Name                          | Chromosome | Fold Change | Adjusted <i>P</i> -Value |
|--------|-----------------|------------------------------------|------------|-------------|--------------------------|
| Day 7  | <i>Snora23a</i> | Small nucleolar RNA, H/ACA box 23  | Chr 6      | 1.58        | 8.39E-10                 |
|        | <i>Snora64</i>  | Small nucleolar RNA, H/ACA box 64  | Chr 6      | 1.55        | 1.88E-05                 |
|        | <i>Sora31</i>   | Small nucleolar RNA, H/ACA box 31  | Chr 6      | 1.52        | 3.00E-04                 |
|        |                 |                                    |            |             |                          |
| Day 14 | <i>Snord49a</i> | Small nucleolar RNA, C/D box 49A   | Chr 11     | 1.90        | 3.43E-14                 |
|        | <i>Snora16a</i> | Small nucleolar RNA, H/ACA box 16A | Chr 4      | 1.63        | 3.94E-06                 |
|        | <i>Snora52</i>  | Small nucleolar RNA, H/ACA box 52  | Chr 7      | 1.58        | 5.87E-04                 |
|        | <i>Snord88a</i> | Small nucleolar RNA, C/D box 88A   | Chr 7      | 1.55        | 9.05E-03                 |
|        | <i>Snord49b</i> | Small nucleolar RNA, C/D box 49B   | Chr 11     | 1.53        | 2.82E-04                 |
|        | <i>Snora33</i>  | Small nucleolar RNA, H/ACA box 33  | Chr 10     | 1.51        | 7.06E-05                 |
|        | <i>Snora17</i>  | Small nucleolar RNA, H/ACA box 17  | Chr 2      | 1.51        | 2.20E-05                 |

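The 3 snoRNAs listed for day 7 were DEGs at day 7, with log2 fold changes of *Snora23* 0.73, *Snora64* 0.75 and *Snora31* 0.76; they lie on chromosome 7:110046364-110046547, chromosome 17:24720772-24720905 and chromosome 14:75847905-75848034, and *Snora23* and *Snora31* were DEGs at day 14 too (0.62 and 0.72). The 7 listed for day 14 were DEGs at day 14, with *Snord49a* 1.04, *Snora16a* 0.82, *Snora52* 0.84, *Snord88a* 0.94, *Snord49b* 0.73, *Snora33* 0.69 and *Snora17* 0.68 (largest adjusted p = 0.0171 in edgeR), and *Snora52* and *Snora33* were DEGs at day 7 too (0.61 and 0.62).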

**Supplementary Table S1.** List of the top up-regulated non-coding RNA DEGs between baseline and day 7 (out of 279 DEGs, Fig. 2c) and between baseline and day 14 (out of 13 DEGs, Fig. 2c).

**Supplementary Table S2**

| Gene Symbol     | Gene Name                         | Chromosome | Day 7       |                          |  | Day 14      |                          |
|-----------------|-----------------------------------|------------|-------------|--------------------------|--|-------------|--------------------------|
|                 |                                   |            | Fold Change | Adjusted <i>P</i> -Value |  | Fold Change | Adjusted <i>P</i> -Value |
| <i>Snora26</i>  | Small nucleolar RNA, H/ACA box 26 | Chr 5      | 1.91        | 2.62E-15                 |  | 1.74        | 1.61E-09                 |
| <i>Snora41</i>  | Small nucleolar RNA, H/ACA box 41 | Chr 1      | 1.86        | 1.03E-12                 |  | 1.93        | 2.28E-12                 |
| <i>Snora68</i>  | Small nucleolar RNA, H/ACA box 68 | Chr 8      | 1.68        | 1.41E-09                 |  | 1.51        | 4.19E-05                 |
| <i>Snord65</i>  | Small nucleolar RNA, C/D box 65   | Chr 11     | 1.56        | 3.87E-04                 |  | 1.62        | 5.87E-04                 |
| <i>Snord35a</i> | Small nucleolar RNA, C/D box 35A  | Chr 7      | 1.56        | 7.03E-04                 |  | 1.65        | 6.75E-04                 |

**Supplementary Table S2.** List of the top up-regulated non-coding RNA DEGs at day 7 that remain up-regulated at day 14 (out of 40 DEGs, Fig. 2c).

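All 5 snoRNAs of this table were DEGs at both days: *Snora26* 1.06, *Snora41* 1.04, *Snora68* 0.85, *Snord65* 0.87 and *Snord35a* 0.93 at day 7 and *Snora26* 0.91, *Snora41* 1.10, *Snora68* 0.68, *Snord65* 0.95 and *Snord35a* 1.05 at day 14 (log2 fold changes). *Snora26* on chromosome 5:74093530-74093650 had normalized counts of 117 (SD 18.2, n = 8) at baseline, 244 (SD 30.5, n = 8) at day 7 and 219.6 (SD 42.1, n = 7) at day 14.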

**Supplementary Table S3**

|        | KEGG Pathway                                     | Number of DEGs (%) | FDR      | Genes                                                                                                                                                  |
|--------|--------------------------------------------------|--------------------|----------|--------------------------------------------------------------------------------------------------------------------------------------------------------|
| Day 7  | mmu04974 Protein digestion and absorption        | 17 (5.3)           | 1.29E-10 | <i>1810009J06Rik, Gm10334, Cpa1, Prss2, Col5a2, Col6a1, 2210010C04Rik, Col6a3, Cela3b, Ctrb1, Ctrl, Col3a1, Col14a1, Col1a2, Col5a1, Slc16a10, Eln</i> |
|        | mmu05144 Malaria                                 | 8 (2.5)            | 2.00E-04 | <i>Hba-a1, Hba-a2, Hbb-bt, Hbb-b2, Hgf, Hbb-bs, Hbb-b1, Tlr4</i>                                                                                       |
|        | mmu04610 Complement and coagulation cascades     | 10 (3.1)           | 2.00E-04 | <i>Plau, Pros1, C1qa, C3ar1, C1s1, Serping1, C1ra, F3, C1qc, C1qb</i>                                                                                  |
|        | mmu04972 Pancreatic secretion                    | 10 (3.1)           | 3.00E-04 | <i>1810009J06Rik, Gm10334, Pnlip, Cpa1, Prss2, 2210010C04Rik, Cela3b, Ctrb1, Ctrl, Car2</i>                                                            |
|        | mmu04151 PI3K-Akt signaling pathway              | 17 (5.3)           | 8.00E-04 | <i>Lama2, Col6a1, Pck2, Pdgfra, Col6a3, Flt1, Col1a2, Spp1, Fgf21, G6pc2, Gng7, Pdgfc, Ins1, Hgf, Ins2, Tlr4, Fgf12</i>                                |
|        | mmu05150 Staphylococcus aureus infection         | 7 (2.2)            | 8.00E-04 | <i>C1qa, C3ar1, C1s1, Fcgr3, C1ra, C1qc, C1qb</i>                                                                                                      |
|        | mmu05143 African trypanosomiasis                 | 6 (1.9)            | 9.90E-04 | <i>Hba-a1, Hba-a2, Hbb-bt, Hbb-b2, Hbb-bs, Hbb-b1</i>                                                                                                  |
|        | mmu04950 Maturity onset diabetes of the young    | 5 (1.6)            | 2.24E-03 | <i>Slc2a2, lapp, Ins1, Ins2, Neurod1</i>                                                                                                               |
|        | mmu05133 Pertussis                               | 7 (2.2)            | 4.07E-03 | <i>C1qa, C1s1, Serping1, C1ra, C1qc, Tlr4, C1qb</i>                                                                                                    |
|        | mmu04014 Ras signaling pathway                   | 11 (3.4)           | 1.55E-02 | <i>Pdgfra, Flt1, Fgf21, Pla1a, Pla2g4a, Gng7, Pdgfc, Ins1, Hgf, Ins2, Fgf12</i>                                                                        |
|        | mmu04512 ECM-receptor interaction                | 6 (1.9)            | 3.67E-02 | <i>Lama2, Col6a1, Col6a3, Col1a2, Spp1, Cd44</i>                                                                                                       |
| Day 14 | mmu04918 Thyroid hormone synthesis               | 2 (3.8)            | 3.94E-02 | <i>Alb, lyd</i>                                                                                                                                        |
|        | mmu00830 Retinol metabolism                      | 2 (3.8)            | 3.94E-02 | <i>Ugt2b34, Dhhs9</i>                                                                                                                                  |
|        | mmu05205 Proteoglycans in cancer                 | 3 (5.7)            | 3.94E-02 | <i>Mmp2, Lum, Plau</i>                                                                                                                                 |
|        | mmu04080 Neuroactive ligand-receptor interaction | 3 (5.7)            | 3.94E-02 | <i>1810009J06Rik, Gm10334, P2ry1</i>                                                                                                                   |
|        | mmu04974 Protein digestion and absorption        | 2 (3.8)            | 3.94E-02 | <i>1810009J06Rik, Gm10334</i>                                                                                                                          |
|        | mmu04610 Complement and coagulation cascades     | 2 (3.8)            | 3.94E-02 | <i>Plau, F3</i>                                                                                                                                        |
|        | mmu04972 Pancreatic secretion                    | 2 (3.8)            | 3.97E-02 | <i>1810009J06Rik, Gm10334</i>                                                                                                                          |

**Supplementary Table S3.** Enrichment of KEGG pathways for the DEGs. The number and percentage of DEGs in each significant pathway (FDR  $\leq 0.05$ ), as well as the identity of the DEGs, are listed in the table. The percentage of DEGs is based on the number of DEGs identified in each pathway out of the total number of DEGs between baseline and day 7 (319 DEGs) and baseline and day 14 (53 DEGs).

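Malaria and African trypanosomiasis were listed with 6 haemoglobin symbols, which formed 3 pairs with identical counts in all 23 mice; their day 7 log2 fold changes were 1.50 to 1.87, and with the mapping rate as a covariate *Hbb-bs* changed sign, to -0.057. Pertussis and *Staphylococcus aureus* infection were listed with 7 genes each, all higher at day 7 (0.73 to 1.05 and 0.73 to 1.22), and maturity onset diabetes of the young with 5, of which the 4 tested were all higher (0.83 to 1.11).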

**Supplementary Table S4**

|        | Ingenuity Canonical Pathways                        | $-\log_{10}$<br>(P-Value) | Ratio | Molecules                                                                                                      |
|--------|-----------------------------------------------------|---------------------------|-------|----------------------------------------------------------------------------------------------------------------|
| Day 7  | Hepatic Fibrosis / Hepatic Stellate Cell Activation | 7.07                      | 0.09  | <i>Col5a2, Flt1, Mmp2, Il1r1, Pdgfc, Col1a2, Col5a1, Tlr4, Col6a1, Col6a3, Timp1, Hgf, Pdgfra, Lbp, Col3a1</i> |
|        | Complement System                                   | 6.27                      | 0.21  | <i>C1r, Serping1, C1s, C1qc, C1qa, C1qb, C3ar1</i>                                                             |
|        | Atherosclerosis Signaling                           | 4.20                      | 0.08  | <i>Col1a2, Pla2g4a, Apoe, Lys, Ccr2, Pla2g7, F3, Pdgfc, Col3a1</i>                                             |
|        | Inhibition of Matrix Metalloproteases               | 3.63                      | 0.14  | <i>Adam12, Timp1, Mmp14, Mmp2, Mmp19</i>                                                                       |
|        | Maturity Onset Diabetes of Young (MODY) Signaling   | 3.59                      | 0.19  | <i>Neurod1, Slc2a2, Ins, Ins1</i>                                                                              |
|        | LXR/RXR Activation                                  | 3.55                      | 0.07  | <i>Tlr4, Apoe, Lys, Ambp, Serpinf1, Il1r1, Lbp, Gc</i>                                                         |
|        | PXR/RXR Activation                                  | 3.52                      | 0.10  | <i>Cyp3a7, Pck2, Ins, Hmgcs2, Ins1, Abcb9</i>                                                                  |
|        | FXR/RXR Activation                                  | 3.42                      | 0.07  | <i>G6pc2, Apoe, Pck2, Ambp, Ins, Serpinf1, Gc, Ins1</i>                                                        |
|        | Bladder Cancer Signaling                            | 2.72                      | 0.07  | <i>Fgf21, Mmp14, Fgf12, Mmp2, Pdgfc, Mmp19</i>                                                                 |
|        | Eicosanoid Signaling                                | 2.54                      | 0.08  | <i>Pla2g4a, Alox5ap, Hpgds, Tbxas1, Pla2g7</i>                                                                 |
|        | NF- $\kappa$ B Signaling                            | 2.30                      | 0.05  | <i>Tlr4, Ntrk2, Flt1, Ins, Pdgfra, Fcer1g, Il1r1, Ins1</i>                                                     |
|        | HIF1 $\alpha$ Signaling                             | 2.13                      | 0.05  | <i>Slc2a5, Mmp14, Slc2a2, Mmp2, Pdgfc, Mmp19</i>                                                               |
|        | Prostanoid Biosynthesis                             | 2.11                      | 0.22  | <i>Hpgds, Tbxas1</i>                                                                                           |
|        | Intrinsic Prothrombin Activation Pathway            | 2.11                      | 0.11  | <i>Col1a2, Pros1, Col3a1</i>                                                                                   |
| Day 14 | LXR/RXR Activation                                  | 2.92                      | 0.03  | <i>Alb, Ambp, Gc</i>                                                                                           |
|        | FXR/RXR Activation                                  | 2.87                      | 0.03  | <i>Alb, Ambp, Gc</i>                                                                                           |
|        | Coagulation System                                  | 2.69                      | 0.06  | <i>Plau, F3</i>                                                                                                |
|        | Serotonin Degradation                               | 2.26                      | 0.03  | <i>Dhrs9, Ugt2b10</i>                                                                                          |
|        | Thyroid Hormone Biosynthesis                        | 2.24                      | 0.33  | <i>lyd</i>                                                                                                     |
|        | Glioma Invasiveness Signaling                       | 2.12                      | 0.03  | <i>Mmp2, Plau</i>                                                                                              |

**Supplementary Table S4.** Ingenuity Pathway Analysis (IPA) on the DEGs detects significantly over-represented canonical pathways. The set of DEGs associated with each pathway have a p-value  $\leq 0.05$ . The ratio represents the number of DEGs in each pathway over the total number of genes associated with that pathway.

**Supplementary Table S5**

| Gene Symbol  | Gene Name                                        | Chromosome | Day 7       |                          |  | Day 14      |                          |
|--------------|--------------------------------------------------|------------|-------------|--------------------------|--|-------------|--------------------------|
|              |                                                  |            | Fold Change | Adjusted <i>P</i> -Value |  | Fold Change | Adjusted <i>P</i> -Value |
| <i>Lars2</i> | Leucyl-tRNA synthetase, mitochondrial            | Chr 9      | 0.49        | 1.10E-15                 |  | 0.61        | 1.31E-06                 |
| <i>Nsg1</i>  | Neuron specific gene family member 1             | Chr 5      | 0.51        | 1.70E-09                 |  | 0.63        | 5.36E-04                 |
| <i>lyd</i>   | Iodotyrosine deiodinase                          | Chr 10     | 0.56        | 4.93E-07                 |  | 0.60        | 1.61E-04                 |
| <i>Fxyd6</i> | FXYP domain-containing ion transport regulator 6 | Chr 9      | 0.60        | 1.25E-09                 |  | 0.66        | 1.16E-05                 |
| <i>Cux2</i>  | Cut-like homeobox 2                              | Chr 5      | 0.64        | 8.08E-05                 |  | 0.66        | 2.43E-03                 |

**Supplementary Table S5.** List of the top down-regulated protein-coding DEGs at day 7 that remain down-regulated at day 14 (out of 40 DEGs, Fig. 2c).

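*Lars2* on chromosome 9:123366927-123462666 had normalized counts of 4849 (SD 1183, n = 8) at baseline, 2174 (SD 421, n = 8) at day 7 and 2759.8 (SD 359, n = 7) at day 14. Against baseline, *Lars2* had a log2 fold change of -1.16 (standard error 0.14, adjusted p = 4.92e-06, 8 of 8 mice below every baseline mouse) at day 7 and a log2 fold change of -0.81 (standard error 0.14, adjusted p = 0.00302, 6 of 7 mice below every baseline mouse) at day 14. Over the 23 mice, with time point means removed, it was correlated with the ribosomal RNA symbol *Rn45s* (Pearson r = 0.604, permutation p = 0.00212; Spearman r = 0.498, permutation p = 0.0164; Pearson r = 0.410 without the 2 farthest mice; adjusted p = 0.00636 and 0.0394 over 12 relations). Within the time points the Pearson and Spearman values were 0.494 (permutation p = 0.215) and 0.452 (permutation p = 0.267) at baseline, 0.797 (permutation p = 0.0281) and 0.619 (permutation p = 0.115) at day 7, and 0.618 (permutation p = 0.0748) and 0.429 (permutation p = 0.354) at day 14.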

**Supplementary Table S6**

| Group    | RNA Integrity Number (RIN) |     |     |     |     |     |     |     |
|----------|----------------------------|-----|-----|-----|-----|-----|-----|-----|
| Baseline | 7.1                        | 6.9 | 7.0 | 6.9 | 7.1 | 6.9 | 7.5 | 7.5 |
| Day 7    | 7.3                        | 6.6 | 7.8 | 7.4 | 7.7 | 7.1 | 6.7 | 7.7 |
| Day 14   | 6.6                        | 6.9 | 6.4 | 7.3 | 6.5 | 6.6 | 6.9 | 6.8 |

| QC Parameters        | Correlation with RIN Values | P-Value |
|----------------------|-----------------------------|---------|
| Mapping Rate (%)     | -0.155                      | 0.481   |
| Duplicate Rate (%)   | 0.239                       | 0.272   |
| Exon Tags (%)        | -0.105                      | 0.632   |
| Intron Tags (%)      | 0.019                       | 0.933   |
| # of Genes (count>0) | -0.338                      | 0.114   |
| GE.PC1               | -0.346                      | 0.106   |
| GE.PC2               | -0.348                      | 0.103   |
| GE.PC3               | -0.199                      | 0.363   |
| GE.PC4               | -0.118                      | 0.592   |
| GE.PC5               | 0.254                       | 0.242   |
| GE.PC6               | 0.329                       | 0.125   |
| GE.PC7               | -0.235                      | 0.281   |
| GE.PC8               | -0.18                       | 0.411   |
| GE.PC9               | 0.059                       | 0.79    |
| GE.PC10              | -0.393                      | 0.063   |

**Supplementary Table S6.** (Top) RNA Integrity Number (RIN) used to assess the quality of RNA extractions from pancreas tissue. The pancreas is one of the most difficult tissues from which to extract quality RNA. Despite this difficulty, the RNA samples had RIN values ranging from 6.4 – 7.8. (Bottom) There was no significant correlation found between the RNA RIN values and the mapping characteristics or principal components (PC) of normalized gene counts. This indicates that the integrity of the RNA did not significantly affect mapping or the overall data patterns within the dataset. A  $p$ -value  $\leq 0.05$  is considered significant.

**Supplementary Table S7**

| Sample | Group    | Sex | Total Reads | Trimmed Reads | Mapping Rate | Duplicate Rate | CDS Exon Tags | 5'UTR Exon Tags | 3'UTR Exon Tags | Intron Tags | TSS Up 10kb | TSS Down 10kb | Gene Count |
|--------|----------|-----|-------------|---------------|--------------|----------------|---------------|-----------------|-----------------|-------------|-------------|---------------|------------|
| 1      | Baseline | F   | 35188968    | 388261        | 79.13%       | 41.79%         | 66.36%        | 3.99%           | 5.45%           | 14.68%      | 8.74%       | 0.78%         | 14988      |
| 2      | Baseline | F   | 36279847    | 377861        | 78.41%       | 41.48%         | 65.92%        | 4.17%           | 5.53%           | 14.70%      | 8.85%       | 0.83%         | 15243      |
| 3      | Baseline | F   | 35861188    | 309039        | 78.69%       | 40.43%         | 66.51%        | 3.93%           | 5.51%           | 14.17%      | 9.06%       | 0.82%         | 15348      |
| 4      | Baseline | F   | 37175439    | 428760        | 78.09%       | 41.40%         | 64.53%        | 4.65%           | 5.95%           | 15.90%      | 8.01%       | 0.96%         | 15645      |
| 5      | Baseline | M   | 36374162    | 375190        | 83.41%       | 41.87%         | 65.62%        | 4.68%           | 5.66%           | 13.93%      | 9.19%       | 0.92%         | 15947      |
| 6      | Baseline | M   | 33713804    | 435822        | 78.53%       | 41.62%         | 67.86%        | 4.19%           | 5.66%           | 12.91%      | 8.59%       | 0.79%         | 14780      |
| 7      | Baseline | M   | 34900067    | 492625        | 77.98%       | 42.09%         | 66.72%        | 4.62%           | 5.86%           | 13.66%      | 8.27%       | 0.86%         | 14894      |
| 8      | Baseline | M   | 31046796    | 373170        | 78.47%       | 42.22%         | 65.91%        | 4.54%           | 5.82%           | 14.73%      | 8.11%       | 0.89%         | 14656      |
| 9      | Day 7    | F   | 36395276    | 324273        | 84.88%       | 37.91%         | 66.33%        | 4.24%           | 6.76%           | 12.96%      | 8.63%       | 1.07%         | 15813      |
| 10     | Day 7    | F   | 39099425    | 311612        | 85.17%       | 34.86%         | 64.25%        | 4.00%           | 7.02%           | 14.66%      | 8.92%       | 1.16%         | 16733      |
| 11     | Day 7    | F   | 37558397    | 388059        | 81.46%       | 37.57%         | 66.86%        | 3.77%           | 6.11%           | 13.16%      | 9.17%       | 0.92%         | 15749      |
| 12     | Day 7    | F   | 34256664    | 307830        | 83.53%       | 35.88%         | 65.82%        | 4.02%           | 6.69%           | 13.71%      | 8.71%       | 1.04%         | 15842      |
| 13     | Day 7    | M   | 38100073    | 347868        | 83.99%       | 37.42%         | 66.90%        | 4.24%           | 6.63%           | 12.50%      | 8.68%       | 1.04%         | 15885      |
| 14     | Day 7    | M   | 36937129    | 537934        | 82.91%       | 37.39%         | 64.08%        | 4.64%           | 7.30%           | 14.40%      | 8.47%       | 1.12%         | 16135      |
| 15     | Day 7    | M   | 33785808    | 430409        | 85.79%       | 34.54%         | 67.65%        | 3.66%           | 6.81%           | 11.76%      | 9.08%       | 1.03%         | 16439      |
| 16     | Day 7    | M   | 34510922    | 541075        | 83.52%       | 36.28%         | 67.79%        | 3.55%           | 6.49%           | 12.04%      | 9.19%       | 0.94%         | 15638      |
| 17     | Day 14   | F   | 37377223    | 514541        | 84.44%       | 35.29%         | 70.49%        | 2.25%           | 5.72%           | 11.81%      | 8.97%       | 0.75%         | 15688      |
| 18     | Day 14   | F   | 38771737    | 476627        | 83.73%       | 35.83%         | 70.72%        | 2.43%           | 5.70%           | 11.84%      | 8.56%       | 0.75%         | 15704      |
| 19     | Day 14   | F   | 38634158    | 462388        | 82.88%       | 35.66%         | 69.81%        | 2.36%           | 5.66%           | 12.78%      | 8.65%       | 0.74%         | 16311      |
| 20     | Day 14   | F   | 34853096    | 470625        | 51.00%       | 48.65%         | 60.32%        | 3.31%           | 3.96%           | 25.13%      | 6.64%       | 0.64%         | 14995      |
| 21     | Day 14   | M   | 37590562    | 489137        | 82.34%       | 36.52%         | 68.49%        | 2.44%           | 5.73%           | 14.01%      | 8.48%       | 0.84%         | 16342      |
| 22     | Day 14   | M   | 37915996    | 554098        | 81.46%       | 39.06%         | 69.08%        | 2.75%           | 5.81%           | 13.68%      | 7.89%       | 0.80%         | 15365      |
| 23     | Day 14   | M   | 38277351    | 525804        | 80.66%       | 40.87%         | 68.79%        | 2.81%           | 5.73%           | 13.26%      | 8.65%       | 0.77%         | 15260      |
| 24     | Day 14   | M   | 38576559    | 468278        | 84.88%       | 36.95%         | 71.68%        | 2.20%           | 5.91%           | 10.95%      | 8.49%       | 0.77%         | 15551      |

**Supplementary Table S7.** Mapping statistics for all RNA-seq samples. Highlighted in grey is a female sample from the day 14 group that was excluded from all RNA-seq data analysis due to poor mapping rates. F, female; M, male.

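The number of symbols with at least 1 count was 15 to 80 below the gene count given in this table for the same mouse. Mouse 5 had the highest mapping rate of the baseline mice, 83.41%, and the other baseline mice had 77.98% to 79.13%; at day 7 the mice had 81.46% to 85.79%. The share of tags in 5'UTRs was 2.2% to 2.81% at day 14 and 3.55% to 4.68% in the mice of the other time points. Total counts differed between baseline and day 7 (exact two-sided permutation p = 0.00295) and between baseline and day 14 (exact two-sided permutation p = 9.32e-04).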

**Supplementary Table S8**

| <b>Animal Group</b> | <b>Sex</b> | <b>Control Gene</b> | <b>Average Ct Values</b> |
|---------------------|------------|---------------------|--------------------------|
| Baseline            | Female     | <i>Rplp0</i>        | 22.70                    |
| Baseline            | Female     | <i>Rplp0</i>        | 22.99                    |
| Baseline            | Female     | <i>Rplp0</i>        | 22.54                    |
| Baseline            | Female     | <i>Rplp0</i>        | 24.61                    |
| Baseline            | Male       | <i>Rplp0</i>        | 23.30                    |
| Baseline            | Male       | <i>Rplp0</i>        | 23.13                    |
| Baseline            | Male       | <i>Rplp0</i>        | 24.00                    |
| Baseline            | Male       | <i>Rplp0</i>        | 23.78                    |
| Day 7               | Female     | <i>Rplp0</i>        | 22.24                    |
| Day 7               | Female     | <i>Rplp0</i>        | 22.12                    |
| Day 7               | Female     | <i>Rplp0</i>        | 22.18                    |
| Day 7               | Female     | <i>Rplp0</i>        | 22.26                    |
| Day 7               | Male       | <i>Rplp0</i>        | 21.28                    |
| Day 7               | Male       | <i>Rplp0</i>        | 20.44                    |
| Day 7               | Male       | <i>Rplp0</i>        | 19.64                    |
| Day 7               | Male       | <i>Rplp0</i>        | 21.81                    |
| Day 14              | Female     | <i>Rplp0</i>        | 23.83                    |
| Day 14              | Female     | <i>Rplp0</i>        | 22.03                    |
| Day 14              | Female     | <i>Rplp0</i>        | 24.29                    |
| Day 14              | Female     | <i>Rplp0</i>        | 21.51                    |
| Day 14              | Male       | <i>Rplp0</i>        | 22.90                    |
| Day 14              | Male       | <i>Rplp0</i>        | 24.26                    |
| Day 14              | Male       | <i>Rplp0</i>        | 22.63                    |
| Day 14              | Male       | <i>Rplp0</i>        | 22.76                    |

**Supplementary Table S8.** Ct values for the control gene (*Rplp0*) at baseline, day 7, and day 14 post-injury.

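From the Ct values of this table, the mean Ct of *Rplp0* was 23.4 (SD 0.70) at baseline, 21.5 (SD 0.98) at day 7 and 23.0 (SD 1.02) at day 14, with 8 mice each. Day 7 was lower than baseline by 1.89 cycles (exact two-sided permutation p = 1.55e-04), and day 14 by 0.355 (exact two-sided permutation p = 0.428). In the RNA-seq counts *Rplp0* on chromosome 5:115559467-115563727 had -0.31 (standard error 0.060, adjusted p = 7.13e-04) at day 7 and -0.041 (adjusted p = 0.859) at day 14 (log2 fold changes from edgeR). These values rest on TMM scaling, which the Ct values do not have, so that the 2 measures are not directly comparable. At day 7 all 8 ribosomal protein genes examined were lower with TMM (median -0.21). Under total count scaling all 8 were higher (median 0.25).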

Supplementary Figure S1

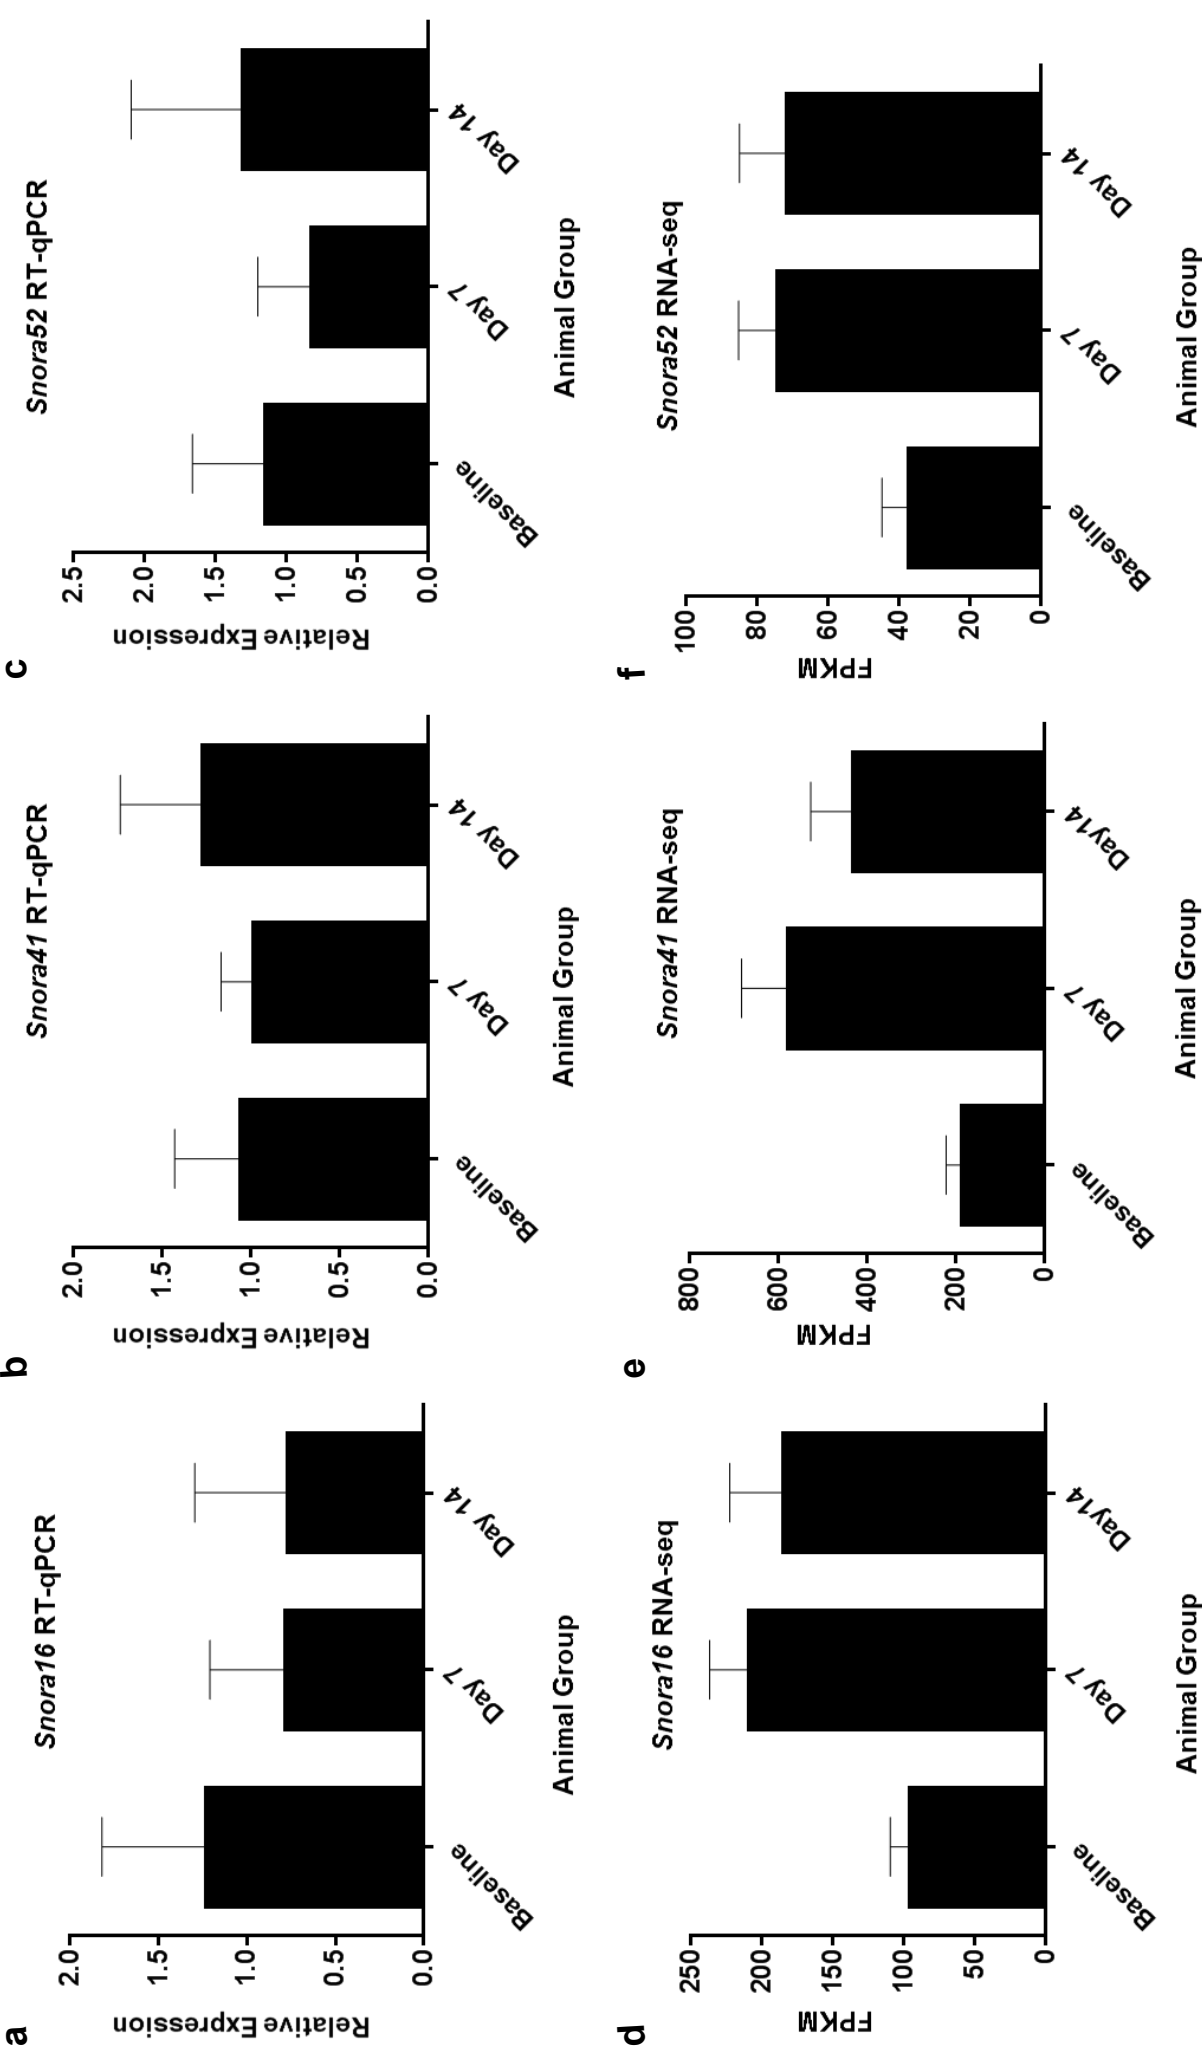

Supplementary Figure S2

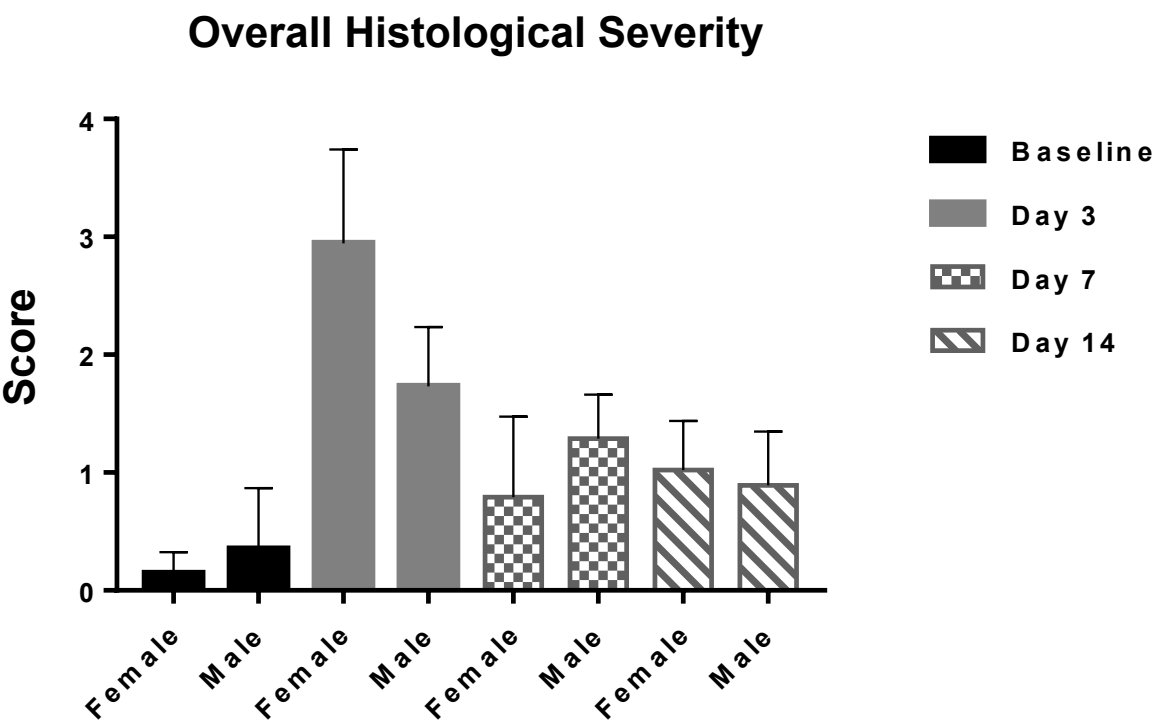

Supplementary Figure S3

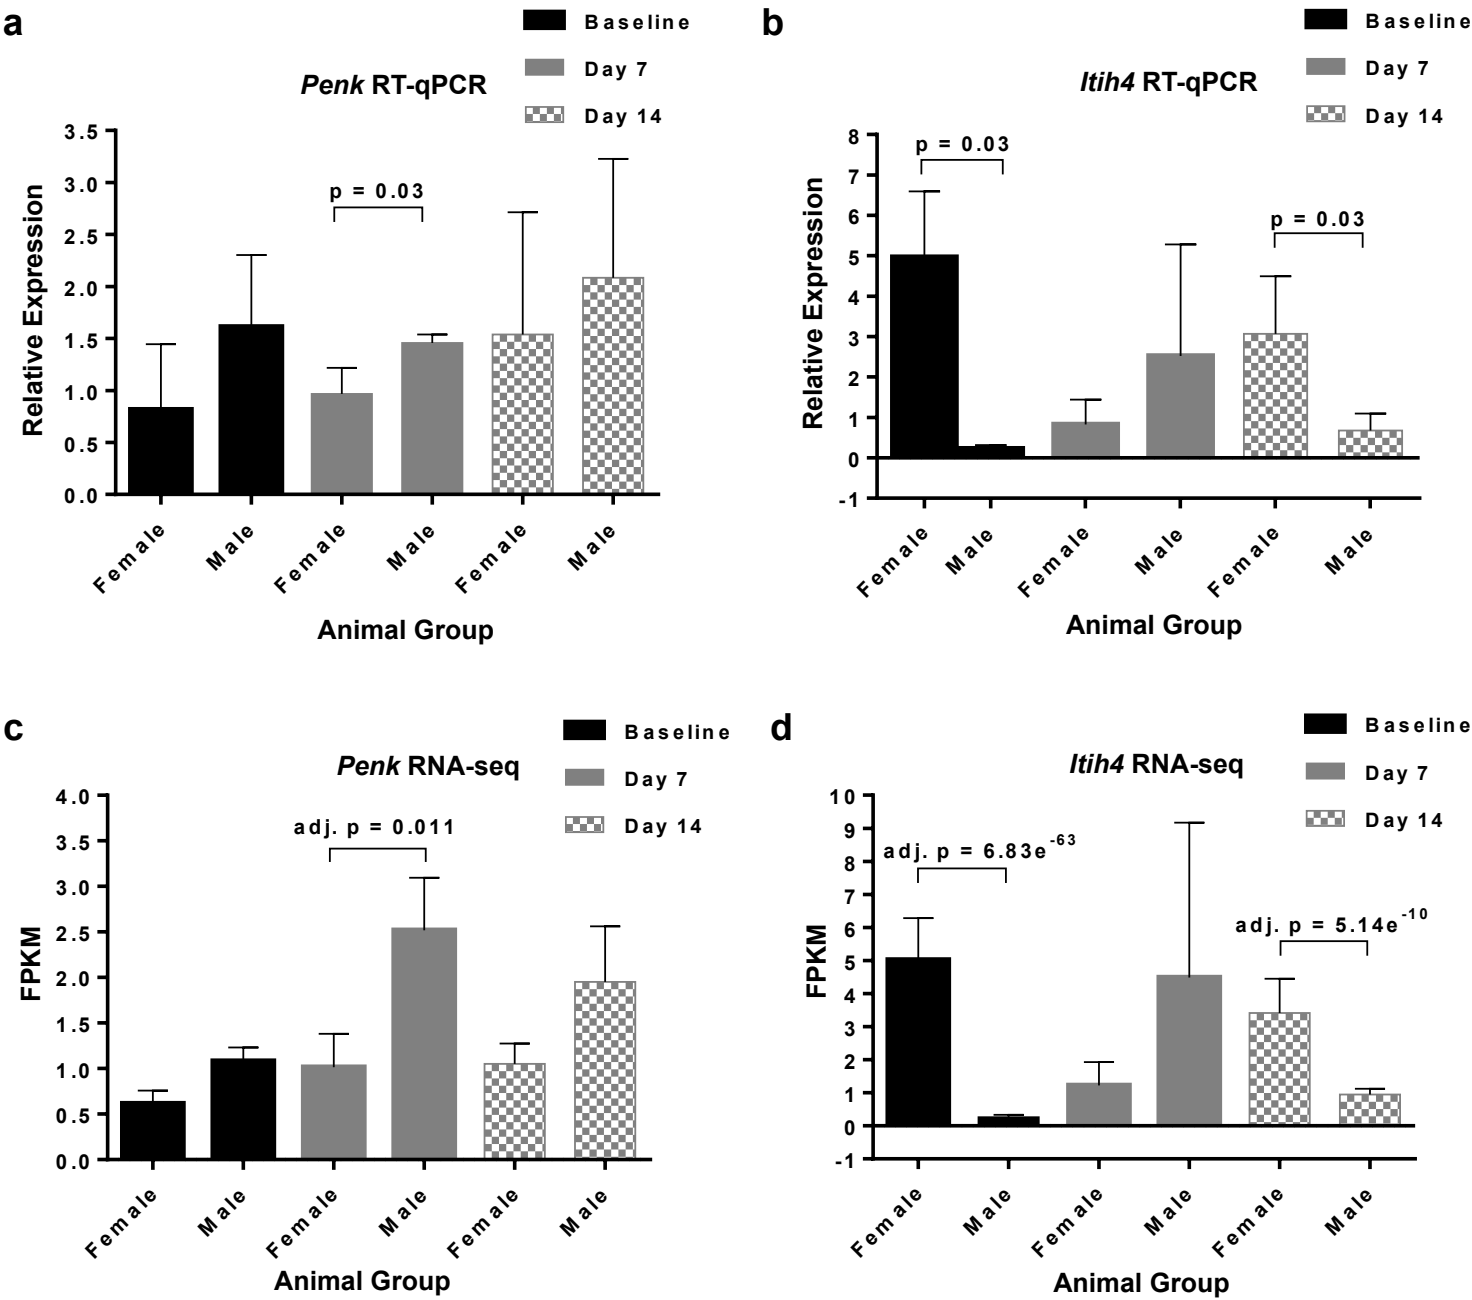

Supplementary Figure S4

Baseline

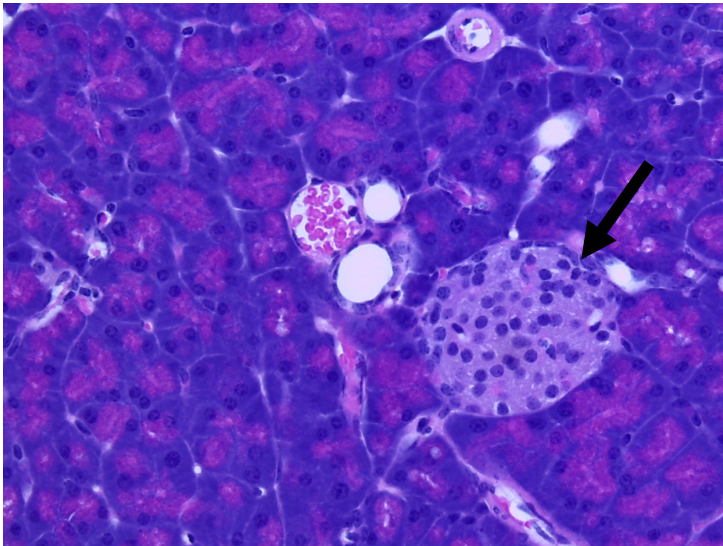

Day 3

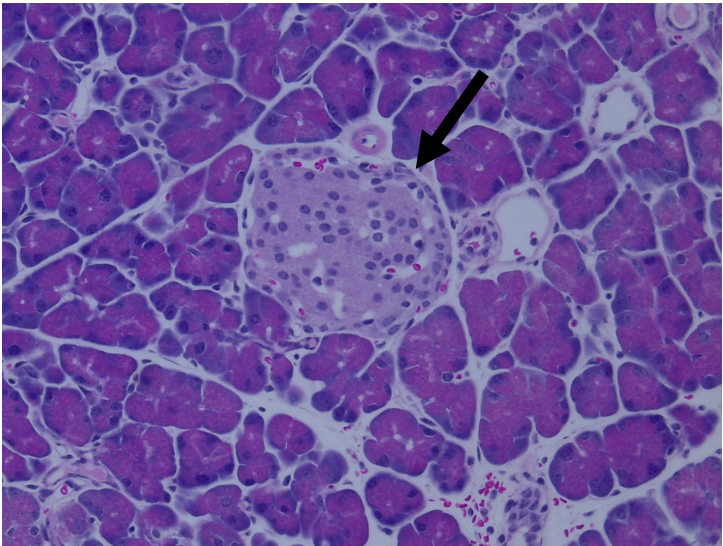

Supplementary Figure S5

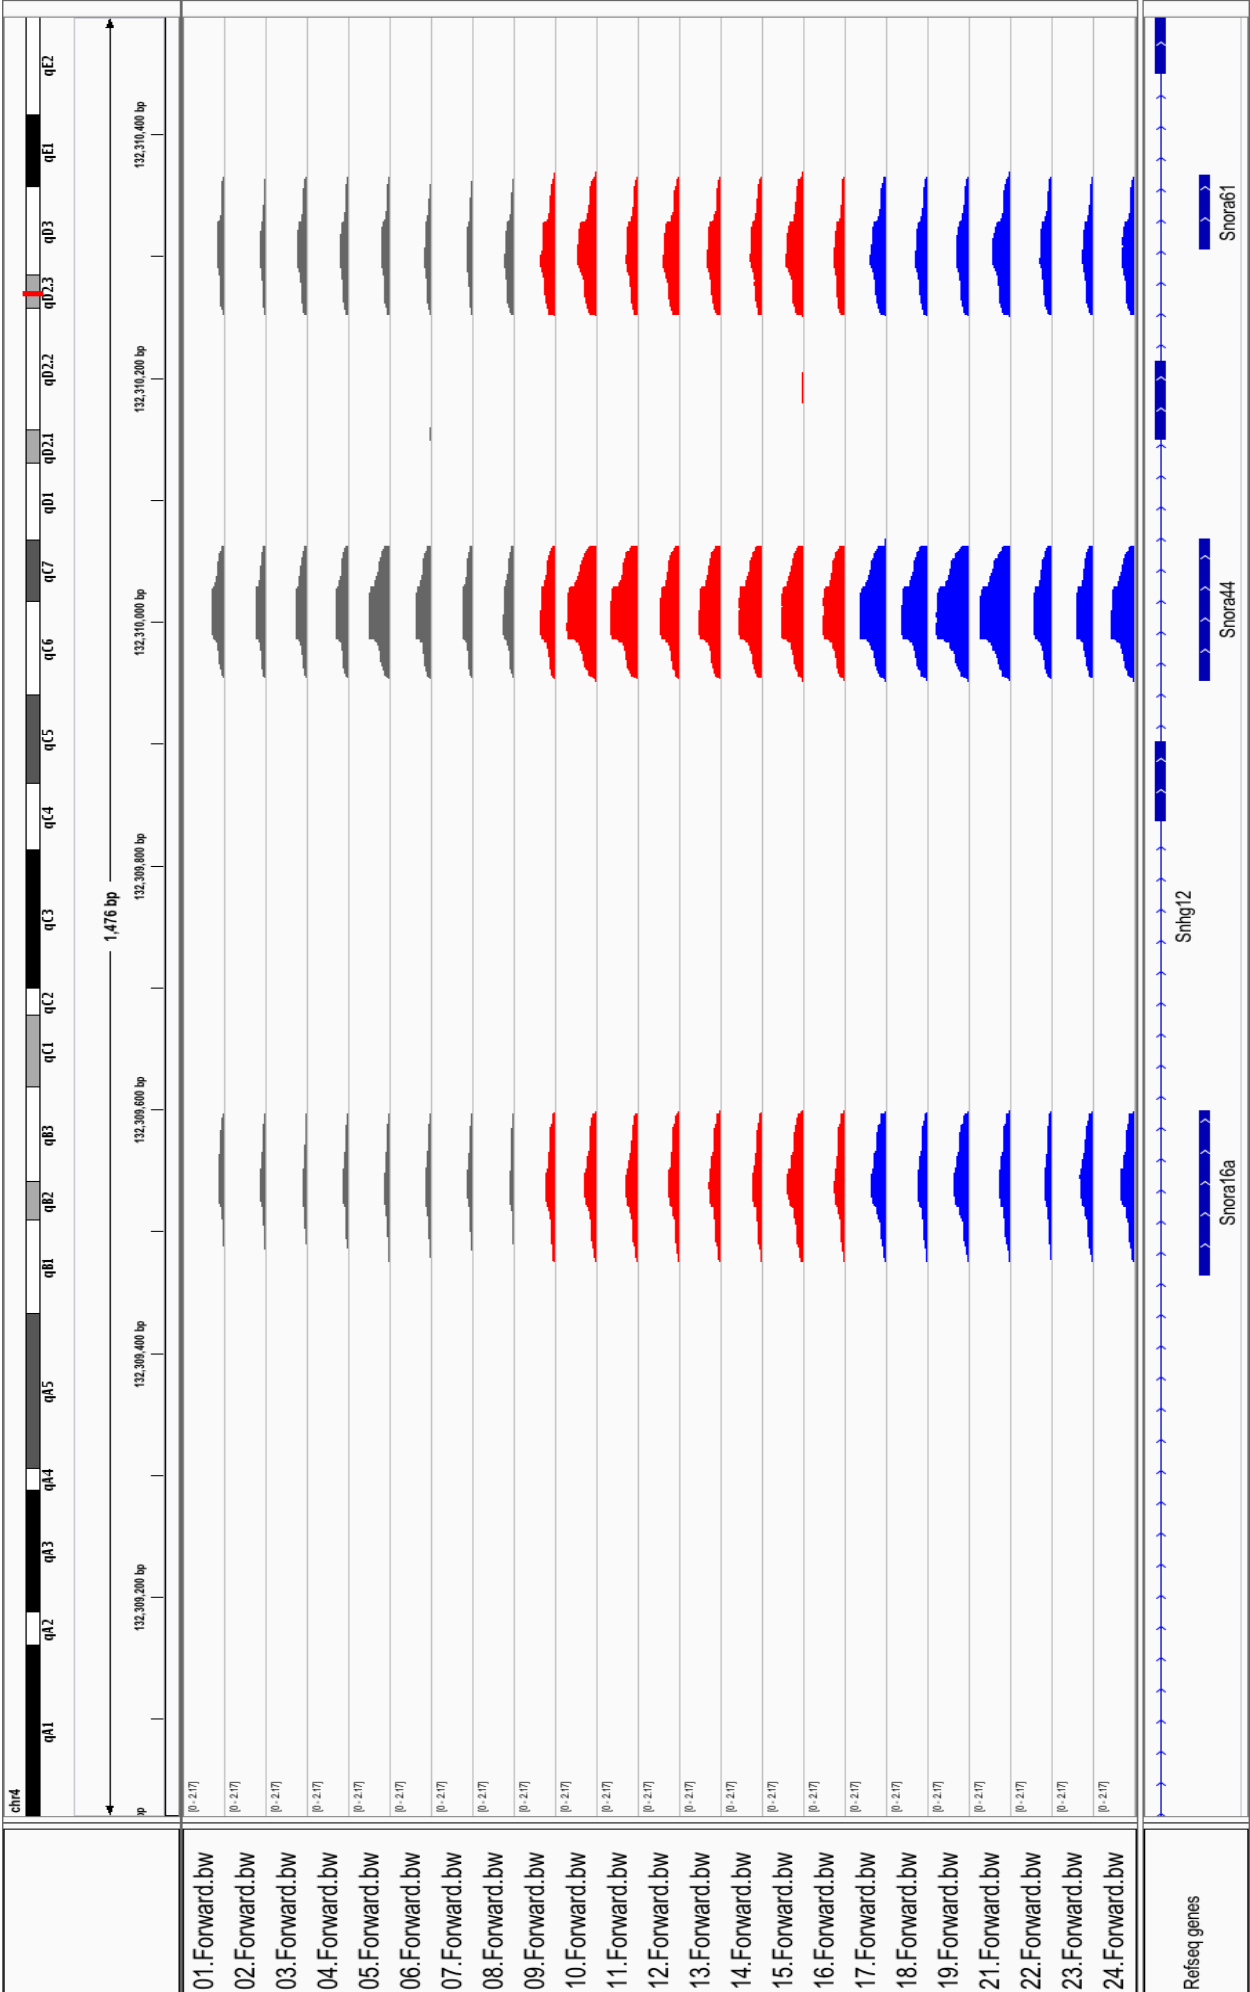

## Supplementary Figure S6

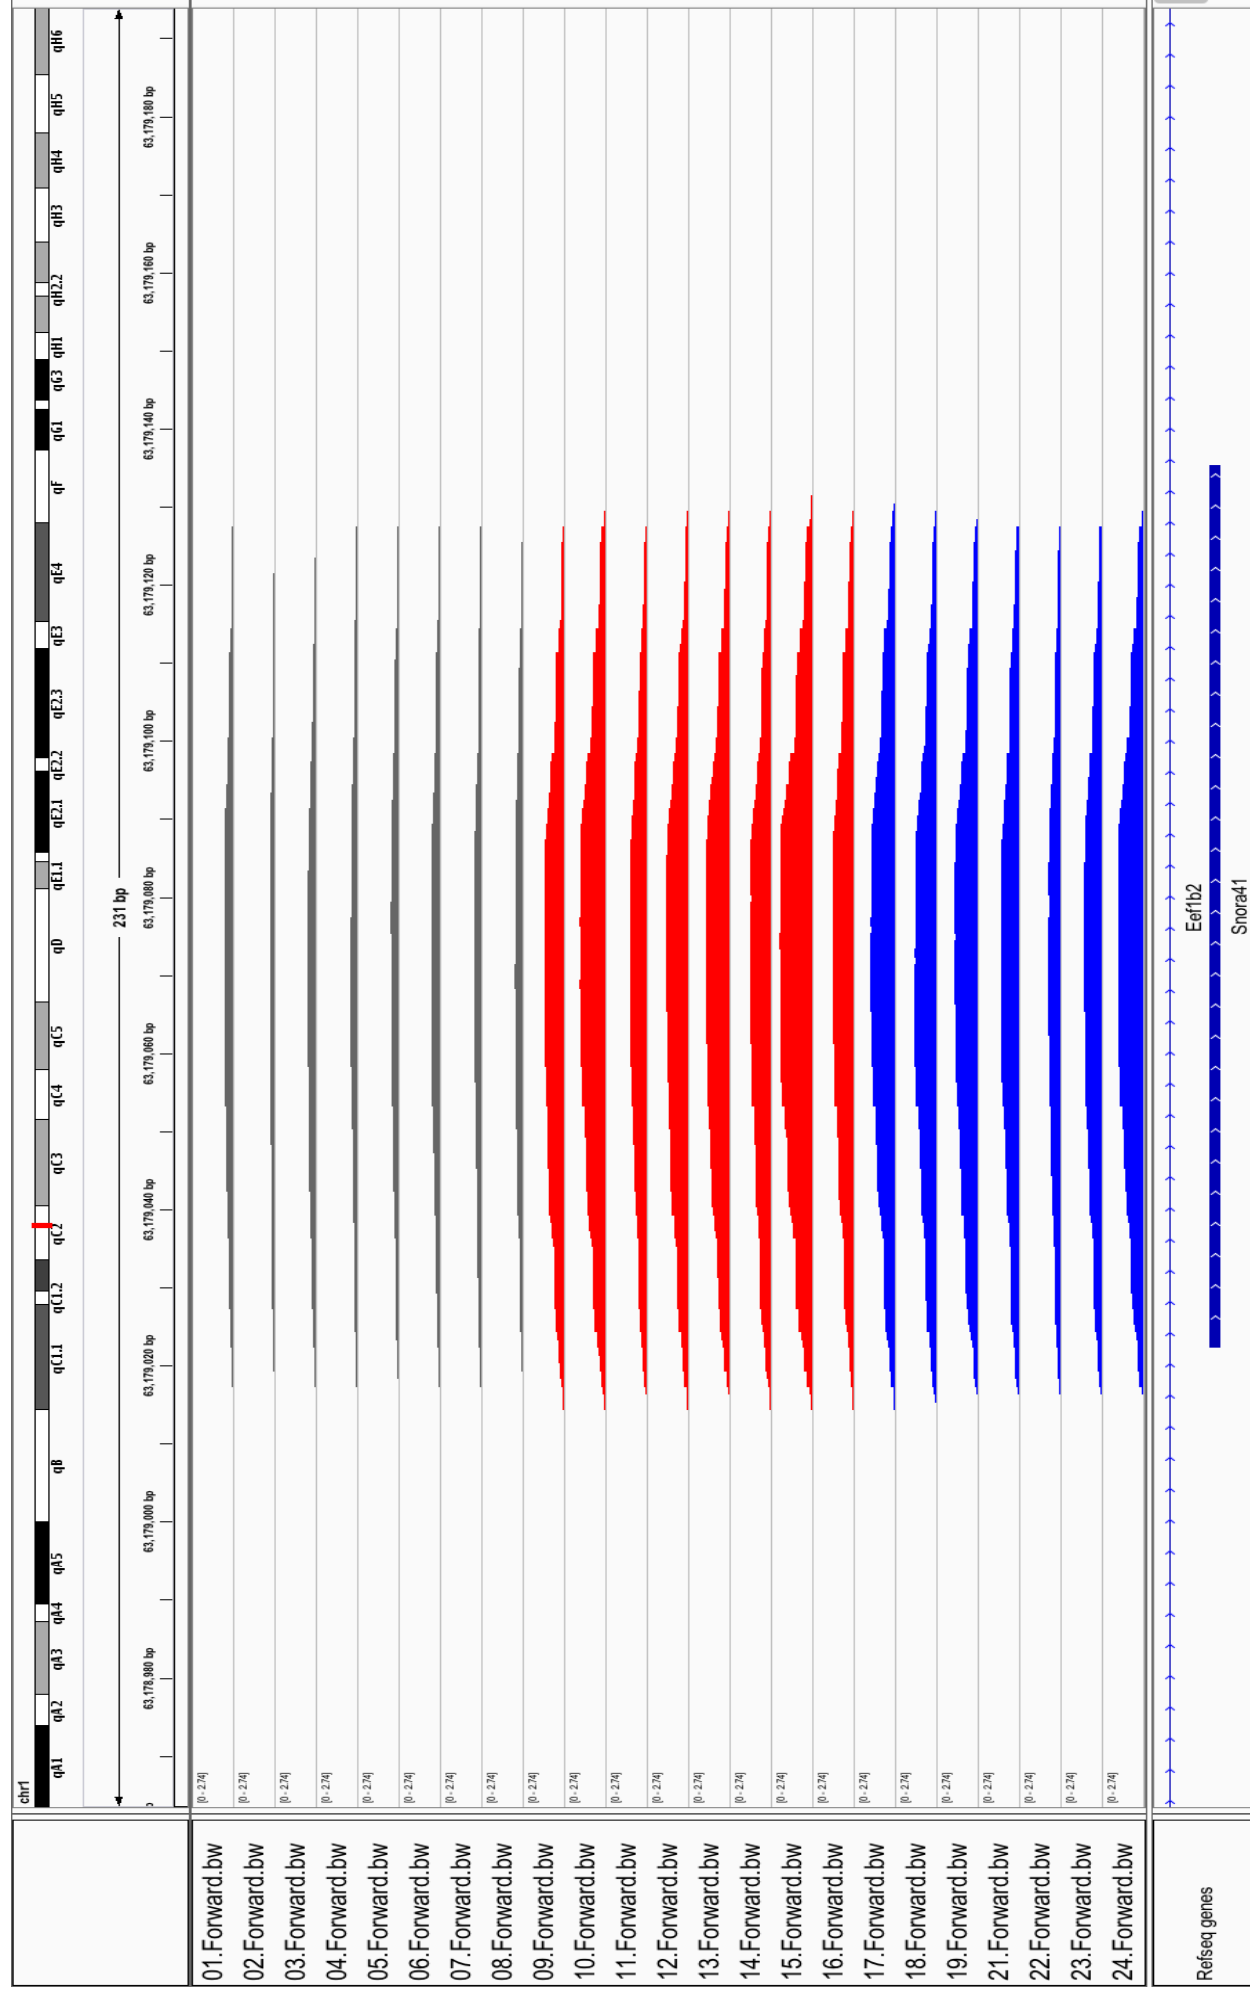

Supplementary Figure S7

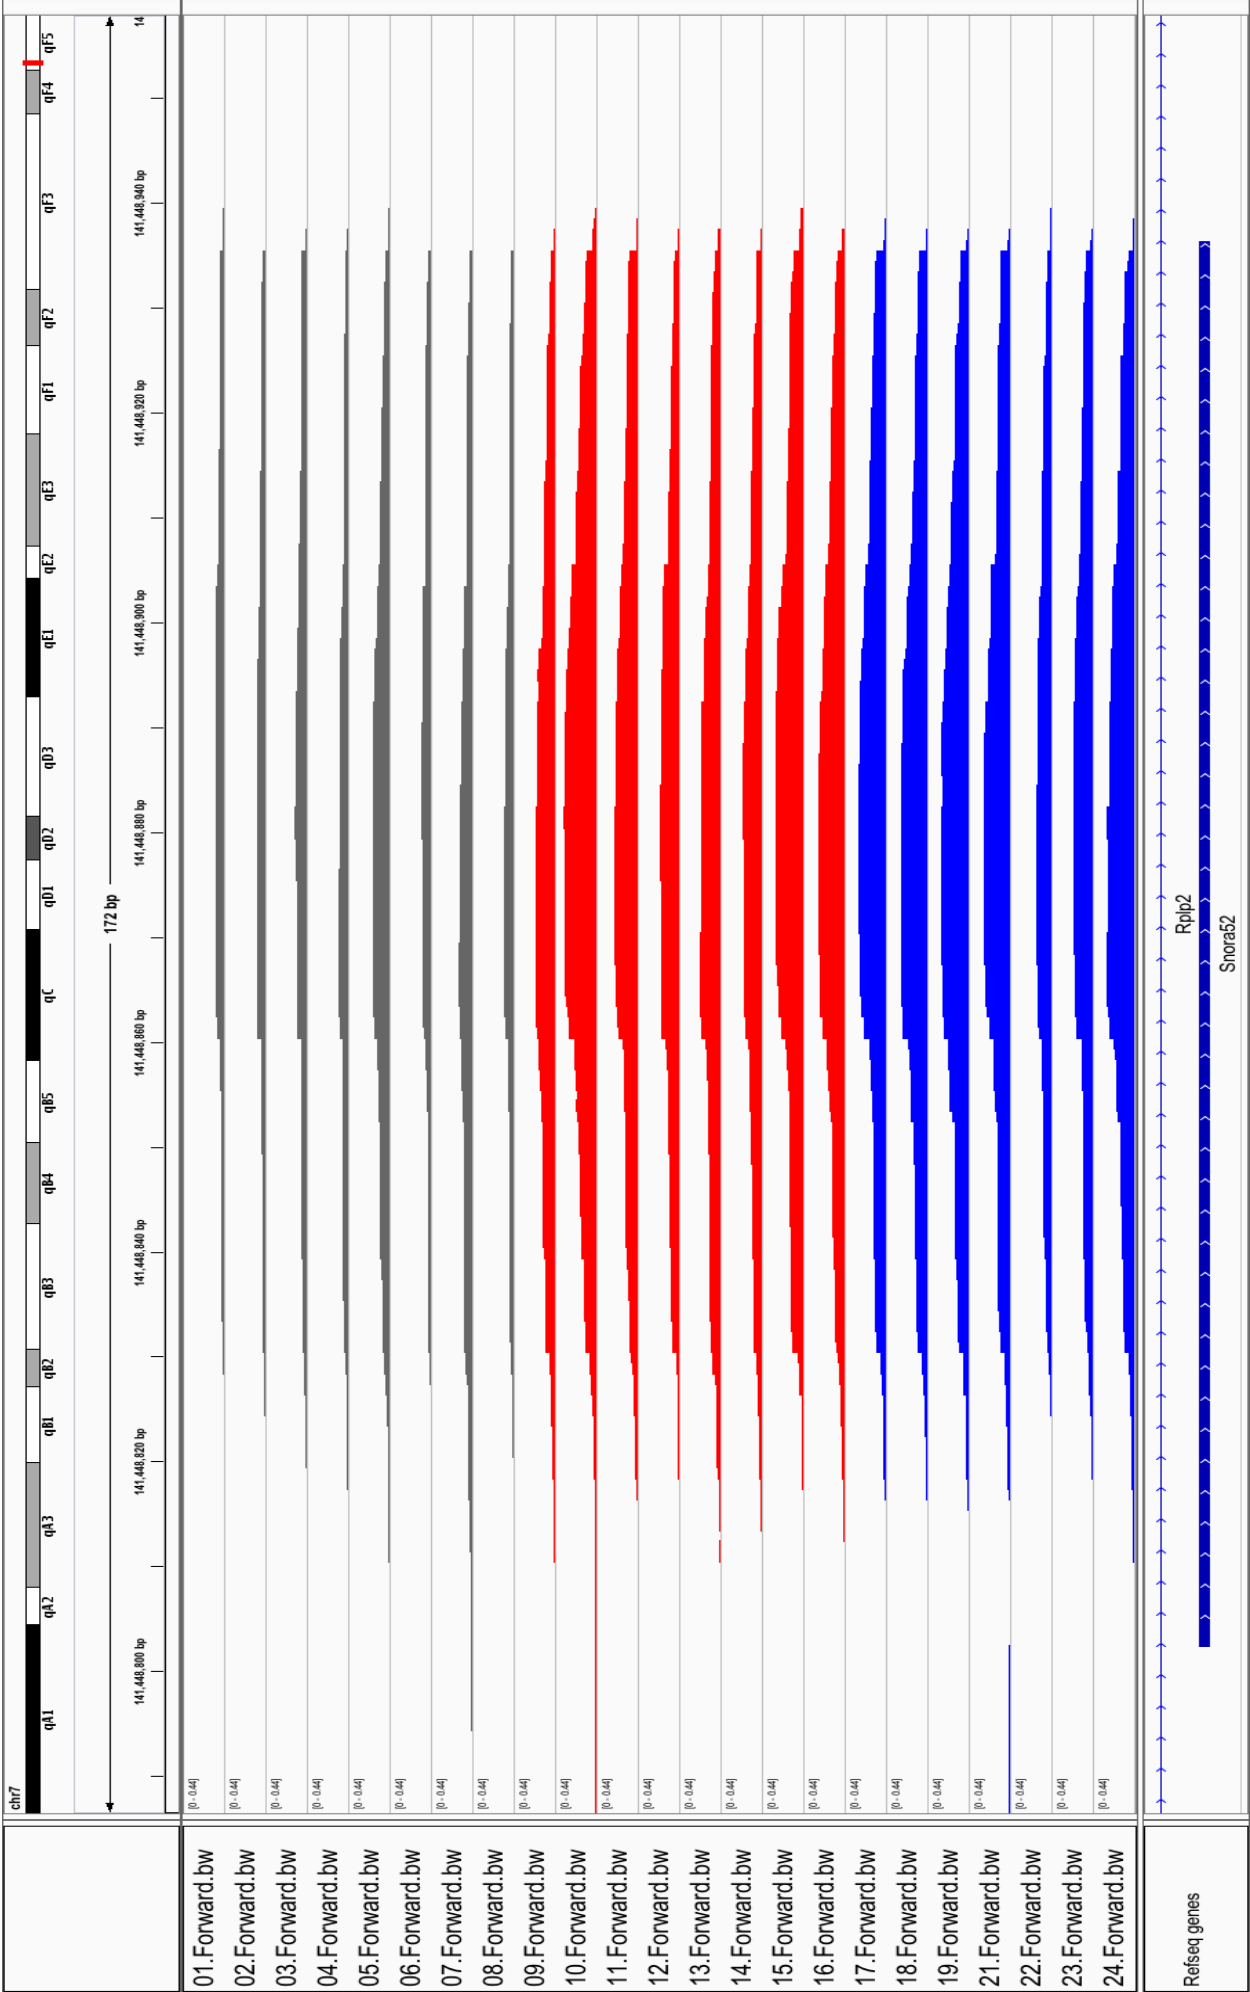

**Supplement:** Supplementary file 1 — Supplemental Materials

How the deposited data were processed for this re-analysis (not part of the article)

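The RNA-seq files hold 1 value per gene symbol for each of 23 mice: 8 at baseline, 8 at day 7 and 7 at day 14 after caerulein, with 4 females and 4 males at baseline and at day 7, and 3 females and 4 males at day 14. Mouse 20 is not among the files used here. The deposited values are counts of read fragments per gene. To make them, the authors depleted total RNA from the head of the pancreas of ribosomal RNA, sequenced paired reads, examined them with FastQC, trimmed them, aligned them to the mm10 genome with STAR and counted uniquely mapped fragments with featureCounts. Every value was checked to be a whole number, and every file was checked to list the same symbols. Mapping rates, duplicate rates, gene counts and shares of tags per gene region were taken from Supplementary Table S7, and Ct values from Supplementary Table S8.

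Total counts per mouse ranged from 7059890 to 9567446, and 14641 to 16653 symbols had at least 1 count. The smallest share of a library taken as detectable was 3 counts, which is 3.14e-05% to 4.25e-05% of the counts depending on the mouse; this floor covers counting error only. The standard error of each log2 fold change was derived from the test, as its absolute value divided by the square root of the F statistic. It therefore restates the test and is not a separate estimate of precision. The spread between mice is given as the SD.

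Counts were scaled with TMM factors and tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3): estimateDisp, glmQLFit with robust = TRUE and glmQLFTest, on the genes kept by filterByExpr. The time points were compared in 1 fit of all 23 mice with sex as a covariate (12195 genes). The sexes were compared in 1 fit with a coefficient for each of the 6 groups of sex and time point (12933 genes), which also gave the interaction of sex with time, and in a fit over all time points with the time point as a covariate. P-values are two-sided and were adjusted with the Benjamini-Hochberg method over the genes tested; these are the adjusted p-values of edgeR given throughout. A DEG has an adjusted p of at most 0.05 and a fold change of at least 1.5 in either direction; the interaction was judged by the adjusted p alone. The snoRNAs are the symbols that start with Snora, Snord or Scarna. The host of a snoRNA is the protein-coding or long non-coding gene that spans it on the same strand in GENCODE vM21 for GRCm38.

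Log2 CPM values are those of edgeR with a prior count of 2. The distance of a mouse from baseline is the Euclidean distance of its log2 CPM to the mean of the 8 baseline mice. Single values were compared between groups with exact two-sided permutation tests over all splits of the mice, and 21 tests of library measures were adjusted together. Correlations have permutation p-values, exact for 7 or 8 mice and otherwise from 100000 permutations, and were adjusted over 12 relations. Medians of gene lists were compared with 10000 random lists, each gene being replaced by 1 of the 200 genes nearest to it in mean expression. Transcripts of trypsinogens were divided into windows of 75 bases and each window was searched for in the transcripts of all other genes. The clock index is the mean log2 CPM of *Dbp*, *Nr1d1*, *Nr1d2*, *Per3*, *Tef* and *Ciart* minus that of *Arntl*, *Npas2*, *Clock* and *Cry1*. In groups of 4 to 10 mice the highest and the lowest value were compared with Dixon's 95% critical values. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

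Alternatives changed 1 choice at a time: DESeq2 1.42.0 with its size factors, independent filtering and no shrinkage; DESeq2 with a zero-centred normal prior on fold changes (betaPrior = TRUE), called the prior below; DESeq2's size factors in edgeR; total count scaling; and total count scaling without the 20 most abundant genes. Others were no filter except 1 count in any mouse, at least 10 counts in every mouse (9834 genes), no fold change threshold, a fit of only the mice compared, no covariate, the mapping rate as a covariate beside sex, and leaving out each mouse in turn. The distance was recomputed with 500 genes of largest variance, in the plane of PC1 and PC2, with the other scalings and the stricter filter, and with a prior count of 0.5. Each count of DEGs was also compared with the counts from other splits of the same mice: 100 random splits between time points, the real one included, all 35 splits of the sexes within a time point, 100 relabellings of the sexes over all time points, and 60 relabellings of the time points within each sex for the interaction. An offset that removes each mouse's trend with GC content was added after seeing the data, and so were the counts of splits for sex DEGs outside the X and Y chromosomes, a second list of short RNAs and a clock index of the 3 genes that Fig. 5a does not list.

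The tests were tested on simulated data with 200 changed genes. Each planted change was larger than the median of the day 7 DEGs (absolute log2 fold change 0.82). Its direction was random, and it was placed only in genes above a minimum mean count. The numbers found and the false calls below therefore do not describe smaller changes, changes mostly in 1 direction or genes of few counts. The edgeR test between time points called 194 genes and found 193 of the 200 (0.515% false), DESeq2 without shrinkage called 200 and found 196, and DESeq2 with the prior called 184 and found 184. With no changed gene, 1 was called between baseline and day 14. The test of males against females at day 14 called 181 and found 179 of 200, and the interaction test called 160 and found 155 of 200.

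The genes named are every gene the paper names in its results, tables and figures, the trypsinogen and Ras genes and the developmental factors, and for each comparison the 5 DEGs with the largest rise and the 5 with the largest fall among those the paper does not name. Before the data were examined, this rule, the tests of the comparisons, the thresholds and all alternatives except the GC offset were set. Enrichment of pathways was not recomputed, because the gene membership of KEGG and of the other pathway collections was not among the files used here. Raw reads were not used, and adjusted p-values of the paper were not compared. Histology was not analysed here. Results for some genes are not reported here.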

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

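Of the tests in this part, those of a mislabelled sample for mouse 4 and of variation shared with the *Reg* genes were chosen only after the result was seen, and so was the GC offset.

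Single mice far from the others of their group were looked for in 110 groups of values, and 9 groups held one by Dixon's 95% critical values; 5.5 are expected by chance, at 1 in 20. Mouse 21 accounts for 3 of the 9 values and mouse 5 for 2. Apart from *Xist* in mouse 4, which lies far outside, a number of this size is close to what chance gives.

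Mouse 5, a baseline male, had a mapping rate of 83.41%, while the other baseline mice had 77.98% to 79.13%, and its mean log2 CPM over the endothelial genes was 4.07 (next mouse 3.76, lowest 3.55). Its mapping rate lies within the range of the post-injury mice, so that its library may have been handled like theirs, but the tissue taken may differ as well. Its duplicate rate of 41.87% goes against such handling. It lay within the baseline range (40.43% to 42.22%) and above every post-injury mouse (highest 40.87%). Mouse 5 was also the highest baseline mouse in mean log2 CPM over lymphocyte genes (2.67, next 0.55), adipocyte genes (3.39, next 2.99), muscle genes (2.04, next 1.24) and macrophage genes (2.92, next 2.66), none of them past the critical value. These explanations were not separated; its mean snoRNA level was 29.7% of the way from the other baseline mice to the post-injury mice. A test on 1 mouse weighs little. Mouse 3, a baseline female, had a duplicate rate of 40.43% (next mouse 41.4%, highest 42.22%). The content of the tissue pieces was not tested further.

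Mouse 21, a day 14 male, had the lowest mean log2 CPM over the duct genes, 2.92 (next mouse 3.20), and the highest log2 CPM of *Gm2663*, 4.95 (next 4.36), and of trypsinogen 5, 3.99 (next 3.46). At day 7, mouse 14 had the lowest log2 CPM of trypsinogen 5, 5.01 (next 6.26). *Gm2663* and trypsinogen 5 share 604 windows of 75 bases with each other, and 23.4% and 25.2% of their windows occur in no other gene, so that their values in a mouse may not be independent. By the paper's methods the counts are of uniquely mapped fragments, which leaves out fragments that align equally well to both; whether others were assigned to the wrong one of the pair was not tested. Mouse 23, a day 14 male, had the highest log2 CPM of *Lars2* at that day, 8.69 (next 8.29, lowest 8.19). Reads of ribosomal RNA counted on *Lars2* remain a possible explanation, as the Spearman correlation of *Lars2* with *Rn45s* over the 23 mice was 0.498, between the limits of 0.3 and 0.7 set for the test.

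Mouse 4, a baseline female, had 2 counts of *Xist* (log2 CPM -1.07), while the other 3 baseline females had 3861 or more (log2 CPM 9.18 to 9.25). A mislabelled male was tested with 4 Y-linked genes, which had 0 counts together in mouse 4 and 607 or more in every male, and this explanation is dropped. A single X chromosome was tested with 5 genes that escape X inactivation. Their mean log2 CPM was 5.34 in mouse 4, 5.87 in the other baseline females (5.82 to 5.92) and 5.29 in the baseline males (5.12 to 5.37), so that mouse 4 lay 91.0% of the way to the males. This mouse may have had a single X chromosome in the tissue taken. The comparison rests on 1 mouse and no chromosomes were counted. Without mouse 4, 12 genes were DEGs between the sexes at baseline, and 9 with it.

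The effects at day 7 and day 14 differed for 46 DEGs in the direct comparison of the days, 25 higher and 21 lower at day 14. Of 100 splits of the post-injury mice into groups of these sizes, 1, the real one, gave as many, and the largest of the others gave 1. Their number was 477 under total count scaling, 39 with the mapping rate as a covariate and 47 with the GC offset. The mapping rate did not differ between the days by the exact two-sided permutation test (83.9% and 82.9%, p = 0.210), but the share of tags in 5'UTRs did (4.01% and 2.46%, p = 1.55e-04, the smallest this test can give). The genes' counts and annotated 5'UTRs predict 18.2% of that fall. A difference between library batches may therefore contribute to these 46 DEGs, and it cannot be told apart from recovery.

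The sex difference of *Reg1* (chromosome 6:78422711-78428667) changed from baseline to day 7 by 2.51 in log2 units (adjusted p = 0.0369), from -2.10 to 0.41. Normalized counts were 175071 (SD 10132) in 4 females and 40689 (SD 5697) in 4 males at baseline, and 108357 (SD 30933) and 143272 (SD 63034) at day 7. It was the only such gene of 12933 in edgeR, 705 had an unadjusted p under 0.05, and DESeq2 without shrinkage gave 19 genes. Of 60 relabellings of the time points within each sex, 10 gave at least 1 gene and the largest gave 1273, so that the change is not set apart from a random division of the mice. *Reg2* and *Itih4* rose and fell together across the 12 males once time point means were removed (Spearman 0.846), but *Reg1* was not part of that test, which does not address the difference between the sexes at baseline.

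The remaining values of this part are signals in genes that the paper does not name, the largest rises and falls of each comparison; the mice counted are those above (for a fall, below) the mean of the group they are compared with. At day 7 against baseline, as log2 fold changes: *Reg3b* had 5.79 (standard error 1.78, adjusted p = 0.0277, 8 of 8 mice, chromosome 6:78370657-78373466) and *Reg3a* 5.42 (standard error 1.83, adjusted p = 0.0450, 5 of 8 mice, chromosome 6:78380709-78383827). *Reg3g* had 4.99 (standard error 0.89, adjusted p = 6.51e-04, 8 of 8 mice, chromosome 6:78466269-78468872) and *Cfi* 2.57 (standard error 0.57, adjusted p = 0.00240, 8 of 8 mice, chromosome 3:129835884-129875332). The falls were these. *Mir6240* had -1.53 (standard error 0.26, adjusted p = 1.89e-04, 8 of 8 mice, chromosome 5:114851948-114852064) and *Chd5* -1.46 (standard error 0.32, adjusted p = 0.00206, 8 of 8 mice, chromosome 4:152338651-152390194). *Mir6236* had -1.45 (standard error 0.26, adjusted p = 5.91e-04, 8 of 8 mice, chromosome 9:110281287-110281409) and *Slc6a4* -1.37 (standard error 0.32, adjusted p = 0.00360, 8 of 8 mice, chromosome 11:76998603-77032340). *Dlgap3* had -1.25 (standard error 0.21, adjusted p = 1.52e-04, 8 of 8 mice, chromosome 4:127169204-127237022). *Reg3b* and *Reg3a* exceeded every baseline mouse in 3 of the 8 day 7 mice. When each mouse in turn was left out, *Reg3b* was not a DEG in 4 of 23 fits (largest adjusted p = 0.0600) and *Reg3a* in 15 of 23 (0.0870), while the other genes stayed DEGs in every fit that tested them. For *Mir6240* and *Mir6236* it was not tested whether reads of ribosomal RNA were counted on them.

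At day 14 against baseline, of genes the paper does not name: *Cfi* had 2.28 (standard error 0.60, adjusted p = 0.0485, 7 of 7 mice, chromosome 3:129835884-129875332) and *A230001M10Rik* 1.71 (standard error 0.39, adjusted p = 0.0171, 7 of 7 mice, chromosome 3:102262405-102445132). *Prnd* had 1.65 (standard error 0.40, adjusted p = 0.0272, 7 of 7 mice, chromosome 2:131950861-131956130) and *B230208H11Rik* 1.59 (standard error 0.34, adjusted p = 0.0106, 7 of 7 mice, chromosome 10:12916648-12923090). *Prtg* had 1.26 (standard error 0.28, adjusted p = 0.0171, 7 of 7 mice, chromosome 9:72806874-72917291). Falls were fewer, and *Mir6240* had the largest at both days. *Mir6240* had -1.36 (standard error 0.27, adjusted p = 0.00614, 7 of 7 mice, chromosome 5:114851948-114852064) and *Fxyd1* -0.69 (standard error 0.18, adjusted p = 0.0424, 7 of 7 mice, chromosome 7:31051678-31057199). *Dnajc4* had -0.67 (standard error 0.17, adjusted p = 0.0386, 6 of 7 mice, chromosome 19:6987911-6992572). The size of the *Cfi* value rests on mouse 19, which had 43 counts, against 2 to 6 in the other day 14 mice and 0 to 2 at baseline; without it the log2 fold change was 1.08 (adjusted p = 0.374). *Cfi* was not a DEG in 12 of the 17 fits that left out 1 mouse and tested it, nor were *Fxyd1* in 13 of 23, *Dnajc4* in 11 of 23 and *Prnd* in 4 of 23. The other genes of this paragraph stayed DEGs in every fit that tested them. The libraries of the time points also differed in mapping rate (79.1% at baseline, 83.9% at day 7 and 82.9% at day 14) and duplicate rate (41.6%, 36.5% and 37.2%), so that for all of these genes technical and biological explanations were not separated, and no biological explanation was tested for single genes.

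From day 7 to day 14, of genes the paper does not name: *Prnd* had 1.84 (standard error 0.38, adjusted p = 0.00777, 7 of 7 mice, chromosome 2:131950861-131956130) and *Mroh6* 1.31 (standard error 0.21, adjusted p = 8.78e-04, 7 of 7 mice, chromosome 15:75884137-75888770). *Aplnr* had 1.30 (standard error 0.22, adjusted p = 0.00139, 7 of 7 mice, chromosome 2:85136225-85139923) and *Trpc6* 1.30 (standard error 0.32, adjusted p = 0.0385, 7 of 7 mice, chromosome 9:8544142-8680741). *Pcdh17* had 1.04 (standard error 0.27, adjusted p = 0.0486, 7 of 7 mice, chromosome 14:84443563-84539002). In the other direction, *Noxa1* had -2.20 (standard error 0.50, adjusted p = 0.0262, 7 of 7 mice, chromosome 2:25085667-25095149) and *Ms4a6d* -1.59 (standard error 0.36, adjusted p = 0.0188, 7 of 7 mice, chromosome 19:11586604-11604849). *Ptpro* had -1.05 (standard error 0.26, adjusted p = 0.0393, 7 of 7 mice, chromosome 6:137252319-137463233) and *Slpi* -1.05 (standard error 0.24, adjusted p = 0.0249, 7 of 7 mice, chromosome 2:164354070-164389095). *Gpm6a* had -0.84 (standard error 0.19, adjusted p = 0.0219, 7 of 7 mice, chromosome 8:54954843-55060871). *Prnd* was a DEG in 2 comparisons: it was higher at day 14 than at baseline and than at day 7. Leaving out 1 mouse, these were not DEGs from day 7 to day 14 in some fits: *Pcdh17* in 18 of 23, *Ptpro* in 10 of 23, *Trpc6* in 9 of 21, *Gpm6a* in 5 of 23, *Noxa1* and *Slpi* in 4 of 23 each and *Ms4a6d* in 3 of 23. No technical explanation specific to these genes was tested, nor a biological one.

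Between the sexes (males against females, the mice counted being the males), of genes the paper does not name, *Adcyap1r1* had -1.07 (standard error 0.21, adjusted p = 0.0366, 4 of 4 mice, chromosome 6:55451978-55501451) at baseline and *Slc1a2* had -1.22 (standard error 0.23, adjusted p = 0.0375, 4 of 4 mice, chromosome 2:102658659-102790784) and *Plxdc2* -0.75 (standard error 0.15, adjusted p = 0.0375, 4 of 4 mice, chromosome 2:16356304-16755839) at day 14. These depend on single mice: *Adcyap1r1* was not a DEG in 7 of the 8 fits that left out 1 baseline mouse, *Slc1a2* in 5 of the 7 that left out 1 day 14 mouse and *Plxdc2* in 6 of those 7. Over all time points, with 12 males: *C7* had 3.16 (standard error 0.44, adjusted p = 5.59e-04, 12 of 12 mice, chromosome 15:4988762-5063740) and *Galr1* 2.08 (standard error 0.44, adjusted p = 0.0259, 11 of 12 mice, chromosome 18:82392380-82406777). *G0s2* had 1.02 (standard error 0.24, adjusted p = 0.0433, 12 of 12 mice, chromosome 1:193272161-193273217) and *Trib3* 0.85 (standard error 0.15, adjusted p = 0.00459, 12 of 12 mice, chromosome 2:152337422-152344032). *Ddit3* had 0.78 (standard error 0.16, adjusted p = 0.0188, 11 of 12 mice, chromosome 10:127290774-127296288). Lower in males, *Tsix* had -3.96 (standard error 0.48, adjusted p = 8.24e-06, 12 of 12 mice, chromosome X:103431517-103484957) and *Esr1* -0.94 (standard error 0.19, adjusted p = 0.0131, 12 of 12 mice, chromosome 10:4611593-5005614). *Adcyap1r1* had -0.86 (standard error 0.12, adjusted p = 5.03e-05, 12 of 12 mice, chromosome 6:55451978-55501451) and *Slc1a2* -0.78 (standard error 0.15, adjusted p = 0.00762, 12 of 12 mice, chromosome 2:102658659-102790784). *Kcnn3* had -0.77 (standard error 0.16, adjusted p = 0.0189, 12 of 12 mice, chromosome 3:89520164-89675132). Of 100 relabellings of the sexes, 2 gave at least the 28 DEGs found over all time points, the real one included, and the largest of the others gave 444. *Tsix* lies across *Xist* on the other strand, and reads of *Xist* counted on it were not tested. For the autosomal genes no biological explanation beyond the sex of the mice was tested.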

How the results depend on the processing

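The GC offset is the only alternative in this part that was chosen after seeing the data.

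Total count scaling and the mapping rate as a covariate moved the counts of DEGs between time points most, while those between the sexes moved more under other settings, given below. Under total count scaling they were 3727 at day 7 (626 as reported), 449 at day 14 (96), 417 at both days (75), 32 at day 14 only (21) and 477 from day 7 to day 14 (46), with 57 snoRNAs at day 7 (21) and 45 at day 14 (25), and 16 sex DEGs at baseline (9). With the mapping rate as a covariate they were 105, 5, 4 and 1, with 3 snoRNAs at day 7 and 1 at day 14, and 39 from day 7 to day 14. The mapping rate follows the time point, so that this covariate takes up part of the time difference whether or not it is its cause. The cause was not tested.

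DESeq2 with the prior gave 317 at day 7, 52 at day 14, 40 at both days and 12 at day 14 only, with 11 and 13 snoRNAs, and sex DEGs of 14 at baseline, 27 at day 7, 17 at day 14 and 5 over all time points (28 as reported). DESeq2 without shrinkage gave sex DEGs of 25, 28 and 26 at the 3 time points and 19 genes whose sex difference changed by day 7 (1). Requiring 10 counts in every mouse gave 348 at day 7 and 30 from day 7 to day 14, with sex DEGs of 3, 4 and 4 and 16 over all time points; it leaves 9834 genes and drops genes of low expression. Without the fold change threshold there were 2264 at day 7, 192 at day 14, 174 at both days, 157 from day 7 to day 14, 41 snoRNAs at day 7 and 70 sex DEGs over all time points. A fit of only the mice of the time point gave sex DEGs of 18 at baseline and 27 at day 14 (8). With no filter, 0 genes changed their sex difference by day 7 (705 had an unadjusted p under 0.05 as reported). The cause was not tested for any of these.

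Under the other settings the counts of DEGs between time points stayed within 1.5 times those reported: DESeq2 without shrinkage (713 at day 7, 104 at day 14), DESeq2's size factors (627, 93), no covariate (620, 80), no filter (646, 84), only the mice compared (520, 115), total count without the 20 most abundant genes (741, 102) and the GC offset (580, 82). No gene changed its sex difference by day 14 under any of the 4 alternatives run for it, with 473 at an unadjusted p under 0.05 as reported.

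Across the fits that each left out 1 mouse, the count at day 7 ranged from 509 to 815, at day 14 from 65 to 104, at both days from 50 to 82, at day 14 only from 13 to 24 and from day 7 to day 14 from 22 to 57. Those of snoRNAs ranged from 19 to 25 at day 7 and from 15 to 25 at day 14. The sex DEGs ranged from 7 to 16 at baseline, from 8 to 23 at day 7 and from 6 to 10 at day 14.

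The day 7 mice lay farther from baseline than the day 14 mice by 11.1 (exact two-sided permutation p = 0.0741), which does not pass 0.05. It passed in the plane of PC1 and PC2 (18.4, p = 0.0325), under total count scaling (26.6, p = 0.00606) and with 10 counts in every mouse (7.86, p = 0.00995), and not with the 500 genes of largest variance (4.36, p = 0.0732), DESeq2's size factors (11.1, p = 0.0763) or a prior count of 0.5 (11.4, p = 0.0900), all by exact permutation. The direction was the same in all 6; the cause of the change in p was not tested.

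Log2 fold changes of single genes that reversed (the cause was not tested) were under 0.5 in size as reported, except those of *Car2* and the haemoglobins. With the mapping rate as a covariate they were *Car2* -0.067, *Hbb-b1* and *Hbb-bs* -0.057, *Nras* -0.014, *Pdx1* 0.042, *Ptf1a* 0.32 and *Sox9* 0.47 at day 7, and *Gm5409* 0.20, *Hras* -0.050 and *Ptf1a* 0.14 at day 14. Under total count scaling they were *Bhlha15* 0.15, *Hras* 0.38, *Pdx1* 0.24, *Ptf1a* 0.27, *Sox9* 0.42, *Try10* 0.19 and *Try4* 0.0017 at day 7, and *Gm5409* 0.21 and *Try4* 0.067 at day 14. Total count scaling without the 20 most abundant genes gave *Hras* 0.0083 and *Sox9* 0.049 at day 7 and *Gm5409* 0.00069 at day 14, and no covariate gave *Gm5409* 0.016 at day 14. When single mice were left out, *Gm5409* at day 14 ranged from -0.13 to 0.16 and changed sign in 3 of 23 fits, *Sox9* from -0.075 to 0.15 at day 14 (3 fits) and from -0.12 to 0.098 at day 7 (4 fits).

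Of 187 results for named genes between time points, 187 kept their direction and side of the threshold with DESeq2's size factors, 171 with DESeq2 without shrinkage (13 weaker, 3 stronger) and with the prior (the same numbers), 180 with the GC offset (7 weaker), 175 without a covariate (9 weaker, 2 stronger, 1 reversed) and 176 without a filter (11 weaker). With the mapping rate as a covariate 64 did (113 weaker, 10 reversed), under total count scaling 158 (15 weaker, 5 stronger, 9 reversed), and without the 20 most abundant genes 179 (3 weaker, 2 stronger, 3 reversed). Across the fits that left out 1 mouse, 152 did in every fit (27 weaker, 5 stronger and 3 reversed in at least 1). Only 179 results had a value with the mice of the 2 groups compared (169 unchanged, 10 weaker) and 127 with 10 counts in every mouse (125 unchanged, 2 stronger). Of 43 results between the sexes, 32 kept both with DESeq2 without shrinkage (11 stronger), 32 with the prior (2 weaker, 9 stronger), 42 with DESeq2's size factors, 43 without a filter, 24 with only the mice of the time point (3 weaker, 16 stronger), 38 under total count scaling, 39 without the 20 most abundant genes and 38 in every fit that left out 1 mouse; 26 had a value with 10 counts in every mouse (25 unchanged). None reversed. Log2 fold changes of single genes between the sexes over all time points were not refitted.

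Depth limits the genes of low expression. Lymphocyte, neutrophil, liver and duodenal genes were mostly left out by the filter, so that a difference in those left out was not detectable here.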

Differences from the paper's values

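The GC offset named in this part was chosen after seeing the values; the other alternatives were set before the data were examined. A value is taken to differ from the paper's where one is more than 1.5 times the other, and a setting to close the gap where its value is within 1.5 times the paper's, which can still leave it as far away as the reported one. Settings are named as settings, and no cause is given. The fits that each left out 1 mouse were also set before the data were examined; they are given in a paragraph of their own and are not among the alternatives in the other paragraphs.

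There were 626 DEGs between baseline and day 7, against the paper's 319. Of the alternatives set before the data were examined, DESeq2 with the prior (317) and 10 counts in every mouse (348) closed the gap, and the others did not: DESeq2 without shrinkage, DESeq2's size factors, both forms of total count scaling, no filter, no fold change threshold, only the mice compared, no covariate and the mapping rate as a covariate. The same 2 settings closed the gap, and the same others did not, for the DEGs between baseline and day 14 (96, against the paper's 53; 52 with the prior and 66 with 10 counts in every mouse), those at both days (75, against the paper's 40; 40 and 51), those at either day (647, against the paper's 332; 329 and 363) and those at day 7 only (551, against the paper's 279; 277 and 297).

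For the DEGs at day 14 only (21, against the paper's 13), the alternatives set before the data were examined that closed the gap were DESeq2 without shrinkage (19), the prior (12), 10 counts in every mouse (15), no covariate (18), total count without the 20 most abundant genes (16) and no fold change threshold (18). DESeq2's size factors, total count scaling, no filter, only the mice compared and the mapping rate did not. The GC offset, which was chosen after seeing the values, also closed it (18). For snoRNAs among the DEGs (21 at day 7, against the paper's 8, and 25 at day 14, against the paper's 12), the prior closed the gap, with 11 and 13; the other alternatives that kept all mice did not.

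There were 8 DEGs between the sexes at day 14, against about 20 in Fig. 5a, read by eye. DESeq2 without shrinkage (26), the prior (17) and only the mice of the time point (27) closed the gap; DESeq2's size factors, total count scaling, total count without the 20 most abundant genes, no filter, 10 counts in every mouse and no fold change threshold did not. Over the 3 time points there were 25 entries, against about 41 in Fig. 5a, read by eye. The prior (58), DESeq2's size factors (29), only the mice of the time point (52), total count scaling (36) and total count without the 20 most abundant genes (29) closed the gap by this limit, and the other alternatives set before the data were examined did not; the 58 with the prior is no nearer to 41 than the 25 reported. PC2 held 11.4% of the variance, against about 24% in Fig. 2a, read by eye; the 500 genes of largest variance closed the gap (21.1%).

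Of 86 fold changes that the paper states, 18 differed. At day 7 they were *Gm2663* 781 (the paper's 26.26, 26.1 with the prior), trypsinogen 5 89.1 (the paper's 12.40, 12.4 with the prior), *Gm10334* 9.97 (the paper's 5.08, 5.06 with the prior), *Kcnj15* 7.96 (the paper's 2.24, 2.23 with the prior), *Agr2* 5.67 (the paper's 2.65, 2.65 with the prior) and *Gm5771* 5.58 (the paper's 2.22, 2.22 with the prior), and *Cilp* 4.57 (the paper's 2.65, 2.64 with the prior), *Bmper* 3.80 (the paper's 2.28, 2.28 with the prior), *Zim1* 3.71 (the paper's 1.99, 1.99 with the prior), *Ms4a7* 3.64 (the paper's 2.00, 1.99 with the prior), *Gc* 3.59 (the paper's 1.52, 1.52 with the prior) and *Prss3* 3.41 (the paper's 2.18, 2.18 with the prior). At day 14 they were *Gm2663* 79.1 (the paper's 4.71, 4.69 with the prior), *Alb* 40.7 (the paper's 1.53, 1.53 with the prior), trypsinogen 5 10.2 (the paper's 2.68, 2.67 with the prior), *Gc* 3.78 (the paper's 1.54, 1.54 with the prior), *Bmper* 2.83 (the paper's 1.84, 1.84 with the prior) and *Agr2* 2.67 (the paper's 1.62, 1.61 with the prior). The prior closed the gap for all 18, and with it the largest ratio to the paper over the 86 was 1.01. The mapping rate as a covariate also brought *Ms4a7* at day 7 (2.20), *Cilp* at day 7 (3.50) and *Bmper* at day 14 (2.66) within 1.5 times the paper's values, and not as close as the prior did. The other alternatives set before the data were examined left each gap; requiring 10 counts in every mouse gave a value for *Gm5771*, *Prss3*, *Gm10334* and *Cilp* of these, and for none of the others.

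Leaving out 1 mouse closed some of these gaps. For the DEGs at day 14 this was so in 6 of 23 fits (65 to 78), for those at both days in 3 of 23 (50 to 60) and for those at day 14 only in 14 of 23 (13 to 18). Of the snoRNA counts, the one at day 14 closed in 4 of 23 (15 to 18) and the one at day 7 in 0 of 23 (19 to 25). The sex DEG entries closed in 3 of 23 (28, 32 and 40) and the sex DEGs at day 14 in 0 of 7 (6 to 10). No such fit closed the gap for the DEGs at day 7 (509 to 815), at day 7 only (429 to 733) or at either day (533 to 835). Among the fold changes, *Prss3* at day 7 closed in 5 of 23 fits (3.19 to 3.25), *Bmper* at day 14 in 6 of 23 (2.58 to 2.73), *Agr2* at day 14 in 1 of 23 (2.31) and *Gc* at day 14 in 1 of 23 (1.98), and the other 14 in none. Among those 14, *Alb* at day 14 ranged from 4.03 to 50.9. PC2 was not recomputed without single mice.

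The paper counts *Gc* among the genes changed at both days; at day 14 its adjusted p was 0.0668 (log2 fold change 1.92), and it was not a DEG. Genes that the paper lists for a single day passed at both days: *Kcnj15* (1.79 at day 14, adjusted p = 0.0494), *Col5a2* (0.60 at day 14, adjusted p = 0.00654), *Shank1* (-0.59 at day 14, adjusted p = 0.00573), *Pigr* (0.69 at day 7, adjusted p = 0.00450), *Nxph2* (-0.64 at day 7, adjusted p = 0.0296) and *Foxe3* (-0.76 at day 7, adjusted p = 0.0208). Among the snoRNAs these were *Snora23* (0.62 at day 14), *Snora31* (0.72 at day 14), *Snora52* (0.61 at day 7) and *Snora33* (0.62 at day 7).

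The paper places *Apln*, *Prss2*, *Snora23*, *Snora64* and *Snora31* on other chromosomes than the GRCm38 annotation, which has them on chromosome X, chromosome 6, chromosome 7, chromosome 17 and chromosome 14. It reports no change in the signals and factors of the developing pancreas other than *Sfrp1*; at day 7 *Sfrp2* (1.11, adjusted p = 0.0106), *Wnt5a* (0.69, adjusted p = 0.00300), *Notch3* (-0.79, adjusted p = 0.0141) and *Notch4* (-0.64, adjusted p = 0.00600) were DEGs. Under the thresholds used here *Hbb-bs* and *Hbb-b1* at day 7 (1.50, adjusted p = 0.0522 each), *Itih4* between the sexes at baseline (-4.12, adjusted p = 0.106) and 7 clock genes between the sexes at day 14 (*Arntl*, *Cry1*, *Per3*, *Nr1d1*, *Nr1d2*, *Dbp* and *Tef*, smallest adjusted p = 0.167) were not DEGs, while the paper lists them as such.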

Other observations

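The tests of liver RNA, of variation shared with the *Reg* genes and of 1 haemoglobin locus under 2 symbols in this part were chosen only after the result was seen, as were the GC offset, the splits counted for sex DEGs outside the X and Y chromosomes, the second list of short RNAs and the clock index of 3 genes.

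Counts from other splits of the mice into the same group sizes, the real split included in the numbers, were as follows. For the 626 DEGs at day 7, 2 of 100 splits gave as many (largest of the others 946); for the 96 at day 14, 1 of 100 (largest of the others 1); for the 75 at both days, 1 of 100 (4); for the 21 at day 14 only, 3 of 100 (390); for the 21 snoRNAs at day 7, 1 of 100 (5); and for the 25 at day 14, 1 of 100 (0). For the sex DEGs, 1 of 35 splits gave the 9 at baseline (1), 2 of 35 the 8 at day 7 (10) and 1 of 35 the 8 at day 14 (1). Of these DEGs 5, 6 and 5 lie on the X or Y chromosome, and the 4 Y-linked ones, with 0 counts in every female, cannot come from a random division. Counting only the sex DEGs outside the X and Y chromosomes, 1 of 35 splits gave the 4 at baseline (0), 4 of 35 the 2 at day 7 (10), 1 of 35 the 3 at day 14 (1) and 2 of 100 the 21 over all time points (429), so that of these only the 2 at day 7 are not set apart from a random division of the mice. No gene changed its sex difference by day 14 (473 at an unadjusted p under 0.05), so that all 60 relabellings gave as many.

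The snoRNAs rose together after injury. If a shift of all short RNAs between library batches were the cause, other short RNAs would rise as well: 44 of them had a median log2 fold change of 0.21 at each day, above 97.49% of random lists of like expression at day 7 and 99.99% at day 14. Of the 44, 14 fell at day 7 and 13 at day 14; 4 are long host transcripts of microRNAs, and *Mir6240* and *Mir6236*, which fell by 1.53 and 1.45 at day 7, were not among them. Without the hosts and with these 2, the 42 had medians of 0.17 and 0.21, above 93.9% and 100% of random lists, so that the test at day 7 depends on the list. Among the 44, *Rmrp*, *Rpph1*, *Terc*, *Rnu11* and *Rnu12* all rose at both days, with medians of 0.82 and 0.54, above 99.88% and 99.95% of random lists, while the 63 snoRNAs had 0.50 and 0.58. This explanation remains. A rise of the host transcripts was tested with their medians under TMM scaling, -0.053 at day 7 and 0.0023 at day 14. The snoRNA DEGs had 0.75 and 0.77, so that the host transcripts as a group did not rise with them. Counts give the level of a transcript and not its transcription, so that higher transcription of the host genes is not excluded. For single snoRNAs the host transcript did rise. The host's log2 fold change was at least 50% of the snoRNA's for 3 of 19 snoRNA DEGs with a tested host at day 7 and 2 of 22 at day 14. Among them were *Snora26* (1.06 and 0.91, host *Dancr* 0.98 and 0.83) and *Snora24* (0.92 and 0.95, host *Snhg8* 0.54 and 0.53). The lower mapping rate of the baseline libraries would put mouse 5, the 1 baseline mouse mapped like the post-injury mice, near their snoRNA level; its 3.00 log2 CPM was 29.7% of the way from the other baseline mice (mean 2.85) to the post-injury mice (mean 3.36), and 1 mouse weighs little. The rise of the snoRNAs was not separated from a shift of short RNAs between batches.

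More genes rose than fell at day 7 (74.4% of 626 DEGs). A few genes taking most of the counts were tested by scaling without the 20 most abundant genes, where 85.7% rose, and gene length by its Spearman correlation with the log2 fold change across genes, -0.079; both are dropped. For GC content the correlation was -0.279, past the limit of 0.2 set for this test. With an offset that removes each mouse's trend with GC content the correlation was -0.011, and 580 DEGs were left, of which 76.6% rose, so that GC content does not account for the excess of rising genes, although it was related to the log2 fold changes. A higher share of non-acinar cells was tested with 25 marker genes of fibroblasts, macrophages and endothelium. Their median log2 fold change of 0.78 was above 100% of the random lists, while 15 of 16 acinar enzyme genes fell (14 under total count scaling). The endothelial genes alone went the other way, 5 of 6 falling, except under total count scaling, where 4 of 6 rose. A changed mix of cells in the tissue may account for part of the day 7 DEGs, and it was not separated from regulation within cells.

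Albumin at day 14 may come from liver in the tissue piece of mouse 19: of 13 liver genes examined beside *Alb*, 13 had their highest day 14 value in that mouse. In mouse 21, all of the 13 except *Ttr* lay above the day 14 mice other than mouse 19, among them *Ahsg* (2.27 log2 CPM), *Apoa1* (1.78) and *Fga* (1.48). *Ttr* (3.98) was lowest there. It was also expressed in every baseline mouse, from 2.85 to 4.76 log2 CPM, so that its level says little about liver RNA. Liver RNA therefore remains a candidate for mouse 21 as well. *Agr2* was tested against RNA from duodenum. Its Spearman correlation with the mean of 2 duodenal genes over the 15 post-injury mice was -0.425 (permutation p = 0.117; Pearson -0.402, p = 0.138, and -0.187 without the 2 farthest mice, permutation tests; 12 relations examined, Benjamini-Hochberg adjusted p = 0.175 or higher). Within day 7 the Pearson and Spearman values were -0.332 and -0.333 (exact p = 0.443 and 0.428), and within day 14 -0.305 and -0.107 (exact p = 0.511 and 0.840). *Agr2* was thus not positively correlated with these 2 genes. At day 7 the 2 genes went opposite ways (log2 fold changes -0.56 and 0.52). Of 14 duodenal genes listed, only these 2 had enough counts to be tested. Duodenal RNA is therefore not ruled out, and liver RNA was not tested for *Agr2*.

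Haemoglobin genes rose at day 7 under all 4 scalings, while *Hbb-bs* and *Hbb-b1* fell by 0.057 with the mapping rate as a covariate. RNA from red blood cells left in the tissue was tested with their correlation with *Alas2*. At baseline it was 0.905 by Spearman (exact p = 0.00456) and 0.738 by Pearson (exact p = 0.0385, and 0.822 without the 2 farthest mice), and at day 7 0.786 (exact p = 0.0279) and 0.971 (exact p = 7.94e-04, and 0.83), with Benjamini-Hochberg adjusted p of 0.0182, 0.0660, 0.0558 and 0.00318 over 12 relations by the same permutations. Blood in the tissue remains a candidate explanation of this rise. The symbols form 3 pairs, and 3 of the 3 had identical counts in all 23 mice, as would follow if 1 locus was counted under 2 symbols. Identical counts alone do not show that each pair is 1 locus. Over all genes with at least 100 counts in total there were 14 groups of symbols with identical counts, with 29 genes.

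*Lars2* fell after injury. If reads of ribosomal RNA were counted on it, *Lars2* would follow *Rn45s* from mouse to mouse; with time point means removed the Spearman correlation was 0.498 (permutation p = 0.0164; Pearson 0.604, p = 0.00212, and 0.410 without the 2 farthest mice; adjusted p = 0.0394 and 0.00636 over 12 relations), which neither keeps nor drops this explanation. At day 7 the Pearson correlation was 0.797 and fell to -0.015 without the 2 farthest mice. The share of counts on *Rn45s* fell as *Lars2* did, from 2.17% at baseline to 1.46% at day 7 and 1.78% at day 14. The exact two-sided permutation p against baseline was 1.55e-04 and 0.0127. Both falls follow the time point, so that they do not decide whether reads of ribosomal RNA were counted on *Lars2*. For the rise of *Gm2663* and trypsinogen 5, 23.4% and 25.2% of the 75-base windows occur in no other gene, and the other windows of each are shared with the other alone. The paper's methods count uniquely mapped fragments, so that the counts of each gene should rest on its own windows, and trypsinogen 5 had 813 normalized counts against 1727 of *Gm2663* at day 7 and 89.8 against 169 at day 14. Whether fragments of 1 gene were assigned to the other was not tested.

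The clock genes differed between the sexes at day 14 by a clock index of 2.85 log2 units (exact two-sided p = 0.0286 over 35 splits, the smallest this test can give). Of its 10 genes, 7 are listed in Fig. 5a for a difference between the sexes in these mice, so that this p-value partly restates their selection; the other 3 differed by 1.46 (exact p = 0.0571). The index of 10 genes differed by 2.35 at day 7 (exact p = 0.0571 over 70 splits) and by -0.24 at baseline (exact p = 0.771). The index ranged over 3.69 units among the 4 males of day 7, and over 0.59 and 1.01 among the females and males of day 14. The range at day 7 shows that the index varies between mice of 1 sex, as it would with the time of day of sampling, but it is a range of single mice at another time point and does not decide the cause at day 14, where the values of the sexes did not overlap. The time of day remains open there.

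*Itih4* and *Nfasc* varied with a *Reg* gene between mice of 1 sex. *Itih4* followed *Reg2* in the 12 males with time point means removed (Spearman 0.846, permutation p = 8.50e-04; Pearson 0.983, permutation p = 3.00e-05, and 0.960 without the 2 farthest mice) and in the 11 females (0.718, permutation p = 0.0163; Pearson 0.775, permutation p = 0.00385, and 0.896). *Nfasc* followed it in the males as well (0.804, permutation p = 0.00265; Pearson 0.857, permutation p = 7.40e-04, and 0.733). Adjusted over 12 relations, the Spearman p-values were 0.0102, 0.0394 and 0.0159, and the Pearson ones 3.60e-04, 0.00924 and 0.00318. These relations within a sex do not test the difference between the sexes at baseline, where normalized counts of *Itih4* were 391 to 713 in the 4 females and 19.6 to 34.8 in the 4 males, and those of *Nfasc* 275 to 320 and 7.54 to 37.9.

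The share of tags in 5'UTRs given in Supplementary Table S7 was 2.46% at day 14, lower than at baseline (4.35%) and day 7 (4.01%). A change in which genes are expressed was tested by predicting the share from the counts and the annotated 5'UTR lengths, which gave 6.04%, 6.35% and 6.07% for baseline, day 7 and day 14. The prediction accounts for 18.2% of the fall from day 7, and this explanation is dropped; a difference in how the libraries were made was not tested and cannot be told apart from the time point.

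Supplementary Table S8 gives Ct values for 8 mice at day 14, while counts of 7 were used here.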
